# Adiponectin pathway activation dampens inflammation and enhances alveolar macrophage fungal killing via LC3-associated phagocytosis

**DOI:** 10.1371/journal.ppat.1012363

**Published:** 2025-03-17

**Authors:** Sri Harshini Goli, Joo-Yeon Lim, Nese Basaran-Akgul, Steven P. Templeton

## Abstract

Although innate immunity is critical for antifungal host defense against the human opportunistic fungal pathogen *Aspergillus fumigatus*, potentially damaging inflammation must be controlled. Adiponectin (APN) is an adipokine produced mainly in adipose tissue that exerts anti-inflammatory effects in adipose-distal tissues such as the lung. We observed increased mortality and increased fungal burden and inflammation in neutropenic mice with invasive aspergillosis (IA) that lack APN or the APN receptors AdipoR1 or AdipoR2. Alveolar macrophages (AMs), early immune sentinels that detect and respond to lung infection, express both receptors, and APN-deficient AMs exhibited an inflammatory phenotype that was associated with decreased fungal killing. Pharmacological stimulation of AMs with AdipoR agonist AdipoRon rescued deficient killing in APN-/- AMs and was dependent on the presence of either receptor. Finally, APN-enhanced fungal killing was associated with increased activation of the non-canonical LC3 pathway of autophagy. Thus, our study identifies a novel role for APN in LC3-mediated killing of *A.fumigatus*.

## Author summary

*Aspergillus fumigatus* is a human fungal pathogen that causes an often-fatal invasive infection of the lung in immune compromised individuals, a population that is increasing. Since current antifungal drugs have limited efficacy, it is important to identify pathways that may be pharmaceutically targeted to complement existing therapies. Adiponectin (APN) is an anti-inflammatory intercellular cytokine messenger produced mainly in adipose tissue that protects against invasive aspergillosis. Alveolar macrophages are early immune sentinel cells in the lung, and we report that AMs from mice lacking APN exhibit an inflammatory phenotype and reduced killing of *A. fumigatus* spores that is improved when AMs are treated with a drug (AdipoRon) that simulates APN binding to its receptors AdipoR1 and AdipoR2. Furthermore, APN was associated with activation of LC3-associated phagocytosis, a mechanism of fungal killing important for host defense against *A. fumigatus* infection. Thus, we identify therapeutic potential of the APN pathway in stimulation of immune-mediated fungal killing and treatment of fungal infection.

## Introduction

The human opportunistic fungal pathogen *Aspergillus fumigatus* is the primary etiologic agent of invasive pulmonary aspergillosis (IA), a frequently severe infection with a high mortality rate [1]. Effective treatment options for IA remain limited, despite increases in the at-risk population, and fungal resistance to existing antifungal drugs is increasing. Furthermore, although an underlying immune deficiency renders individuals susceptible to IA, poor disease outcomes are associated with detrimental inflammatory pathology [2,3]. It is thus critical to enhance antifungal immunity while limiting immune pathology to complement existing antifungal therapies in IA patients.

Adiponectin (APN) is an anti-inflammatory adipokine produced mainly in adipose tissue and expressed at high levels in lean and healthy individuals, whereas in obese individuals, adipose tissue is inflamed, and APN production and secretion are inhibited [4–6]. Numerous studies have demonstrated a protective effect for APN in autoimmune and inflammatory diseases, and immune-mediated clearance of *Listeria monocytogenes* was hampered in obese and APN-deficient mice due to detrimental inflammation and hematopoietic dysfunction [7]. More recently, we demonstrated increased mortality, fungal burden, lung inflammatory cytokine production and eosinophil recruitment in APN-deficient mice with IA [8] However, eosinophils did not play a significant role in the pathology of APN-deficiency, as neutropenic mice deficient in both APN and eosinophils exhibited only delayed, but not decreased mortality, suggesting other unidentified mechanisms of APN-mediated protection in IA.

Alveolar macrophages (AMs) are the primary immune sentinel of lung airways, and their early responses to inhaled fungal conidia are critical for disease outcomes [9–11], particularly in immunocompromised hosts [12,13]. In our previous study, we observed increased production of the pro-inflammatory cytokine TNF in APN-deficient AMs [8], suggesting that these cells contribute to the inflammatory phenotype of APN-/- mice with IA. In this study, we aimed to determine how the adiponectin pathway regulates responses of AMs to *A. fumigatus* infection. We report increased production of inflammatory cytokines, an elevated inflammatory phenotype, and reduced uptake and killing of conidia in APN-deficient AMs that is increased by stimulation with the APN receptor agonist AdipoRon. Furthermore, APN stimulation was associated with increased AM activation of the non-canonical autophagy LC3 pathway in conidia-containing phagosomes, thus identifying a novel role for APN in promoting LC3-associated phagocytosis (LAP) in antifungal immunity.

## Results

### Increased mortality, fungal burden, and inflammatory pathology in APN pathway-deficient mice with IA.

Previously, we reported that APN inhibits inflammatory lung pathology during IA, as neutropenic mice lacking APN exhibited increased mortality, fungal burden, and inflammation [8]. Since APN-deficient (*Adipoq-/-)* strains vary in their metabolic phenotypes [14–16], we confirmed the deficiencies in fungal clearance and inflammatory phenotype of APN-deficient mice from a second strain using our neutropenic model of IA (obtained from Dr. Philipp Scherer) (**S1 Fig**), and observed similar increases in fungal burden (**S1**B**-****S1D Fig**), inflammatory cytokines and inflammatory cell recruitment (**S1**E-F and **S1H-I Fig**) while only survival and *AdipoR1* transcription were not significantly different from wild-type (WT) C57BL/6 controls (**S1**A and **S1G Fig**, respectively). We also aimed to determine the contribution of the canonical adiponectin receptors AdipoR1 and AdipoR2 to IA pathology, and thus infected neutrophil-depleted WT, Adipoq-/-, *AdipoR1-/-* and *AdipoR2-/-* mice to compare mortality, pathology, fungal burden, inflammatory cell recruitment and cytokine production at day 3 post-infection (**Fig 1A**). In contrast to WT mice (with 50% mortality), mortality was 100% in APN-, AdipoR1-, and AdipoR2-deficient mice, with mortality beginning on day 2 post-infection and reaching 100% by day 6 p.i. (**Fig 1B**), with extensive lung hyphal growth and peri-bronchoalveolar inflammation (**Fig 1C**) and increased fungal burden as measured by qPCR of fungal DNA (**Fig 1D**) and image quantification of fungal GMS staining (**Fig 1E**), most significantly in APN- and AdipoR1-deficient mice. CD45+ Inflammatory cells were increased in the bronchoalveolar lavage fluid (BALF), most significantly (including eosinophils, CD11c^+^SiglecF^-^ cells and CD11c^-^SiglecF^-^ cells) in APN-deficient mice (**Fig 1F**), while lung inflammatory cytokines IL-1a, IL-6, TNF, IL-12b, and IL-17A and the anti-inflammatory cytokine IL-10 were increased, most significantly in AdipoR1-deficient mice (**Fig 1G** and **1H**). In summary, adiponectin-pathway deficiency is associated with increased mortality, lung fungal burden, and inflammatory pathology, cell recruitment, and cytokine production. Furthermore, disrupted signaling through either AdipoR1 or AdipoR2 resulted in increased IA severity.

**Fig 1:**
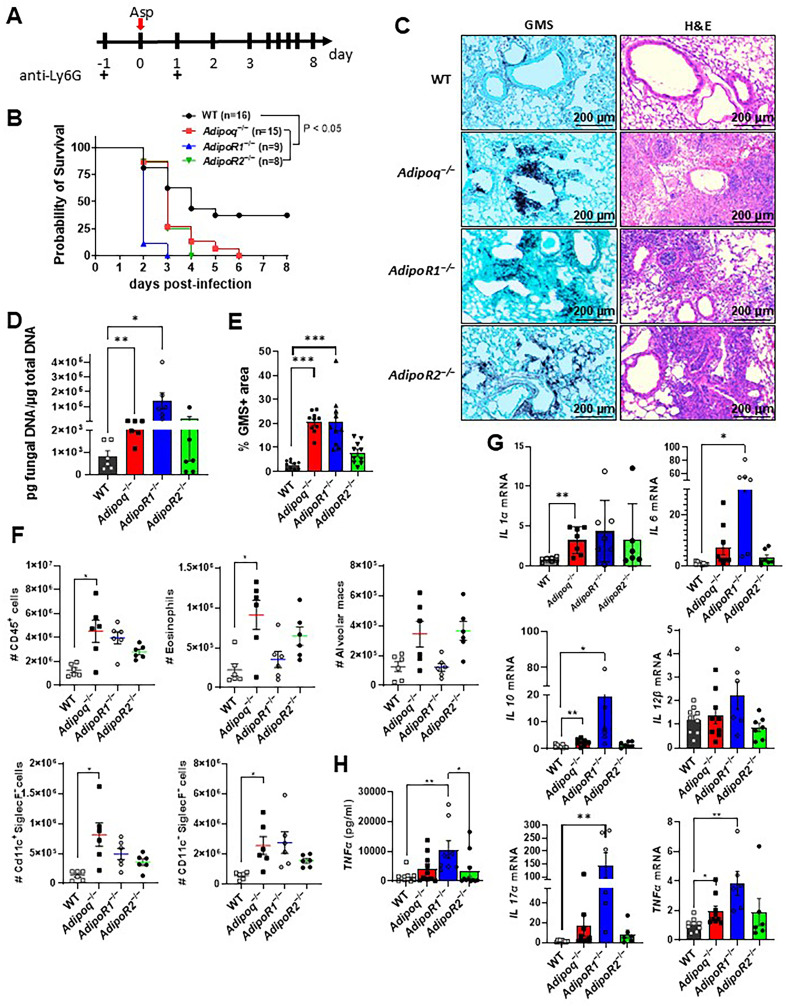
Increased mortality, fungal burden, and inflammation in APN pathway-deficient mice with invasive aspergillosis. Wild-type (C57BL/6), *Adipoq*^−/−^, *AdipoR1*^−/−^, and *AdipoR2*^−/−^ mice were neutrophil-depleted and involuntarily aspirated a suspension of *A. fumigatus* conidia and followed for survival or sacrificed on day 3 post-infection as described in *Materials and Methods*. A. Timeline for neutropenic mouse model of infection. B. Survival. C. Representative GMS and H&E lung sections. D. Fungal burden determined by quantitative PCR of fungal DNA from lung homogenates. E. Fungal burden determined by quantification of GMS staining. F. Total number of CD45^+^ cells, eosinophils (CD45^+^Ly6G^−^CD11c^−^SiglecF^+^), AMs (CD45^+^Ly6G^−^CD11c^+^SiglecF^+^), CD11c^+^SiglecF^−^ (CD45^+^Ly6G^−^ CD11c^+^SiglecF^−^), and CD11c^−^SiglecF^−^ (CD45^+^Ly6G^−^CD11c^−^SiglecF^−^) cells isolated from the mice with IA as determined by flow cytometry. G. qRT-PCR analysis for mRNA expression of the indicated cytokines. H. TNFα secretion in BALF quantified by ELISA. Data are a summary of two independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001.

### Alveolar macrophages (AMs) from adiponectin pathway-deficient mice exhibit an inflammatory phenotype.

Previously, we observed increased intracellular TNF in AMs from APN-deficient mice with IA when compared to WT AMs [8], and we observed mortality as early as day 2 post-infection in APN-pathway-deficient mice with IA, suggesting a critical involvement of early immune effectors in protection from infection. As AMs contribute to early responses to inhalation of *A. fumigatus* [12], especially in immunocompromised hosts [13], we aimed to further examine the phenotype of AMs from APN pathway-deficient hosts using primary ex vivo cultures. We observed expression of both AdipoR1 and AdipoR2 in WT mice that decreased in lung tissue upon *A. fumigatus* infection, but increased in the BALF (**S2A Fig**), with the highest surface expression of AdipoR1 in AMs (**S2B Fig**). APN-pathway deficient AMs exhibited differential transcription of AdipoRs (**S2C Fig**), and infection of APN-/- AMs decreased AdipoR1 expression (**S2D Fig**). Furthermore, AMs maintained their surface expression of Siglec-F and CD11c through 25 days of culture (**S5A-B Fig**), and maintained transcription of the classical AM genes *Pparg* and *Car4* (**S5C Fig**).Transcription of IL-1α, IL-1β, IL-6, IL-17A, IL-23, and TNF was increased in APN pathway-deficient AMs when compared WT-derived AMs, while IL-10 was similar (**Fig 2A**), and secreted TNF, IL-1α, and IL-6 in the supernatant was increased in response to infection in all groups, with IL-1α and IL-6 increased in infected APN-deficient AMs compared to WT (**Fig 2B**). To investigate the inflammatory phenotype more specifically in ex vivo cultured APN-deficient AMs, we compared expression of the macrophage polarization markers CD38 (M1/classical) and Egr2 (M2/alternative) with wild type WT AMs [17]. In a resting state, a higher percentage of APN-deficient AMs were CD38+ and lower percentage were Egr2+ when compared to WT (**Fig 2C** and **2D**), while after 10 hours of infection with *A. fumigatus*, percentages of both CD38+Egr2- and CD38+Egr2+ cells increased, with no change in CD38-Egr2+ cells (**Fig 2C** and **2E**). These results suggest that APN pathway-deficient AMs exhibit an increased inflammatory phenotype compared to WT AMs.

**Fig 2:**
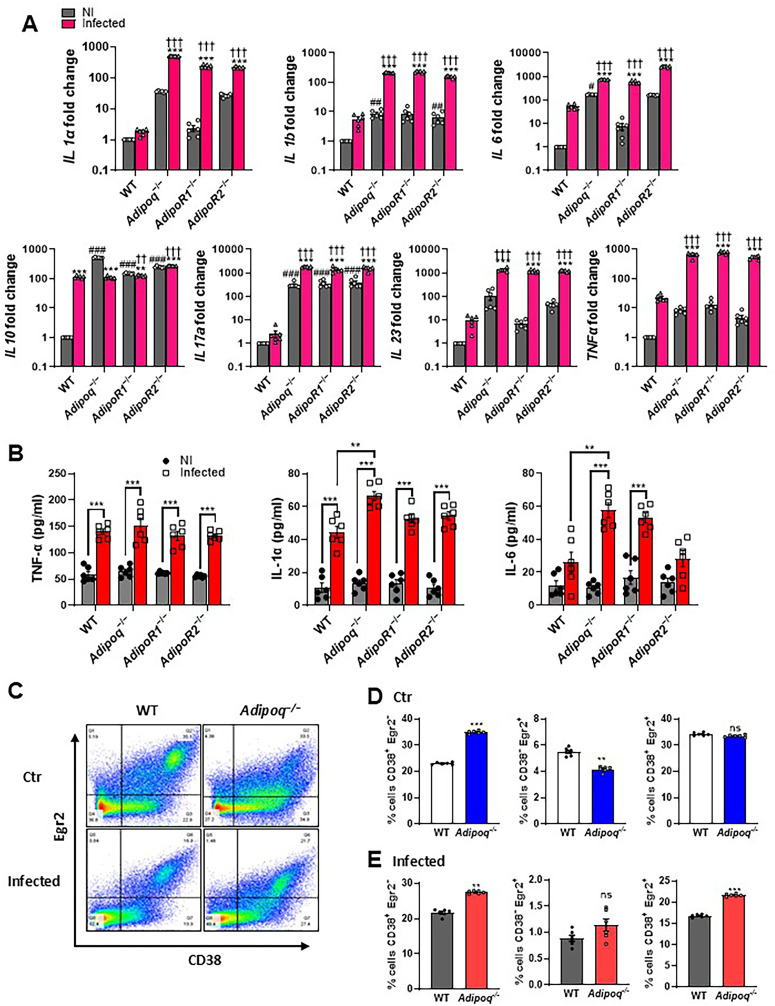
Alveolar macrophages from APN pathway-deficient mice exhibit an inflammatory phenotype. BALF cells from wild-type (C57BL/6), *Adipoq*^−/−^, *AdipoR1*^−/−^, and *AdipoR2*^−/−^ mice were collected in PBS/EDTA. For alveolar macrophage differentiation, total BALF cells were plated and cultured with GM-CSF. Alveolar macrophages were challenged with conidia in the ratio 1:9 (AMs: conidia) for 10 hours duration as per the details mentioned in *Materials and Methods*. A. qRT-PCR analysis for mRNA expression of the indicated cytokines. B. The indicated cytokines are quantified at the protein level by ELISA using ex vivo cultured alveolar macrophages. C. Flow cytometry staining of surface CD38 and intracellular Egr2. D-E. Quantification of (C), showing the proportion of M1, M2 and CD38^+^Egr2^+^ macrophages with CD38^+^Egr2^−^ (classical, inflammatory) or CD38^−^Egr2^+^ (alternative) phenotype in control group (D) and infection group (E). Data are a summary of two independently performed experiments. An asterisk (*) indicates a significant difference versus corresponding non-infected controls. A hash (#) indicates a significant difference between non-infected (NI) groups versus NI WT. A dagger (†) indicates a significant difference between infected groups versus infected WT. *p < 0.05, **p < 0.01, ***p < 0.001.

### *A. fumigatus* uptake and killing is inhibited in APN-deficient AMs.

Although APN pathway-deficient mice displayed increased IA severity, fungal burden, and an increased AM inflammatory phenotype, the mechanism of decreased fungal clearance remains unknown. To determine if APN-deficient AMs were deficient in fungal uptake and killing, we used dual viability/tracking fluorescent *Aspergillus* reporter FLARE conidia [18] to compare changes in conidia uptake and viability in wild-type and APN-/- AMs ex vivo and in vivo. In APN-deficient AMs cultured ex vivo, uptake and killing of dual-labeled FLARE conidia was decreased after 10 hours when observed by microscopy (**Fig 3A** and **S1** Video). When loss of *A. fumigatus* viability was compared by image analysis, killing of FLARE conidia by APN-deficient AMs was markedly decreased compared to wild-type AMs (**Fig 3B**). Uptake and killing were also reduced in APN-deficient AMs when analyzed by flow cytometry, even after filtration to remove hyphae that may reduce significance in flow cytometric vs microscopic analyses (**Fig 3C** and **3D**). Reduced killing by APN-deficient AMs was confirmed in vivo in FLARE-infected neutropenic mice, with a significant difference in conidial viability by day 3 post-infection (**Fig 3E** and **3F**), while uptake of 1 µm inert particles was not significantly different between wild-type and APN-deficient AMs in vivo (**Fig 3G**). Collectively, these results demonstrate that AM fungal uptake and killing are decreased in the absence of APN.

**Fig 3:**
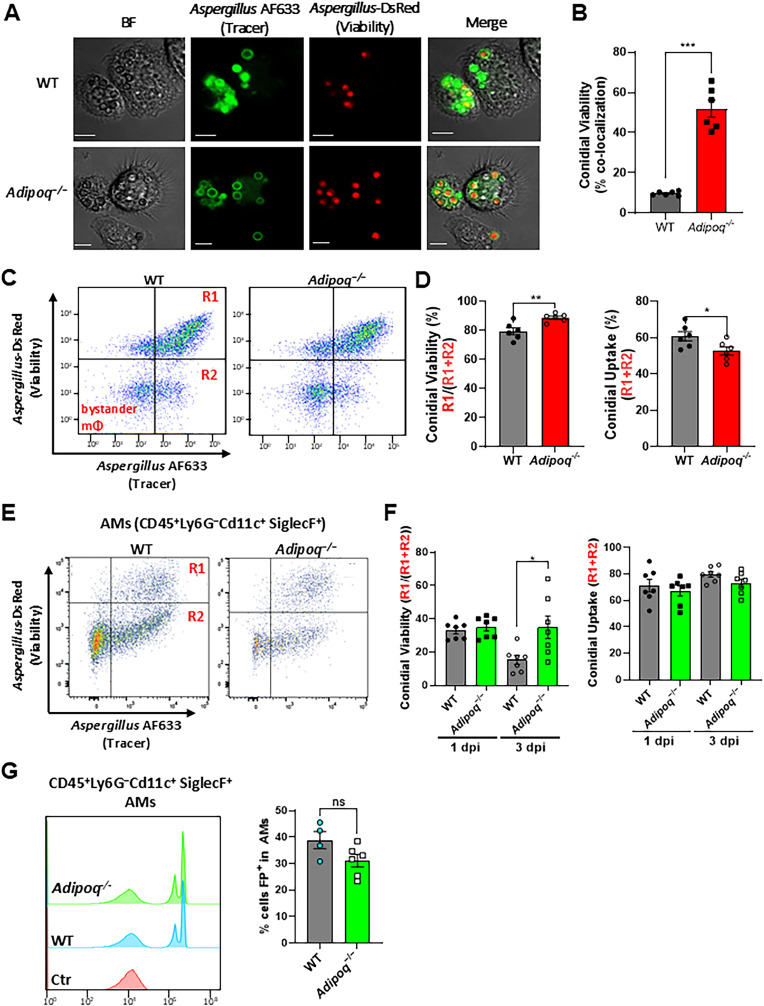
*A. fumigatus* conidial uptake and killing are inhibited in adiponectin-deficient AMs. AMs from wild-type or Adipoq-/- mice were infected ex vivo with FLARE conidia, or neutropenic mice were infected with FLARE conidia or exposed to latex beads in vivo and isolated as described in *Materials and Methods*. A. Microscopic analysis of uptake and killing of FLARE conidia with magnification 40x is depicted in Brightfield, Cy5, DsRed channels followed by the merged image. Scale bar is equal to 12 µm. B. Quantification of *Aspergillus* viability using microscopy images via calculation of co-localization in imageJ. C. Representative plots that display RFP and AF633 fluorescence intensity of *ex vivo* cultured alveolar macrophages where R1 represents live conidia inside the alveolar macrophages and R2 represents dead/killed conidia. D. Quantification of (C), showing *Aspergillus* viability (R1/(R1 + R2), left panel) and uptake (R1 + R2, right panel) in *ex vivo* cultured alveolar macrophages. E. Representative plots that display RFP and AF633 fluorescence intensity of AMs (CD45^+^Ly6G^−^CD11c^+^SiglecF^+^) *in vivo.* Mice of both groups were made immunocompromised and infected with 1-1.5 × 10^7^ conidia. BAL cells were harvested 1 day and 3 days later. F. Quantification of (E), showing *Aspergillus* viability (R1/(R1 + R2)) and uptake (R1 + R2) in alveolar macrophages in neutropenic mice at d1 and d3 p.i. G. Fluorescent particle uptake by alveolar macrophages in vivo. For flow cytometric analysis, neutrophil-depleted mice were challenged with 1.5 × 10^7^ of flow particles. Percentage of flow particle positive (FP+) cells was assessed in AMs (CD45^+^Ly6G^−^CD11c^+^SiglecF^+^) from the wild-type and *Adipoq*^−/−^ mice by flow cytometry. Data are a summary of two independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001.

### The AdipoR agonist AdipoRon decreases inflammation and fungal burden in APN-deficient mice with IA.

A small molecule agonist (AdipoRon) that binds and activates signaling through both AdipoR1 and AdipoR2 improved insulin resistance and glucose intolerance and increased the lifespan of obese mice [19]. A role for AdipoRon in dampening inflammatory responses in human lung macrophages via inhibition of production of TNF, IL-6, and inflammatory chemokine production has also been reported [20]. However, the ability of AdipoRon therapy to improve IA outcomes remained unknown. We treated infected neutropenic wild-type or APN-deficient mice with AdipoRon by involuntary aspiration daily for up to eight days (**Fig 4A**). Although AdipoRon treatment in WT and APN-deficient mice did not significantly improve survival compared to vehicle treatment (**Fig 4B**), lung hyphal growth and fungal burden were markedly reduced in AdipoRon-treated APN-deficient mice compared to vehicle-treated APN-deficient mice at 3 days post-infection (Fig 4C-4E). A pathology score obtained by image quantification of H&E-stained sections indicated decreased inflammatory infiltration in the lungs of AdipoRon treated APN-deficient mice (**S4 Fig**). Airway eosinophil recruitment was reduced in AdipoRon treated APN-deficient mice, while AMs were increased in both AdipoRon-treated WT and APN-deficient mice **(Fig 4F**). Transcription of IL-1a, IL-6, IL-10, IL-17A, and TNF also decreased with AdipoRon treatment in APN-deficient lungs and decreases in IL-1a and IL-10 were also evident in wild-type mice (**Fig 4G**). In contrast, IL-12b transcription appeared to be increased by AdipoRon, but only in wild-type lungs. An AdipoRon-mediated decrease in TNF was also confirmed in APN-deficient BALF at the protein level (**Fig 4H**). These results indicate that APN pathway stimulation by AdipoRon decreases lung fungal burden and dampens lung inflammation in APN-deficient mice with IA.

**Fig 4:**
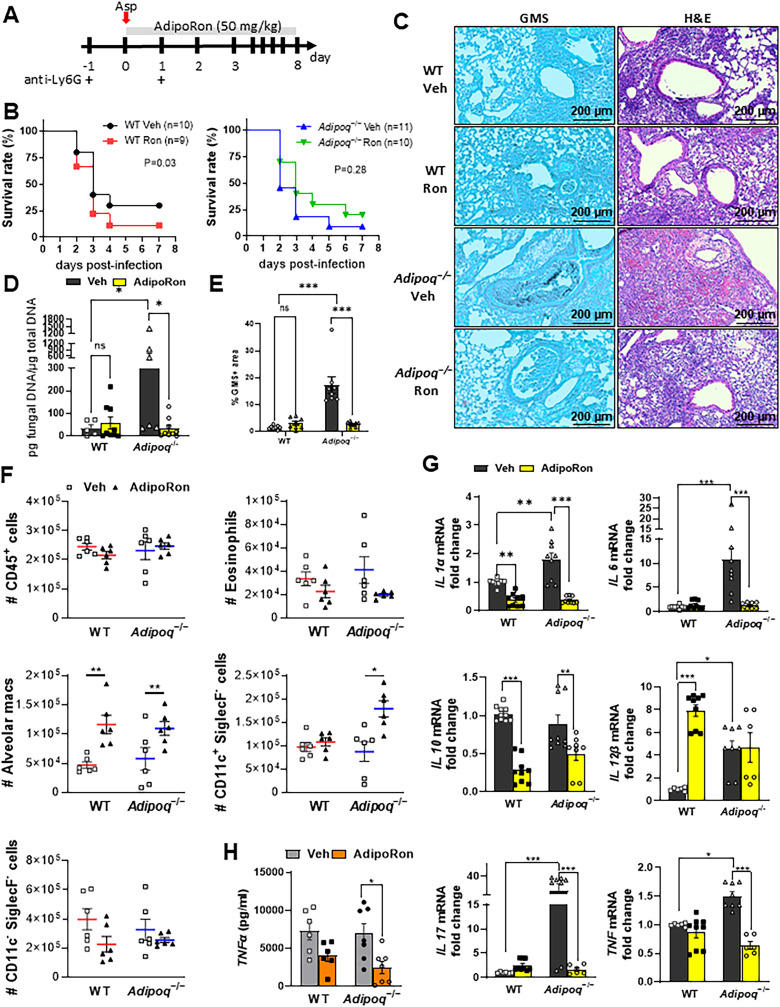
The AdipoR agonist AdipoRon decreases inflammation and fungal burden in APN-deficient mice with IA. Wild-type (C57BL/6), and *Adipoq*^−/−^ mice were neutrophil depleted and involuntarily aspirated *A. fumigatus* conidia as described in Materials and Methods. A. Time course for neutropenic mouse model of infection and AdipoRon treatment. B. Effect of AdipoRon on the survival rate of WT and *Adipoq*^−/−^ mice. C. Representative GMS and H&E lung sections. D. Fungal burden determined by quantitative PCR of fungal DNA from lung homogenates. E. Fungal burden determined by quantification of GMS staining. F. Total number of CD45^+^ cells, eosinophils, AMs, CD11c^+^SiglecF^−^, and CD11c^−^SiglecF^−^ cells isolated from the mice with IA as determined by flow cytometry. G. qRT-PCR analysis for mRNA expression of the indicated cytokines. H. TNF secretion in BALF quantified at the protein level by ELISA. Data are a summary of 2-3 independently performed experiments. *p < 0.05, **p < 0.01, ***p < 0.001.

### AdipoRon increases fungal killing and inhibits the inflammatory phenotype of APN-deficient AMs.

Although AdipoRon treatment influenced lung fungal growth and dampened inflammation in APN-/- mice with IA, the specific effect on AMs remained unknown. To determine the effect of AdipoRon on AM phenotype and fungal uptake and killing, we infected WT or APN pathway-deficient AMs with AF293 or FLARE conidia after 24 hours treatment with AdipoRon or control vehicle (containing DMSO), and harvested AMs ten hours later for microscopic, flow cytometric, qRT-PCR, and ELISA analyses (**Fig 5A**). When quantified by microscopy, conidia viability was decreased by AdipoRon treatment of APN-deficient but not wild-type AMs (**Fig 5B**). Conidia viability was also reduced in APN pathway-deficient AMs by AdipoRon when measured by flow cytometry after cell straining to remove hyphae (**Fig 5C**). Inflammatory cytokine transcription of IL-1 *α* , IL-1β, and IL-6 were all decreased by AdipoRon treatment in APN-deficient AMs, while the anti-inflammatory cytokine IL-10 was not affected by AdipoRon regardless of APN sufficiency (**Fig 5D**). Secretion of TNF, IL-1α and IL-6 protein were also significantly decreased in AdipoRon-treated APN-deficient AMs (**Fig 5E**). These results indicate that AdipoRon treatment acts on APN-deficient AMs to improve fungal killing and inhibit an inflammatory phenotype.

**Fig 5:**
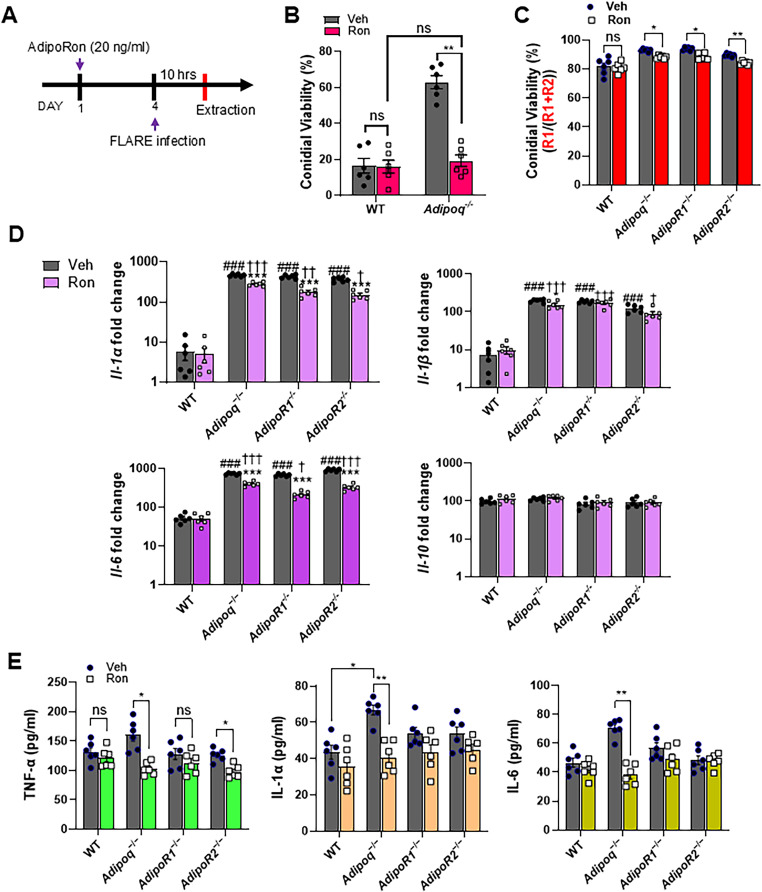
AdipoRon increases AdipoR-dependent AM fungal killing and reverses inflammatory phenotype. Wild-type or APN pathway-deficient AMs were infected and treated with AdipoRon or vehicle to determine the effect of AdipoRon on fungal killing, cytokine transcription and secretion as described in *Materials and Methods*. A. Timeline for *ex vivo* cultured AMs challenged with conidia with or without AdipoRon treatment. B. Microscopic image quantification of *Aspergillus* viability (R1/(R1 + R2)) in *ex vivo* cultured AMs by using FLARE conidia. The infection was done ex-vivo in 1:1 ratio (AMs: FLARE) for 15 hours. C. Flow cytometric quantification of *Aspergillus* viability. D. qRT-PCR analysis for mRNA expression of the indicated cytokines. Differences between experimental groups that resulted in a *p* value < 0.05 were considered significant. An asterisk (*) indicates a significant difference versus corresponding non-infected controls. A hash (#) indicates a significant difference between WT versus KO mice in vehicle groups. A dagger (†) indicates a significant difference between WT groups versus KO mice in AdipoRon-treated groups. E. TNF, IL-1a, and IL-6 secretion quantified at the protein level using *ex vivo* cultured AMs by ELISA. Data are a summary of two independently performed experiments. *p < 0.05, **p < 0.01, ***p < 0.001.

### AdipoRon-enhanced killing of A. fumigatus requires either AdipoR1 or AdipoR2.

We observed that decreased AM transcription of *Adipor1* and *Adipor2* by infection was partially restored by AdipoRon treatment (S2E). Since AdipoRon enhances AM-mediated fungal killing, we aimed to confirm the requirement of AdipoR1 and AdipoR2 by using siRNA to target expression of AdipoR1 in wild-type, APN-, and AdipoR2-deficient AMs (**Fig 6A**). Knockdown of AdipoR1 was confirmed by flow cytometry to reduce expression to identical levels observed in AMs from AdipoR1-deficient mice (Fig 6B-D). Moreover, fungal killing was improved by AdipoRon treatment in wild-type, APN-, AdipoR1- (knockout mice and siRNA), and AdipoR2-deficient AMs, but was not improved with siRNA-targeted depletion of AdipoR1 in AdipoR2-deficient AMs (**Fig 6E**). These results show that either canonical APN receptor is critical for AdipoRon-mediated enhancement of AM fungal killing.

**Fig 6:**
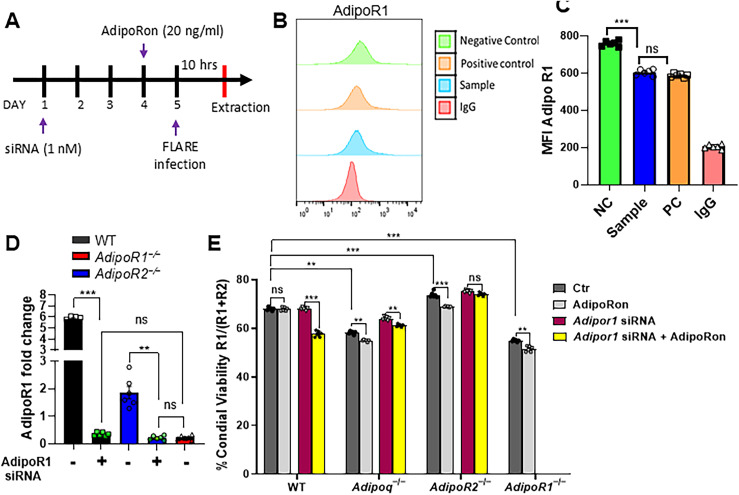
AdipoRon-enhanced killing of *A. fumigatus* requires either AdipoR1 or AdipoR2. AMs from Wild-type or APN pathway deficient AMs were treated with AdipoR1 siRNA and/or AdipoRon, then infected with FLARE conidia to determine the effect on and requirement for AdipoR expression in stimulation of fungal killing as described in *Materials and Methods*. A. Timeline for primary AM cultures treated with *AdipoR1* siRNA, details in *Materials and Methods* section. B. Histogram graphs obtained from flow cytometry analysis at 72 hours post siRNA treatment. The positive control represents the ideal *Adipor1* knockdown control, while the negative control is in the absence of functional siRNA. C. MFI AdipoR1 is graphed from negative control, sample and positive control from flow cytometric analysis. D. qRT-PCR analysis for mRNA expression of the *Adipor1* in AMs from the APN-deficient mice with siRNA treatment. E. Conidial viability (R1/(R1 + R2)) in *ex vivo* cultured AMs with siRNA and/or AdipoRon by flow cytometry. Data are a summary of two independently performed experiments. **p < 0.01 and ***p < 0.001.

### Adiponectin promotes LC3-associated phagocytosis of A. fumigatus conidia.

To confirm the AdipoRon-mediated phenotypic shift in AMs, we compared AdipoRon treatment with vehicle in infected and uninfected APN-deficient AMs by global RNAseq analysis. 

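Alveolar macrophages (AMs) of APN-deficient mice were cultured and treated from culture day 10 with AdipoRon, a small-molecule agonist of the APN receptors, at 20 µM or with vehicle. After 24 hours they were infected with *A. fumigatus* conidia or left uninfected. RNA of 12 libraries was read, 3 in each of 4 groups: vehicle uninfected (replicates 1 to 3), vehicle infected (replicates 4 to 6), AdipoRon infected (replicates 7 to 9) and AdipoRon uninfected (replicates 10 to 12). The supporting methods and the legend of S3 Fig give 10 hours of infection and 9 conidia per cell, the results text gives 12 hours, and the design in the public record of the series gives 12 hours and 1 conidium per cell. Infected cells are therefore described here without a time. All mice lacked APN, so no wild-type AMs entered any comparison. The reads assigned to genes were 56145087 to 75418183 (median 62458648) in vehicle uninfected and 67953610 to 82320581 (median 68900793) in vehicle infected libraries. In AdipoRon-treated AMs they were 68132165 to 70760017 (median 70067152) in infected and 61562464 to 69907565 (median 68803814) in uninfected libraries. Xist, an RNA made from the inactive X chromosome, and the Y-linked Ddx3y place 6 libraries as female and 6 as male. The 3 AdipoRon infected libraries were all male and the 3 AdipoRon uninfected libraries all female. A difference between the AdipoRon responses of infected and uninfected AMs can therefore not be told apart from a difference between the sexes. The vehicle uninfected libraries were 2 female and 1 male and the vehicle infected libraries 2 male and 1 female.

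The authors aligned the reads with STAR to the mouse genome mm10, counted uniquely mapped reads per gene with featureCounts, and scaled them by the trimmed mean of M values (TMM). The values used here are the authors' log2 CPM of 12460 genes, the log2 of the read counts scaled to the size of the library. Each gene was compared with limma's moderated test in 1 model of the 4 groups. A gene is called higher or lower at an adjusted p under 0.05, by the Benjamini-Hochberg method over 12460 genes. A standard error is that of the fitted log2 fold change, and levels are the mean log2 CPM ± SD of 3 libraries. The paper's text does not state whether the 3 libraries of a group came from separate animals, although both sexes are present in the vehicle groups. The p-values measure the spread between libraries.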

In uninfected AMs, more genes were upregulated in response to AdipoRon treatment, while the opposite was observed in AMs after 12 hours post-infection, with AdipoRon treatment associated with gene silencing (**S3A Fig**). 

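In uninfected AMs, AdipoRon raised 1863 genes and lowered 1435 (56.5% of the changed genes were higher). In infected AMs it raised 2702 and lowered 2938 (47.9% higher). Among changes of at least 2-fold in either direction, 346 genes were higher and 374 lower in uninfected AMs. The corresponding counts in infected AMs were 311 and 1162. Car4, a carbonic anhydrase of AMs, had a log2 fold change of 4.98 (standard error 0.45, adjusted p = 6.5e-05) in uninfected AMs. In infected AMs it had a log2 fold change of -4.12 (standard error 0.45, adjusted p = 4.9e-05). Marco, a scavenger receptor for inhaled particles and microbes, had a log2 fold change of 3.48 (standard error 0.53, adjusted p = 0.0014) in uninfected AMs. In infected AMs it had a log2 fold change of -5.34 (standard error 0.53, adjusted p = 2.8e-05). Of 1562 genes called in both states, 603 were lower in infected and higher in uninfected AMs (439 for independent lists). The reverse held for 368 genes (311 for independent lists). A further 305 were higher in both (404) and 286 were lower in both (338).

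Of 25 gene lists fixed before the data were examined and large enough to test, 10 were lower and 4 higher with AdipoRon in infected AMs, at a camera adjusted p under 0.05. In uninfected AMs 12 were higher and 0 lower. Some of the lists hold genes that the paper already names as changed in these libraries. With an estimated correlation between genes, 0 lists passed in either state, against 16 in infected and 14 in uninfected AMs by limma's fry. The lowest adjusted p with an estimated correlation was 0.22 in infected and 0.092 in uninfected AMs. The groups of 3 libraries did not overlap for 57.4% of all genes in infected and 41.1% in uninfected AMs, where chance gives 10%. In uninfected AMs the order of the counts turned when the values were scaled by library size only, to 1211 higher and 1992 lower genes (37.8% higher). The counts were 978 higher and 717 lower among females alone. They were 1130 and 865 without AdipoRon uninfected replicate 11. Lower genes numbered 883 without vehicle uninfected replicate 2 and 919 from the 6 uninfected libraries alone.

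**Figure D1:**
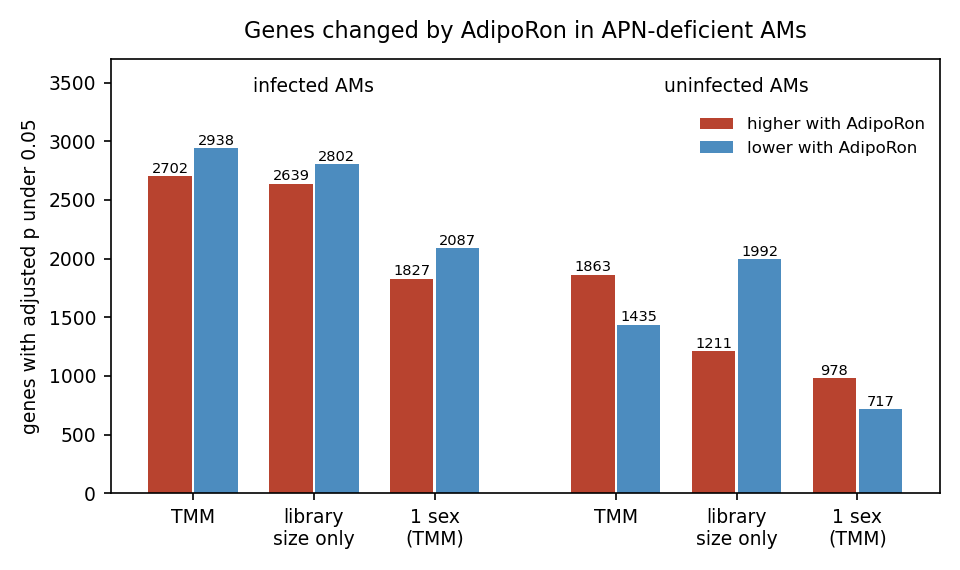
Number of genes higher or lower with AdipoRon than with vehicle in infected and uninfected AMs, at an adjusted p under 0.05, with TMM scaling, with scaling by library size only and within 1 sex. In uninfected AMs the higher genes outnumber the lower ones with TMM (1863 and 1435), and the order turns with library size only.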

Inflammatory -associated gene expression was suppressed by AdipoRon treatment in infected AMs, including *Il1a*, *Il1b*, *Ccl2*, *Cd38*, *Tlr4*, and *Hif1a*, while the anti-inflammatory *Tgfb* was increased, as were autophagy genes, including *Map1lc3a* and *Map1lc3b* genes that are critical for LAP (LC3-associated phagocytosis) (**S3B Fig**). In contrast, inflammatory gene expression appeared to be increased by AdipoRon in uninfected AMs. 

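Cd38, an ectoenzyme that consumes NAD, fell from 3.09 ± 0.54 log2 CPM (SD, n = 3) with vehicle to 0.74 ± 0.47 (SD, n = 3) with AdipoRon in infected AMs. This is a log2 fold change of -2.35 (standard error 0.28, adjusted p = 5.8e-05). Il1b, which encodes the inflammasome-processed cytokine IL-1β, had a log2 fold change of -1.50 (standard error 0.38, adjusted p = 0.0088). Il1a, which encodes IL-1α, had a log2 fold change of -0.44 (standard error 0.13, adjusted p = 0.017). Hif1a, the oxygen-regulated transcription factor, was lower, with a log2 fold change of -0.53 (standard error 0.12, adjusted p = 0.0049). Tlr4, a receptor for microbial products, had a log2 fold change of -0.62 (standard error 0.20, adjusted p = 0.024). The chemokine gene Ccl2 did not pass the test, at 2.31 ± 0.73 log2 CPM with vehicle and 0.58 ± 0.43 with AdipoRon. Its log2 fold change was -1.73 (standard error 0.80, adjusted p = 0.099). Each AdipoRon infected library lay below each vehicle infected one. The standard error draws on the spread in all groups, and Ccl2 varied more between uninfected than between infected libraries. Of the transforming growth factor genes, Tgfb1 was higher, with a log2 fold change of 0.40 (standard error 0.10, adjusted p = 0.0089). The less abundant Tgfb2 was lower, with a log2 fold change of -1.69 (standard error 0.63, adjusted p = 0.044).

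Of the microtubule-associated LC3 genes, Map1lc3b rose from 7.62 ± 0.021 log2 CPM with vehicle to 8.07 ± 0.14 with AdipoRon, or a log2 fold change of 0.45 (standard error 0.096, adjusted p = 0.0029). Map1lc3a had a log2 fold change of 0.76 (standard error 0.24, adjusted p = 0.026). On GRCm38, Cd38 lies on chromosome 5 from 43868809 to 43912374, Il1a on chromosome 2 from 129299609 to 129310186 and Il1b on chromosome 2 from 129364569 to 129371164. Map1lc3a lies on chromosome 2 from 155276364 to 155278073 and Map1lc3b on chromosome 8 from 121590438 to 121598760. Among the autophagy genes, 19 of 47 measured genes passed as higher and 5 as lower, and 23 did not pass (19 and 5 when adjusted over the list alone). The median log2 fold change was 0.16 (camera adjusted p = 0.0067 and adjusted p = 0.36 with an estimated correlation). Higher members were Ulk1, the kinase that starts autophagosome formation (0.78 ± 0.087, log2 fold change ± standard error), and Atg4d, a protease that processes LC3-like proteins (0.59 ± 0.083). Lower ones were Tfeb, a transcription factor of lysosomal genes (-0.37 ± 0.093), and Atg7 (-0.26 ± 0.067). Among the genes of LC3-associated phagocytosis, 9 of 22 measured genes passed as higher and 4 as lower, and 9 did not pass (10 and 4 when adjusted over the list alone). Their median log2 fold change was 0.15 (camera adjusted p = 0.10). Of the NADPH oxidase subunits in it, Ncf4 was higher (0.62 ± 0.095) and Ncf1 lower (-0.84 ± 0.12). Among the classical (M1) markers, 0 of 14 measured genes passed as higher and 9 as lower, and 5 did not pass (0 and 9 when adjusted over the list alone). Over these genes, the median log2 fold change was -0.69 (camera adjusted p = 9.7e-05 and adjusted p = 0.22 with an estimated correlation). The formyl peptide receptor genes Fpr1 (-3.56 ± 0.26) and Fpr2 (-3.57 ± 0.26) were among the lower ones.

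Leaving out vehicle infected replicate 6 or AdipoRon infected replicate 9 ended the call of Il1a (adjusted p up to 0.078). Map1lc3a lost its call without vehicle infected replicate 5 or AdipoRon infected replicate 7 or 9, with sex as a term and among males alone (up to 0.11). For Tlr4 this was so without vehicle infected replicate 4, 5 or 6 or AdipoRon infected replicate 7 or 9, and among males alone (up to 0.085). Tgfb2 lost it without vehicle uninfected replicate 3, any infected replicate or AdipoRon uninfected replicate 11, with sex as a term and among males alone (up to 0.15), and Atg7 among males alone. Ccl2 passed without vehicle uninfected replicate 3, with sex as a term or with the index plate column as a term (adjusted p down to 0.038). The count of lower autophagy genes was 3 without vehicle infected replicate 4, 3 without vehicle infected replicate 5, 3 without vehicle infected replicate 6, 2 without AdipoRon infected replicate 7 and 2 among males alone.

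**Figure D2:**
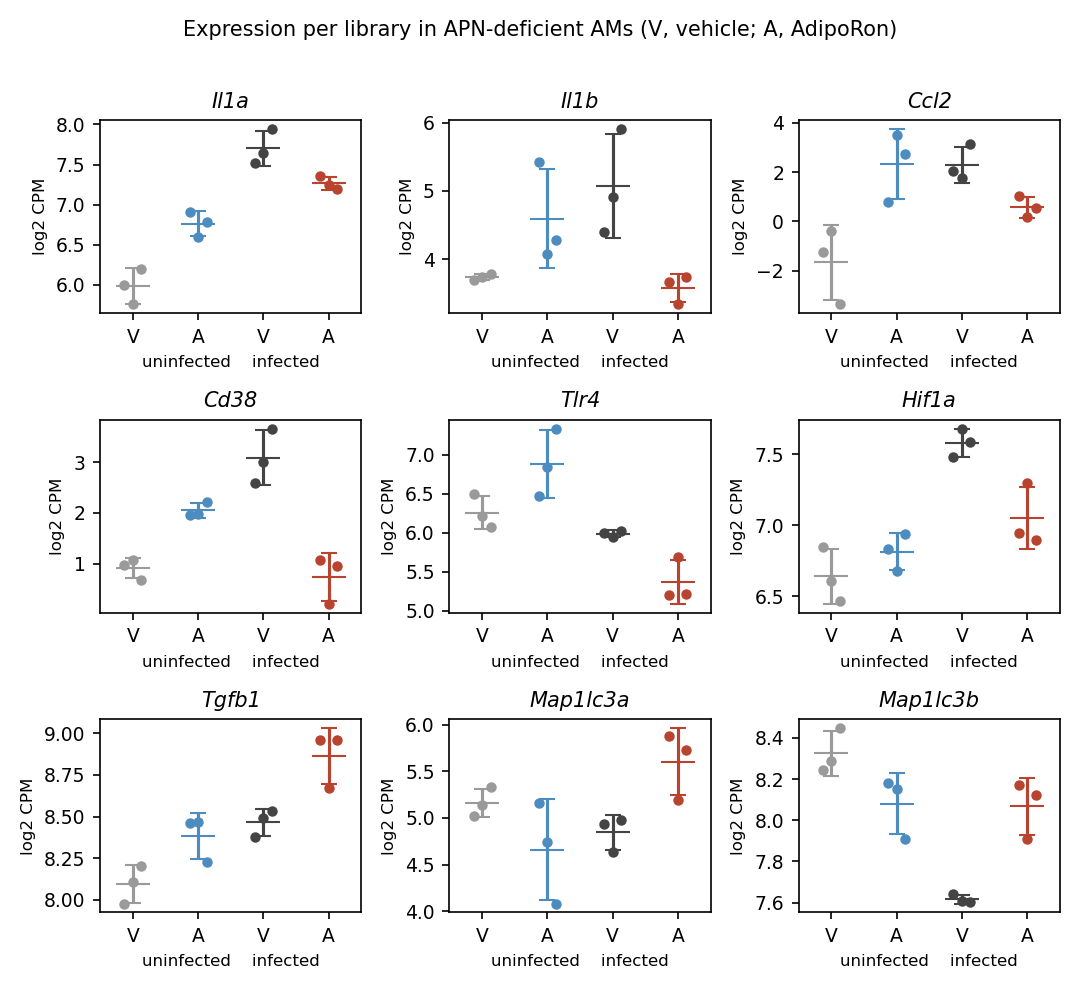
Level in log2 CPM of 9 genes named by the paper in each of the 12 libraries, by treatment and infection. Points are libraries and bars the mean ± SD of 3, and Cd38 is lower in each AdipoRon infected library than in each vehicle infected one.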

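Without infection, genes of inflammatory cytokines and chemokines were higher with AdipoRon. 13 of 25 measured genes passed as higher and 1 as lower, and 11 did not pass (15 and 1 when adjusted over the list alone). The list had a median log2 fold change of 0.78 (camera adjusted p = 2.0e-05 and adjusted p = 0.24 with an estimated correlation). The chemokine genes Ccl9 (log2 fold change 2.58, standard error 0.15, adjusted p = 1.2e-06) and Ccl6 (log2 fold change 1.56, standard error 0.12, adjusted p = 1.2e-05) rose, and Cxcl16 (log2 fold change -2.83, standard error 0.56, adjusted p = 0.0050) fell. Ccl2 went from -1.66 ± 1.54 log2 CPM with vehicle to 2.34 ± 1.41 with AdipoRon, or a log2 fold change of 4.00 (standard error 0.80, adjusted p = 0.0050). Among genes of the NF-kB and inflammasome response, 16 of 34 measured genes passed as higher and 1 as lower, and 17 did not pass (18 and 1 when adjusted over the list alone). Its median log2 fold change was 0.44 (camera adjusted p = 3.0e-04 and adjusted p = 0.29 with an estimated correlation). Sod2, the mitochondrial superoxide dismutase (1.12 ± 0.13, log2 fold change ± standard error), and Icam1, an adhesion molecule (1.01 ± 0.13), were higher. Of the classical (M1) markers, 9 of 14 measured genes passed as higher and 1 as lower, and 4 did not pass (10 and 1 when adjusted over the list alone). Across the list, the median log2 fold change was 1.05 (camera adjusted p = 7.0e-04 and adjusted p = 0.27 with an estimated correlation). The higher genes included Fpr2 (2.49 ± 0.26) and Socs3, a feedback inhibitor of cytokine signalling (1.67 ± 0.23), while Cd86 was lower (-0.87 ± 0.12).

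Of the inflammatory genes named for infected AMs, Il1a (log2 fold change 0.78, standard error 0.13, adjusted p = 0.0018) and Cd38 (log2 fold change 1.15, standard error 0.28, adjusted p = 0.011) were higher in uninfected AMs. Tlr4 was at 0.62 (standard error 0.20, adjusted p = 0.036), and Il1b (log2 fold change 0.86, standard error 0.38, adjusted p = 0.12) and Hif1a (log2 fold change 0.17, standard error 0.12, adjusted p = 0.32) did not pass the test. The difference between the AdipoRon responses of infected and uninfected AMs was -2.36 (standard error 0.54, adjusted p = 0.0058) for Il1b and -5.73 (standard error 1.13, adjusted p = 0.0025) for Ccl2. It was -3.49 (standard error 0.39, adjusted p = 5.3e-05) for Cd38 and -1.24 (standard error 0.28, adjusted p = 0.0046) for Tlr4. The count of higher M1 markers was 5 without vehicle uninfected replicate 3, 5 without AdipoRon uninfected replicate 11 and 4 among females alone. That of higher NF-kB genes was 9 among females alone. Tlr4 lost its call in uninfected AMs (adjusted p up to 0.12) with library size only, without vehicle uninfected replicate 2 or 3 or AdipoRon uninfected replicate 11 or 12, with sex as a term or among females alone.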

GSEA pathway analysis confirmed inhibition of cytokine signaling by AdipoRon in infected AMs and identified activation of gene pathways associated with oxidative phosphorylation (**S3C Fig**), a metabolic pathway favored by alternatively activated macrophages [21]. 

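AdipoRon lowered genes of inflammatory cytokines and chemokines in infected AMs. 0 of 25 measured genes passed as higher and 14 as lower, and 11 did not pass (0 and 14 when adjusted over the list alone). As a median, the log2 fold change was -0.58 (camera adjusted p = 5.2e-04 and adjusted p = 0.30 with an estimated correlation). It was -1.05 without vehicle infected replicate 5, which is also the value among males alone, and -0.92 without AdipoRon infected replicate 8. The chemokine gene Ccl6 (log2 fold change -1.54, standard error 0.12, adjusted p = 2.4e-06) and Tnfsf15, which encodes a ligand of the tumor necrosis factor family (log2 fold change -4.05, standard error 0.32, adjusted p = 2.7e-06), fell. Tnf (log2 fold change -0.07, standard error 0.19, adjusted p = 0.79) and Il23a (log2 fold change -0.15, standard error 0.58, adjusted p = 0.85) did not pass the test. For the NF-kB and inflammasome response, 9 of 34 measured genes passed as higher and 6 as lower, and 19 did not pass (9 and 7 when adjusted over the list alone). The median log2 fold change was -0.11 (camera adjusted p = 0.90). The direction of the test was up where the median and mean were below 0. Without vehicle infected replicate 6 or AdipoRon infected replicate 7 that median was -0.02 or -0.035. Tnfaip2 (0.84 ± 0.081, log2 fold change ± standard error) and Birc3, an inhibitor of apoptosis (0.45 ± 0.077), were higher, and Tnip3 (-1.66 ± 0.24) and Gsdmd, which forms pores after inflammasome activation (-0.49 ± 0.091), lower.

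Nuclear genes of oxidative phosphorylation, the respiratory chain and ATP synthase, rose as a group. 43 of 76 measured genes passed as higher and 2 as lower, and 31 did not pass (45 and 2 when adjusted over the list alone). Their median log2 fold change was 0.32 (camera adjusted p = 1.1e-07 and adjusted p = 0.60 with an estimated correlation). Ndufa12, a subunit of complex I, had a log2 fold change of 0.74 (standard error 0.10, adjusted p = 1.6e-04). Atp5h, a subunit of ATP synthase, had a log2 fold change of 0.59 (standard error 0.088, adjusted p = 3.1e-04). Genes of cytosolic ribosomal proteins were higher too. 73 of 76 measured genes passed as higher and 0 as lower, and 3 did not pass (73 and 0 when adjusted over the list alone). Over these genes, the median log2 fold change was 0.84 (camera adjusted p = 1.4e-25 and adjusted p = 0.31 with an estimated correlation). Rps23 (0.98 ± 0.11) and Rps2 (0.84 ± 0.098) were the members with the smallest adjusted p. Ribosomal protein genes have many processed pseudogenes, so reads that map to more than 1 place are missing from their counts. By gene set enrichment of the ranked genes, the adjusted p was 2.9e-04 for cytokines and chemokines, 6.7e-12 for oxidative phosphorylation and 9.7e-44 for ribosomal proteins. The genes on mitochondrial DNA were not analysed here. Mitochondrial reads made up 1.26% ± 0.234 of reads (SD, n = 3) with AdipoRon and 0.64% ± 0.14 (SD, n = 3) with vehicle in infected AMs. The exact two-sided permutation p was 0.1, the smallest that 3 libraries against 3 allow.

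The count of higher oxidative phosphorylation genes was 26 without AdipoRon infected replicate 7, 26 without AdipoRon infected replicate 9 and 23 among males alone. Random lists matched on transcript length and expression had a median log2 fold change of 0.23 (0.14 to 0.33 in 95% of 10000 lists). This range holds the 0.32 of the oxidative phosphorylation list. Across 12391 genes, which are not independent replicates, the difference of a library from the mean of the vehicle infected libraries had a Spearman correlation with transcript length of -0.38, -0.13 and -0.37 in AdipoRon infected replicates 7, 8 and 9. In these libraries the mean level of the oxidative phosphorylation genes was 6.47, 6.14 and 6.49 log2 CPM. Vehicle infected replicates 4, 5 and 6 were each compared with the mean of the other vehicle infected libraries. Their correlations were -0.18, 0.14 and 0.046 and the mean levels 6.07, 6.03 and 6.05 log2 CPM. Such differences cancel over the group, so trends of opposite sign are largely built in.

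**Figure D3:**
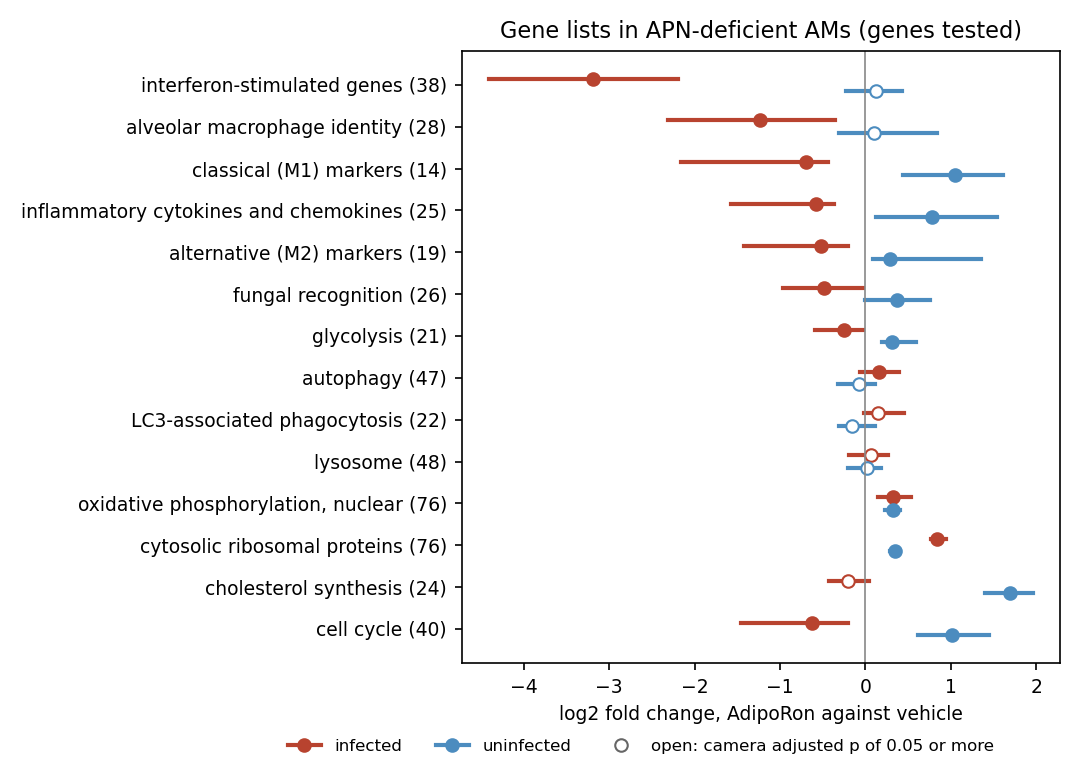
Log2 fold change of the genes of each list, AdipoRon against vehicle, in infected and uninfected AMs. Dots are medians, bars run from the lower to the upper quartile of the genes, and filled dots mark a camera adjusted p under 0.05. The oxidative phosphorylation list lies above 0 in both states.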

Our RNAseq results thus confirm an AdipoRon-mediated inhibition of the inflammatory phenotype of APN-deficient AMs in response to fungal infection and identify a potential role for autophagy induction.

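Infection of vehicle-treated AMs raised 3160 genes and lowered 3028. Interferon-stimulated genes had the largest list response. 38 of 38 measured genes passed as higher and 0 as lower, and 0 did not pass. The list had a median log2 fold change of 4.32 (camera adjusted p = 2.2e-29 and adjusted p = 0.13 with an estimated correlation). Ifit1 (log2 fold change 9.79, standard error 0.36, adjusted p = 9.4e-09) and Ifit3 (log2 fold change 9.22, standard error 0.29, adjusted p = 6.3e-09), which encode antiviral RNA-binding proteins, rose most. Cytokines and chemokines (21 of 25 higher, median 2.50, camera adjusted p = 6.9e-09 and adjusted p = 0.093 with an estimated correlation) rose as well. The same holds for NF-kB and inflammasome genes (29 of 34 higher, median 1.29, camera adjusted p = 3.3e-11 and adjusted p = 0.093 with an estimated correlation). Genes of the integrated stress and unfolded protein responses (23 of 24 higher, median 1.54, camera adjusted p = 8.9e-11 and adjusted p = 0.18 with an estimated correlation) rose too. With AdipoRon, infected AMs had lower interferon-stimulated genes than with vehicle. 0 of 38 measured genes passed as higher and 37 as lower, and 1 did not pass (1 and 37 when adjusted over the list alone). Its median log2 fold change was -3.18 (camera adjusted p = 1.4e-25 and adjusted p = 0.22 with an estimated correlation). Dhx58, an RNA sensor (log2 fold change -3.06, standard error 0.13, adjusted p = 8.3e-08), was among the lower ones. Interferon-stimulated genes include families of similar sequence, so some of their reads are uncertain.

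Of the 3160 genes raised by infection with vehicle, 1132 (35.8%) were lowered by AdipoRon in infected AMs (745 for independent lists) and 343 were raised further. Of the 3028 lowered by infection, 1060 (35.0%) were raised by AdipoRon (657) and 429 were lowered further. Both comparisons share the 3 vehicle infected libraries, whose own deviations push them in opposite directions. In 100 simulations of groups without a change that share those libraries, the log2 fold changes had a Pearson correlation of -0.50 and a covariance of -0.033, against -0.41 and -0.30 in the data. Noise alone can give a stronger correlation than real changes do, so the covariances are the values to compare. The covariance of the data was larger in size, which argues against the shared libraries as the whole source of the opposite changes. At most 0 genes were raised then lowered and 1 lowered then raised in a simulation, where few genes pass at all. Part of the overlap may still come from the shared libraries. The comparisons were not repeated with separate vehicle infected libraries. In uninfected AMs, the autophagy list had 7 genes higher and 11 lower of 47 (8 and 12 when adjusted over the list alone). Across the list, the median log2 fold change was -0.075 (camera adjusted p = 0.17). Its AdipoRon response was greater in infected than in uninfected AMs by a median of 0.27 (camera adjusted p = 0.0072 and adjusted p = 0.41 with an estimated correlation). LC3-associated phagocytosis genes in uninfected AMs had 5 higher and 4 lower of 22 (5 and 5 when adjusted over the list alone). As a median, the log2 fold change was -0.16 (camera adjusted p = 0.57).

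The count of lower autophagy genes in uninfected AMs was 7 without vehicle uninfected replicate 2, 7 without vehicle uninfected replicate 3, 18 without AdipoRon uninfected replicate 10, 7 without AdipoRon uninfected replicate 11, 7 without AdipoRon uninfected replicate 12 and 7 among females alone. That of higher autophagy genes was 4 among females alone. For LC3-associated phagocytosis, higher genes numbered 3 without vehicle uninfected replicate 1, 3 without vehicle uninfected replicate 2, 3 without AdipoRon uninfected replicate 11 and 2 among females alone, and lower genes 2 without vehicle uninfected replicate 2, 2 without vehicle uninfected replicate 3, 9 without AdipoRon uninfected replicate 10, 2 without AdipoRon uninfected replicate 12 and 2 among females alone. The median was -0.088 for this list without AdipoRon uninfected replicate 12, and -0.046 for autophagy without vehicle uninfected replicate 3. When the values were scaled by library size only, the infection counts were 2107 higher and 4526 lower (31.8% against 51.1% higher). The median of all genes shifted by -0.18 on the log2 scale, and 849 genes were raised then lowered and 1540 lowered then raised. From its RNAseq results as a whole, the paper concludes that AdipoRon inhibits the inflammatory phenotype of APN-deficient AMs in response to the fungus, and it names a potential role for the induction of autophagy.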

Since LAP is an important mechanism of killing of *A. fumigatus* by macrophages [3], we aimed to determine if phagosomal LC3 activation is increased in APN-deficient AMs by AdipoRon treatment. Using immunofluorescence microscopy staining of LC3 in chloroquine-treated cells (**Figs S6A-B** and 7A), we observed clear colocalization of LC3 staining and DS-RED+ (viable) conidia in AdipoRon-treated, infected APN-deficient AMs (**Fig 7B**), with visibly less colocalization in untreated AMs that was confirmed by image quantification (Fig 7C). The median fluorescence intensity (MFI) of LC3+ macrophage staining was also increased by AdipoRon in both wild-type and APN-deficient AMs as measured by flow cytometry (**Fig 7D**) and increased in infected vs uninfected AMs (**S6C-D Fig**). Increased conversion of LC3-I to active LC3-II protein in AdipoRon-treated APN-deficient AMs was confirmed by ELISA (**S6E Fig**). Collectively, these results demonstrate a role for adiponectin in LAP in AMs in response to *A. fumigatus* conidia.

**Fig 7:**
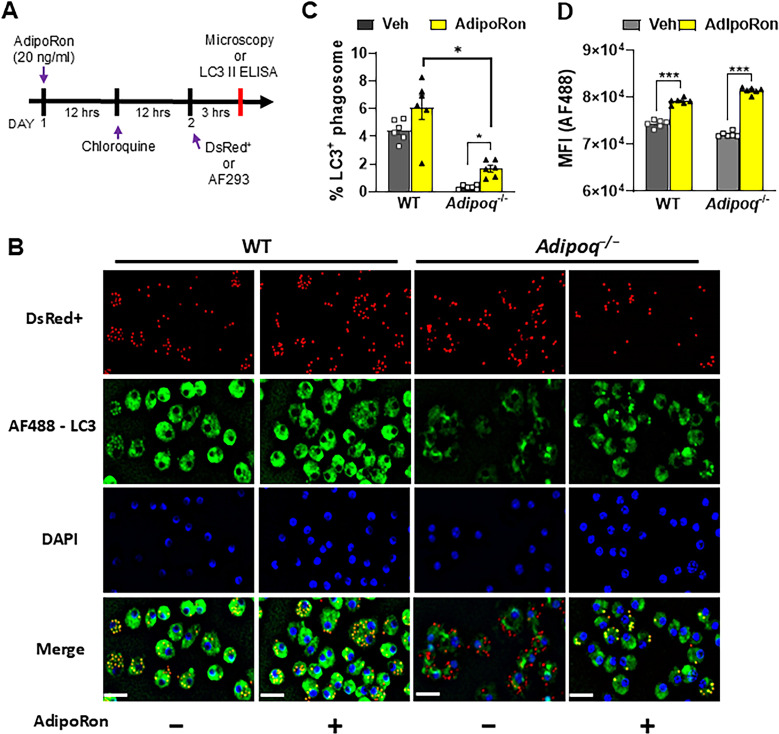
Adiponectin promotes LC3-associated phagocytosis of *A. fumigatus* conidia. Wild-type or *Adipoq*-/- AMs were treated or vehicle-treated and infected with AF293 or DS-Red+ conidia and stained for LC3 and DAPI to determine the effect of AdipoRon on AM phagosomal LC3 expression. A. Timeline for LC3-associated phagocytosis analysis. B. Microscopy of LAP-dsRed conidia and LC3^+^ AMs at a magnification of 20X in *ex vivo* cultured AMs from infected WT and *Adipoq*^−/−^ mice with or without AdipoRon. The images from DsRed, FITC, DAPI channels are presented followed by the merged image. Scale bar: 35µm. C. Microscopic quantification of LC3^+^ phagosome (%) in *ex vivo* cultured AMs from infected WT and *Adipoq*^−/−^ mice with or without AdipoRon. D. The mean fluorescent intensity (MFI) obtained by flow cytometry indicates the expression level of LC3-AF488 in *ex vivo* cultured AMs from infected WT and *Adipoq*^−/−^ mice with or without AdipoRon. Data are a summary of two independently performed experiments. *p < 0.05 and ***p < 0.001.

## Discussion

To our knowledge, our study is the first to identify a role for adiponectin in LC3-associated phagocytosis (LAP) in response to infection. Previous studies reported roles for adiponectin in LC3-mediated autophagy in skeletal muscle cells [22,23], cardiomyocytes [24], or macrophages in a mouse model of atherosclerosis [25]. In addition, AM autophagy is critical for prevention of spontaneous lung inflammation driven by airway microflora [26]. Although others have identified a role for the LC3 pathway in efferocytosis by macrophages [27], and although adiponectin promotes macrophage efferocytosis [28,29], a direct connection between adiponectin, LC3/autophagy and macrophage efferocytosis is lacking. Since macrophage autophagy and removal of apoptotic cells are important mechanisms to limit lung inflammatory pathology [26,29,30], it will be of interest in future studies to determine their role in adiponectin-mediated dampening of inflammation in IA.

A number of studies have defined a critical role for LAP in protection from *A. fumigatus* infection [3,31–33]. LAP dampens inflammation in response to *A. fumigatus* by inhibition of the NLRP3 inflammasome and IL-1b via activation of DAPK1 [31]. 

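Il1a was at 5.98 ± 0.22 log2 CPM (SD, n = 3) in vehicle uninfected, 7.70 ± 0.22 in vehicle infected and 7.27 ± 0.08 in AdipoRon infected AMs. Il1b was at 3.73 ± 0.045, 5.07 ± 0.77 and 3.58 ± 0.21 in the same groups. Infection of vehicle-treated AMs changed Il1a by 1.72 (standard error 0.13, adjusted p = 1.2e-06) and Il1b by 1.34 (standard error 0.38, adjusted p = 0.013) on the log2 scale. Il1rn, which encodes the IL-1 receptor antagonist IL-1ra, was higher after infection with vehicle (log2 fold change 4.21, standard error 0.15, adjusted p = 6.3e-09). It was lower with AdipoRon than with vehicle in infected AMs (log2 fold change -2.73, standard error 0.15, adjusted p = 2.4e-07). Nlrp3, the inflammasome sensor, was at 0.018 (standard error 0.18, adjusted p = 0.94) in the same comparison. Dapk1, a death-associated kinase, was at -0.0032 (standard error 0.10, adjusted p = 0.98), and neither passed the test. In uninfected AMs, AdipoRon raised Il1rn (log2 fold change 1.31, standard error 0.15, adjusted p = 2.1e-04) and Nlrp3 (log2 fold change 0.91, standard error 0.18, adjusted p = 0.0040). Dapk1 had a log2 fold change of 0.46 (standard error 0.10, adjusted p = 0.0073), a call lost among females alone (adjusted p = 0.054).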

In our study, we observed that AdipoRon decreased transcription of IL-1α and IL-1β genes in APN-deficient AMs. Interestingly, blockade of IL-1 receptor signaling (by IL-1ra) restored autophagy/LC3 recruitment in NADPH oxidase-deficient macrophages, a hallmark myeloid cell deficiency of Chronic Granulomatous Disease [34]. Since both AdipoRon and IL-1ra promote LC3 activation, it will be important in future studies to determine if AdipoRon could restore autophagy in NADPH oxidase-deficient macrophages, and to identify shared regulatory pathways.

A previous study reported that LAP-associated fungal clearance was inhibited by fungal melanin, a virulence factor of *A. fumigatus* [32]. How APN stimulates LAP in response to *A. fumigatus* and the ability to overcome LAP interference by fungal melanin remain unknown. Furthermore, we observed that chitin inhalation resulted in decreased production of lung adiponectin and AdipoR1 expression in murine airway cells [35]. It will be of interest to determine the effect of AdipoRon on recognition of multiple fungal pathogen-associated molecular patterns by WT and APN pathway-deficient AMs, specifically in the context of LC3 activation.

Adiponectin has two canonical signaling receptors with broad, yet different cell/tissue distribution [36]. We observed that both AdipoR1 and AdipoR2 contribute to adiponectin-mediated protection from IA and dampening of inflammatory pathology. However, some differences were evident, as AdipoR1-deficient mice with IA exhibited the highest levels of lung inflammatory cytokine transcription that was not as clear in AdipoR1-deficient AMs, suggesting that immune pathology in AdipoR1-deficient mice was not driven solely by the lack of AdipoR1 signaling in AMs, but also by other immune and resident lung cells, with a contribution of potentially enhanced signaling through AdipoR2. AMs express both AdipoRs, and their expression was modulated by *A fumigatus* infection, most significantly for AdipoR1, which was increased in response to infection in WT AMs but decreased in APN-deficient AMs. Furthermore, both AdipoR1 and AdipoR2 were required for AdipoRon-mediated improvement in *A. fumigatus* killing, as AdipoRon was not effective in AdipoR1/R2-deficient AMs, confirming a role for both receptors in APN-mediated enhancement of AM function. However, the relative contribution of AdipoR-expressing AMs in adiponectin-mediated protection from infection remains unclear and thus remains a subject of future investigation.

Although AMs are likely contributors to fungal clearance, inflammatory pathology mediated by other cells may also play a distinct role in our model, as AdipoRon therapy of APN-deficient mice with IA improved fungal clearance without significantly improving survival. Previous work by others has highlighted the potential role of inflammatory pathology in *A. fumigatus* infection [2], and a previous study of a model of *Candida* infection provides further evidence that decreases in fungal burden are not invariably linked to improved survival [37]. Thus, while AdipoRon enhances antifungal immune responses in AMs, it may not fully compensate for the loss of APN’s broader immunoregulatory effects, particularly in the setting of severe infection and neutropenia.

AMs are dynamic cells, and their activation and polarization falls on a spectrum from M1 to M2, as these binary designations are not indicative of a static phenotype [38,39]. In our study, AM treatment with AdipoRon decreased expression of inflammatory/M1-like genes and activated alternative/M2-like genes in *A. fumigatus*-infected APN-deficient AMs, although these phenotypes are not identical to previously published studies using classical activation stimuli, such as LPS/IFNg for M1 and IL-4 for M2 [40,41]. It is thus more appropriate to refer to APN-deficient AMs as ‘M1-like’ and AdipoRon-treated AMs as ‘M2-like’ cells [42,43]. 

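Alternative (M2) markers were lower as a group with AdipoRon in infected AMs. 1 of 19 measured genes passed as higher and 8 as lower, and 10 did not pass (1 and 8 when adjusted over the list alone). The median log2 fold change was -0.52 (camera adjusted p = 0.0067 and adjusted p = 0.31 with an estimated correlation). Il10ra, a chain of the IL-10 receptor (log2 fold change -2.27, standard error 0.17, adjusted p = 2.5e-06), and Mrc1, the mannose receptor (log2 fold change -1.61, standard error 0.19, adjusted p = 6.3e-05), fell, and the higher member was Tgfb1. In uninfected AMs, 6 of 19 measured genes passed as higher and 0 as lower, and 13 did not pass (7 and 0 when adjusted over the list alone). Their median log2 fold change was 0.29 (camera adjusted p = 0.0024 and adjusted p = 0.27 with an estimated correlation). The higher ones included Socs1, an inhibitor of cytokine signalling (log2 fold change 2.38, standard error 0.22, adjusted p = 4.5e-05), and the transcription factor gene Myc (log2 fold change 1.35, standard error 0.13, adjusted p = 8.1e-05). Egr2, a marker of alternative activation, was at -0.24 (standard error 0.10, adjusted p = 0.068) in infected and -0.073 (standard error 0.10, adjusted p = 0.62) in uninfected AMs. It passed in infected AMs without vehicle uninfected replicate 1 (adjusted p = 0.018). The AdipoRon response of the M2 list differed between infected and uninfected AMs by a median of -1.44 (camera adjusted p = 2.5e-04 and adjusted p = 0.12 with an estimated correlation), or -2.27 without AdipoRon uninfected replicate 10.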

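Nuclear genes of oxidative phosphorylation were also higher with AdipoRon in uninfected AMs. 47 of 76 measured genes passed as higher and 0 as lower, and 29 did not pass (53 and 0 when adjusted over the list alone). Over these genes, the median log2 fold change was 0.32 (camera adjusted p = 9.2e-14 and adjusted p = 0.49 with an estimated correlation). Cox5a, a subunit of cytochrome c oxidase (log2 fold change 0.74, standard error 0.098, adjusted p = 4.6e-04), and Ndufb2, a subunit of complex I (log2 fold change 0.79, standard error 0.11, adjusted p = 6.9e-04), rose. Mitochondrial reads made up 1.13% ± 0.093 of reads (SD, n = 3) with AdipoRon and 1.00% ± 0.16 (SD, n = 3) with vehicle in uninfected AMs (exact two-sided permutation p = 0.3). The difference between the AdipoRon responses of infected and uninfected AMs did not pass for this list (median -0.021, camera adjusted p = 0.79). Its median changed sign when the values were scaled by library size only. Glycolysis genes responded in opposite directions. In infected AMs, 1 of 21 measured genes passed as higher and 10 as lower, and 10 did not pass (1 and 10 when adjusted over the list alone). The list had a median log2 fold change of -0.25 (camera adjusted p = 0.0067 and adjusted p = 0.22 with an estimated correlation). Pdk1, which inhibits pyruvate dehydrogenase (log2 fold change -1.08, standard error 0.12, adjusted p = 4.6e-05), and the hexokinase gene Hk1 (log2 fold change -0.56, standard error 0.068, adjusted p = 6.9e-05) fell. In uninfected AMs, 8 of 21 measured genes passed as higher and 2 as lower, and 11 did not pass (12 and 2 when adjusted over the list alone). Its median log2 fold change was 0.31 (camera adjusted p = 3.6e-04 and adjusted p = 0.15 with an estimated correlation). Aldoc (0.84 ± 0.087, log2 fold change ± standard error) and Gapdh (0.81 ± 0.10) rose. Between the states, the AdipoRon response of the glycolysis genes differed by a median of -0.53 (camera adjusted p = 8.0e-05 and adjusted p = 0.12 with an estimated correlation). Infection with vehicle had raised 16 of 21 of them and lowered 2 (median 0.96, camera adjusted p = 2.1e-06 and adjusted p = 0.070 with an estimated correlation).

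Genes of fatty acid oxidation and targets of the PPAR receptors, which the oxidative metabolism of macrophages draws on, were lower with AdipoRon in infected AMs. 1 of 29 measured genes passed as higher and 16 as lower, and 12 did not pass (1 and 16 when adjusted over the list alone). Across the list, the median log2 fold change was -0.30 (camera adjusted p = 0.0038 and adjusted p = 0.31 with an estimated correlation). Acaa2, a thiolase of mitochondrial fatty acid oxidation (-1.44 ± 0.11), and Ucp2, a carrier of the inner mitochondrial membrane (-1.33 ± 0.10), fell, and Ppard rose (0.55 ± 0.11). In uninfected AMs, 7 of 29 measured genes passed as higher and 1 as lower, and 21 did not pass (8 and 2 when adjusted over the list alone). As a median, the log2 fold change was 0.04 (camera adjusted p = 0.17). That median changed sign with library size only and ran from 0.023 to 0.12 with each library left out in turn. The count of higher oxidative phosphorylation genes in uninfected AMs was 24 without vehicle uninfected replicate 1, 28 without vehicle uninfected replicate 2, 22 without AdipoRon uninfected replicate 11 and 15 among females alone. Fatty acid oxidation genes lower in uninfected AMs numbered 3 without AdipoRon uninfected replicate 10, and those higher in infected AMs 3 without AdipoRon uninfected replicate 12. The higher ones in uninfected AMs numbered 4 among females alone.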

Perhaps more importantly, AdipoRon treatment of APN-deficient AMs resulted in activation of genes associated with oxidative phosphorylation that is associated with M2-like macrophages, in contrast to glycolysis-favoring M1-like macrophages [21]. In support of increased oxidative metabolism for AdipoRon-treated APN-/- AMs, arginase-2 (*Arg2*) expression was also increased, and mitochondrial *Arg2* was recently identified as critical for induction of oxidative phosphorylation in inflammatory macrophages [44]. Collectively, the results of our study confirm a role for APN in skewing AMs toward an alternative/M2-like phenotype.

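Arg2, the mitochondrial arginase, was at 5.23 ± 0.10 log2 CPM (SD, n = 3) with vehicle and 7.39 ± 0.13 (SD, n = 3) with AdipoRon in infected AMs, or a log2 fold change of 2.16 (standard error 0.41, adjusted p = 0.0019). The gene lies on chromosome 12 from 79130788 to 79156301 of GRCm38. In uninfected AMs Arg2 was at 5.69 ± 0.36 with vehicle and 4.62 ± 1.10 with AdipoRon. Its log2 fold change of -1.06 (standard error 0.41, adjusted p = 0.081) did not pass the test. The difference between the AdipoRon responses of infected and uninfected AMs was 3.22 (standard error 0.58, adjusted p = 0.0016). In uninfected AMs Arg2 passed as lower with library size only, without AdipoRon uninfected replicate 10 or with the index plate column as a term (adjusted p down to 1.6e-04, and up to 0.28 over all alternatives).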

Obesity is widely accepted as an inflammatory disease characterized by adipose tissue inflammation and decreased APN and APN receptor expression [6,45–48], yet the effect of decreased activation of the APN pathway in response to *A. fumigatus* infection is not known. In response to infection with *Listeria monocytogenes*, both obese and APN-deficient mice exhibited attenuated clearance that was characterized by an inflammatory phenotype in bone marrow macrophages that was partially restored by AdipoRon [7]. Furthermore, obesity is associated with an increased inflammatory phenotype in alveolar macrophages [49]. It is therefore possible that stimulation of the APN pathway with AdipoRon will improve AM killing of *A. fumigatus* in obese mice, an outcome that would support the APN pathway as a potential therapeutic route in IA patients with low APN levels.

## Materials and Methods (See also Key Resources (S1 Table) and Supporting Methods (S1 Text).

### Ethics Statement

All animal handling and experimental procedures were performed in accordance with the recommendations found in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. The work in this study was approved by the Institutional Animal Care and Use Committee of the host campus of Indiana University School of Medicine-Terre Haute, Indiana State University (Protocol #2056115-1).

### Mice

C57BL/6 and adiponectin-deficient (*Adipoq*−/−) and *AdipoR2*+/− mice were obtained from The Jackson Laboratory, while *AdipoR1+/-* mice were obtained from the Mutant Mouse Resource and Research Center (MMRRC). To obtain homozygous deletion mice for *AdipoR1*−/−, and *AdipoR2*−/− mice, heterozygous mice were breed with F1 animals heterozygous and offspring were screened by PCR, with loss of protein confirmed in a subset of animals by flow cytometry.

### Fungal strains and cultivation

The clinical isolate AF293 was previously obtained from the Fungal Genetics Stock Center and grown on Malt Extract Agar (MEA) plates at 22˚C. To generate FLARE conidia, AF293-dsRed conidia (provided by Dr. Tobias Hohl, Memorial Sloan-Kettering) were rotated in 0.5 mg/ml Biotin XX, SSE in 1 ml of 50 mM NaHCO_3_ for 2 h at 4˚C, washed with 0.1 M Tris-HCl (pH 8.0), incubated with 0.02 mg/ml Af633-streptavidin for 30 min at RT, and resuspended in PBS for use [50].

### Fixing and Swelling Conidia

14-day-old AF293 grown on MEA plates were used. Two ml of extraction beads were swirled gently 5 times. The beads were taken into a 15 ml centrifuge tube and 5 ml of 1X DPBS was added to this tube. The sample was vortexed thoroughly. The conidia in the DPBS was then counted using a hemocytometer. The DPBS with the conidia was transferred to a fresh 15 ml centrifuged tube and was centrifuged for 10 minutes at 10,000 rpm. The supernatant was discarded and 5 to 6 ml of RPMI-1640 was added and incubated at 26˚C for 2 to 5 hours. The tube was then centrifuged for 10 minutes at 10,000 rpm and the supernatant was discarded. Fixation buffer was added and was left overnight at 4˚C. 0.1 M NH4Cl was added and vortexed thoroughly. The sample was then centrifuged at 10,000 rpm for 10 minutes. After 3 times 1X D DPBS was added to adjust the concentration according to the infection concentrations.

### Fungal aspiration and infection

Neutrophils were depleted by i.p. injection of 0.5 mg of α-Ly6G (1A8 clone) 24 h pre- and post-infection for invasive pulmonary aspergillosis mice model, as described [8]. Isoflurane-anesthetized mice involuntarily aspirated 50 μl of suspension including 1 – 2 × 10^7^ of conidia. For survival, infected mice were monitored for 8 days post-infection. For further analyses, a subset of infected mice were euthanized with sodium pentobarbital and mouse BAL cells and lungs were harvested 24 h or 72 h later for further analyses.

### Histology

At 3 days post-infection, lungs were harvested after perfusion with 5 ml of DPBS followed with 5 ml of 10% phosphate buffered formalin and inflated with 15 ml of formalin in 50 ml tubes. Lung tissue was embedded in parafilm after dehydration and sectioned in 4 μm slices using xylene and ethanol and stained with modified Gomori’s modified methanamine silver (GMS) and hematoxylin and eosin (H&E) staining [8]. Briefly, the sample on the slide was deparaffinized with xylene and ethanol and rehydrated in periodic acid solution for 5 to 10 min in 62°C. The slide was rinsed with deionized water 6 times and reacted with pre-warmed silver methenamine solution for 30 min in 62°C. After washing with water, the slide was reacted with gold chloride solution followed by sodium thiosulfate solution. After washing with water, the slide was counter stained with 5% fast green solution. After dehydration in ethanol and xylene, the stained sample was mounted by using permount solution. Quantification of GMS staining to determine fungal burden was performed as previously described [51].

### Quantitative PCR fungal burden assay

At 72 h post infection, lungs were harvested, frozen in liquid nitrogen and lyophilized. Genomic DNA was extracted from homogenized lung tissue with DNA extraction buffer for *Aspergillus* nucleic acids and subsequent phenol/chloroform extraction. Quantitative PCR (qPCR) fungal burden assays were performed using 0.2 μg of genomic DNA with 18S rRNA-encoding DNA primers and probe sets with a modified probe quencher (50-/56-FAM/AGC CAG CGG/ZEN/CCC GCAAAT G/3IABkFQ/-30) [52]. Quantitative PCR was performed using the CFX Connect Real-Time System. Threshold values were used to calculate the corresponding fungal DNA content in the lung tissues.

### Tissue RNA extraction and gene expression analysis

The lungs were lyophilized overnight. Total RNA was extracted from homogenized lungs in TRIzol reagent. Following the upper phase, further RNA purification was performed using a Qiagen RNeasy column and DNase treatment per the manufacturer’s recommendations [53]. According to the manufacturer’s protocol, cDNA was synthesized using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). Mouse β-actin was used as the housekeeping gene for cytokine analysis in the murine model. Most primers were designed using the Primer3 software (version 0.4.0) from the whole sequence available in GenBank. PowerUp SYBR Green Master Mix was used to perform real-time quantitative PCR.

### BALF flow cytometric analysis

BALF cell composition was determined by flow cytometric analysis with staining of surface markers. In brief, BALF was centrifuged, and the cell pellet was washed with 1 ml of FACS buffer (PBS, 5% FBS, 50 mM EDTA). The washed pellet was lysed of red blood cells with ACK lysis buffer and stained with 10% rat serum, Fc receptor blocking Ab, and antibodies: rat anti-mouse Ly6G-FITC or -BV785, rat anti-mouse SiglecF-PE or -Superbright600, rat anti-mouse CD45-PerCP, and rate anti-mouse CD11c-PE-Cy7 or -SparkBlue550 [53,54]. For staining of AdipoR1, the washed pellet was resuspended in blocking solution containing 10% donkey serum, Fc receptor blocking Ab, and 1% Bovine serum albumin in PBS for 30 min, incubated with the primary AdipoR1 antibody for 1 h and incubated with the IgG secondary antibodies [35]. Analyses were performed by flow cytometric analysis on a Luminex/Guava EasyCyte HT system or a Luminex/Cytek Aurora. Flow cytometric data were analyzed using FlowJo software.

### BALF ELISA analysis

Serum and BALF supernatants were collected after centrifugation. ELISA analyses were performed for TNFα cytokine (PeproTech) and Adiponectin (R&D Systems) as described by the manufacturer’s protocol. The range for ELISA is 8 to 1000 pg/ml and 3.9 to 250 ng/ml, respectively.

### Alveolar macrophage extraction and culture

Seven- to 8-week-old mice were euthanized, and an 18-gauge catheter was inserted into the trachea and alveolar macrophages were harvested from mouse lungs with sterile filtered PBS containing 2 mM EDTA (diluted 1:250 from 0.5 M EDTA stock solution) and 0.5% Fetal bovine serum (FBS) in 5ml BAL fluid. Cells were separated from the BALF by centrifugation at 400 × *g* for 6 min at 4°C and the cells were suspended in RPMI 1640 supplemented with penicillin (100 U/ml), streptomycin (100 U/ml), 5% heat-inactivated FBS, 20 ng/ml GM-CSF and 143mM beta-mercaptoethanol. BALF cells were plated in Corning Costar Flat Bottom 12 well Cell Culture Plates at a concentration of 5 × 10^5^ cells per well. The cells were allowed to adhere for 24 hours at 37°C under a humidified atmosphere with 5% CO_2_ and were washed with PBS thrice and cell culture media was added, allowing only the adherent AMs to culture in the wells. The cell culture media was changed on day 3, day 6 and day 9 of the cultures. AMs were fully confluent and ready for treatment and infection on day 10. The wells for divided into DMSO control (vehicle) and AdipoRon treatment group with AF293/FLARE infection.

### Quantitative RT-PCR for ex-vivo gene expression analysis

AMs were treated with 20 uM AdipoRon or vehicle-treated for 24 hours, followed by infection with AF293 fixed and swollen conidia using RPMI 1640 medium at a concentration of 9 conidia per cell for RT-PCR. After 10 hours of infection, cells were ready for RNA extraction and cDNA synthesis. RNA extraction from AMs was done using Qiagen RNeasy Mini kit, following the manufacturer’s protocol. According to the manufacturer’s protocol, cDNA was synthesized using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific). PowerUp SYBR Green Master Mix was used to perform real-time quantitative PCR.

### AM supernatant ELISA

After culturing for 10 days, AMs were grouped into uninfected, vehicle (DMSO), infected and AdipoRon-treated groups. After the infection at a concentration of 9 conidia per cell with fixed and swollen AF293 conidia for 10 hours, the supernatants were collected and analyzed for TNF, IL-1a, and IL-6 expression.

### Flow cytometric analysis for FLARE uptake and killing in AMs

Conidia was harvested from 7-10 days old Minimal Media (GMM) plates. AF293-dsRed conidia were rotated in 0.5 mg/ml Biotin XX, SSE in 1 ml of 50 mM NaHCO3 for 2 h at 4˚C, washed with 0.1 M Tris-HCl (pH 8.0), incubated with 0.02 mg/ml Af633-streptavidin for 30 min at RT, and resuspended in PBS for use. For in-vitro conidial uptake and killing assays, 5x10^5^ FLARE conidia were added to 5x10^5^ AMs (1:1). After 10 hours AMs were harvested using cell scraper with slight force from the wells in 500 ul ice cold FACS buffer per well and centrifuged at 400 × *g* for 6 min at 4°C. The cell pellet was washed with 1 ml of FACS buffer (PBS, 5% FBS, 50 mM EDTA) and the samples were passed through 70µm filter to clear hyphae and have clear sample. The cells were analyzed by the flow cytometry for DsRed (Ex/Em: 558nm/583nm) and AF633 (Ex/Em: 631nm/650nm) fluorescence followed by gating using FlowJo.

### Inflammatory/alternative AM phenotyping

For AM phenotype analysis cells were stained with 10% rat serum, Fc receptor blocking Ab and antibody: *CD38 Monoclonal Antibody (90), APC-eFluor 780, eBioscience* for 15 min at room temperature. For staining with the antibody: *EGR2 Monoclonal Antibody (erongr2), PE-Cyanine7, eBioscience* cells were permeabilized using Cytoperm and processed for staining.

### Microscopic analysis for FLARE uptake and killing in AMs

AMs were plated in Cellvis 35 mm Glass bottom dish with 14 mm micro-well and were infected with FLARE/DsRed at a 1:1 ratio. Cells were live imaged after 6 hours on a ZEISS LSM780 confocal microscopy.

### LC3 phagocytosis assay

On day 10, cells were treated with 20 µM AdipoRon for 24 hours followed by treatment with 90µm chloroquine for 13 hours. Following chloroquine diphosphate treatment, lysosomal pH increases and the normal autophagic flux is disrupted, resulting in autophagosome accumulation. Cells were then infected with DsRed+ conidia for 120 min and then fixed with 3.7% formaldehyde in PBS for 15 min at room temperature. LC3B antibody kit for autophagy was used and the manufacturer’s protocol is followed for LC3 staining. Invitrogen Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary, Antibody, Alexa Fluor 488 was used for secondary staining. Cells were washed and counter stained with DAPI using VECTASHIELD Antifade Mounting Medium has been done. Microscopy was performed on OLYMPUS IX83 and analyzed as follows: nucleus: DAPI, LC3b: FITC, conidia: Cy5 channel at 20X.

### siRNA knockdown of *Adipor1*

TriFECTa RNAi Kit was used with Lipofectamine 2000 reagent for transfection. Adherent 10-day-old alveolar macrophages were treated with diluted AdipoR1 SiRNA in Lipofectamine (1:1 ratio) at 1nM per 5 x 10^5^ cells concentration for 72 hours. The cells were then quantified for AdipoR1 receptor expression using AdipoR1 RT-PCR and compared with provided positive and negative controls.

### Statistical analysis

Prism software was used for generation of figures and for statistical analyses (GraphPad). Unpaired *t* tests or ANOVA tests were used to measure statistical significance. Differences between experimental groups that resulted in a *p* value < 0.05 were considered significant.

## Supporting information

S1 Fig Inflammatory phenotype of APN-/- mice from a second strain. Wild-type (C57BL/6) and *Adipoq*^−/−^ mice (second strain obtained from Dr. Philipp Scherer) were neutrophil depleted and involuntarily aspirated 1 – 1.5 × 10^7^ of conidia as described in *Materials and Methods*. A. Survival rate. B. Representative GMS and H&E lung sections. C. Fungal burden determined by quantitative PCR of fungal DNA from lung homogenates. D. Fungal burden determined by quantification of GMS staining. E. Total number of CD45^+^ cells, eosinophils, AMs, CD11c^+^SiglecF^−^, and CD11c^−^SiglecF^−^ cells isolated from the mice with IA as determined by flow cytometry. F. qRT-PCR analysis for mRNA expression of the indicated cytokines. G. qRT-PCR analysis for mRNA expression of *Adipor1* and *Adipor2*. H. TNFα secretion in BALF quantified at the protein level by ELISA. I. Representative flow cytometric dot plots with gating. Data are a summary of two independently performed experiments. *p < 0.05, ***p < 0.001.
(TIF)

S2 Fig AdipoRs expression in the Lung and BALF in APN pathway-deficient mice with invasive aspergillosis. Mice were infected with *A. fumigatus* or left uninfected and BALF or lungs were harvested for ex vivo stimulation or quantification of Adipoq or AdipoR expression by qRT[-PCR or flow cytometry. A. Expression of *Adipoq* and *Adipor* genes in lung homogenates and BALF cells from non-infected (NI) and conidia-infected WT mice. Lung and BALF were collected from the mice at 3 dpi. B. Summary of median fluorescence intensities of AdipoR1 staining on AMs, eosinophils, CD11c^+^SiglecF^−^, and CD11c^−^SiglecF^−^ cells from non-infected (NI) and conidia-infected WT mice. C. qRT-PCR analysis for mRNA expression of *Adipor1* and *Adipor2* in lung homogenates. Wild-type (C57BL/6), *Adipoq*^−/−^, *AdipoR1*^−/−^, and *AdipoR2*^−/−^mice were neutrophil depleted and involuntarily aspirated *A. fumigatus* conidia. D. Flow cytometry staining of AdipoR1. Frequency of AdipoR1+ in ex-vivo cultured AMs in WT and *Adipoq*^−/−^ mice. The histogram represents the AdipoR1 peak relative to IgG control in infected vs uninfected. E. qRT-PCR analysis for mRNA expression of *Adipor1* and *Adipor2* from the ex-vivo cultured AMs. The AMs were challenged with AF293 conidia with or without AdipoRon treatment. Data are a summary of two independently performed experiments. *p < 0.05, **p < 0.01, ***p < 0.001.
(TIF)

S3 Fig Gene expression in AdipoRon treated/untreated and infected/ uninfected *Adipoq−/−* AMs by RNAseq analysis. AMs were infected with swollen AF293 conidia with 1:9 cells/conidia for 10 hours, or left uninfected, with or without AdipoRon treatment, followed by RNA extraction for RNAseq analysis. A. Volcano plot depicting relative changes in gene expression of AdipoRon-treatment in APN-deficient AMs, infected (top) or uninfected (bottom). B. Heat map representation of the genes with highest differential expression in infected (left) and uninfected (right) APN-deficient AMs. C. GSEA-GO analysis of gene pathways that are both differentially expressed by AdipoRon treatment in infected (left) and uninfected (right) APN-deficient AMs.

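The changes given here are the 10 largest rises and 10 largest falls per state among genes past the test, with a mean of at least 1 log2 CPM and no overlap between the 2 groups of 3 libraries. Values in parentheses are log2 fold changes ± standard error. In infected AMs the largest rises with AdipoRon were, beside Arg2, Npdc1 (2.82 ± 0.43), Bex1 (2.74 ± 0.49), Sfn (2.55 ± 0.26) and Itgb3 (2.50 ± 0.29). They were followed by Arl4c (1.84 ± 0.33), Tmem37 (1.81 ± 0.39), Cbx7 (1.80 ± 0.23), H2-K2 (1.68 ± 0.20) and Prnp (1.68 ± 0.31). Itgb3 encodes an integrin chain and Prnp the prion protein. Next to Marco, the largest falls included the interferon-stimulated genes Pyhin1 (-5.76 ± 0.59), Ifit3 (-5.38 ± 0.29), Ifit1 (-4.89 ± 0.36) and Oas3 (-4.73 ± 0.40). They also included the Fc receptor gene Fcgr1 (-5.63 ± 0.41) and Siglec1, a sialic acid receptor of macrophages (-4.75 ± 0.26). Slco2b1 (-5.05 ± 0.28), Clu (-5.01 ± 0.79) and Wfdc21 (-4.74 ± 0.36) fell as well. H2-K2, Fcgr1 and the Ifit and Oas genes have close paralogs, and reads that map to several of them were not counted.

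In uninfected AMs the largest rises, next to Car4 and Marco, were Ccl17 (5.74 ± 1.23), Cxcl3 (3.78 ± 0.44), Il1f9 (3.52 ± 0.27) and Upp1 (3.44 ± 0.42). Next came Ch25h (3.32 ± 0.32), Fam181b (3.19 ± 0.16), Elovl6 (2.98 ± 0.24) and Id1 (2.86 ± 0.29). Ccl17 and Cxcl3 encode chemokines, Il1f9 a cytokine of the IL-1 family, Ch25h the cholesterol 25-hydroxylase and Elovl6 a fatty acid elongase. The largest falls were the apolipoprotein genes Apoe (-5.86 ± 1.02) and Apoc1 (-5.56 ± 1.04). Next were Cdo1 (-4.23 ± 1.10), Npy (-3.86 ± 0.52), Mmp2 (-3.71 ± 0.87) and Slc27a6 (-3.69 ± 0.54). The others were Cxcr2 (-3.35 ± 0.51), Spsb1 (-3.27 ± 0.70), Acpp (-3.26 ± 0.40) and Mamdc2 (-3.17 ± 0.60). The call of Mmp2 was lost without vehicle uninfected replicate 1 (adjusted p = 0.051). Cdo1 lost its call without vehicle uninfected replicate 1, without vehicle uninfected replicate 3, without AdipoRon uninfected replicate 11 and without AdipoRon uninfected replicate 12 (adjusted p up to 0.096).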

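Genes of cholesterol synthesis had the largest list response to AdipoRon in uninfected AMs. 23 of 24 measured genes passed as higher and 0 as lower, and 1 did not pass (23 and 0 when adjusted over the list alone). The median log2 fold change was 1.69 (camera adjusted p = 1.1e-26 and adjusted p = 0.092 with an estimated correlation). Msmo1 (log2 fold change 1.85, standard error 0.079, adjusted p = 2.6e-07) and Cyp51 (log2 fold change 2.01, standard error 0.09, adjusted p = 2.6e-07), enzymes of the sterol pathway, rose. In infected AMs, 3 of 24 measured genes passed as higher and 9 as lower, and 12 did not pass (3 and 9 when adjusted over the list alone). Their median log2 fold change was -0.21 (camera adjusted p = 0.10). Dhcr7, an enzyme of the pathway (-1.22 ± 0.11, log2 fold change ± standard error), was lower. Cell cycle genes were higher in uninfected AMs, where 18 of 40 measured genes passed as higher and 0 as lower, and 22 did not pass (31 and 0 when adjusted over the list alone). Over these genes, the median log2 fold change was 1.01 (camera adjusted p = 9.6e-08 and adjusted p = 0.54 with an estimated correlation). The higher genes included the cyclin genes Ccnb1 (1.52 ± 0.33) and Ccne1 (0.89 ± 0.15). The median of the cell cycle list was 1.51 without AdipoRon uninfected replicate 10 and 0.59 without AdipoRon uninfected replicate 12. The mean level of the list was 2.25 log2 CPM in AdipoRon uninfected replicate 10, inside the 1.92 to 2.29 of the vehicle uninfected libraries, and 3.22 and 3.85 in replicates 11 and 12, the only libraries in index plate column 9. In infected AMs, 2 of 40 measured genes passed as higher and 16 as lower, and 22 did not pass (2 and 16 when adjusted over the list alone). The list had a median log2 fold change of -0.63 (camera adjusted p = 0.0048 and adjusted p = 0.68 with an estimated correlation). Bub1b (-1.76 ± 0.14) and Ube2c (-2.54 ± 0.40), which act in mitosis, fell.

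Receptors and signalling genes of fungal recognition were lower in infected AMs. 2 of 26 measured genes passed as higher and 15 as lower, and 9 did not pass (2 and 15 when adjusted over the list alone). Its median log2 fold change was -0.49 (camera adjusted p = 0.0013 and adjusted p = 0.22 with an estimated correlation). Itgam, a chain of complement receptor 3 (log2 fold change -2.28, standard error 0.14, adjusted p = 4.1e-07), and Clec4n, which encodes Dectin-2 (log2 fold change -3.11, standard error 0.30, adjusted p = 1.8e-05), fell. In uninfected AMs, 12 of 26 measured genes passed as higher and 3 as lower, and 11 did not pass (13 and 3 when adjusted over the list alone). Across the list, the median log2 fold change was 0.36 (camera adjusted p = 0.0024 and adjusted p = 0.24 with an estimated correlation). Clec4e, which encodes Mincle (1.85 ± 0.18), and Casp8 (0.80 ± 0.081) rose. Markers of AM identity were lower in infected AMs, where 0 of 28 measured genes passed as higher and 19 as lower, and 9 did not pass (0 and 19 when adjusted over the list alone). As a median, the log2 fold change was -1.23 (camera adjusted p = 5.2e-07 and adjusted p = 0.22 with an estimated correlation). Siglecf (log2 fold change -2.44, standard error 0.15, adjusted p = 4.5e-07) and Itgax, which encodes CD11c (log2 fold change -1.35, standard error 0.12, adjusted p = 6.8e-06), fell. The member Pparg did not pass in infected (log2 fold change -0.016, standard error 0.10, adjusted p = 0.91) or uninfected AMs (0.13, standard error 0.10, adjusted p = 0.38). In uninfected AMs, 9 of 28 measured genes passed as higher and 5 as lower, and 14 did not pass (9 and 5 when adjusted over the list alone). The median log2 fold change was 0.11 (camera adjusted p = 0.17). Plet1 (1.32 ± 0.17) rose where Siglecf (-1.09 ± 0.15) fell. Of 35 markers of other cell types, listed apart from these, 2 were higher and 14 lower in infected AMs, with a median log2 fold change of -0.81.

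Targets of NRF2, the transcription factor of the antioxidant response, rose in both states. In infected AMs, 8 of 15 measured genes passed as higher and 1 as lower, and 6 did not pass (8 and 1 when adjusted over the list alone). Their median log2 fold change was 0.31 (camera adjusted p = 0.027 and adjusted p = 0.49 with an estimated correlation). Srxn1 (1.00 ± 0.15) and Ftl1, a ferritin chain (0.90 ± 0.14), were higher. In uninfected AMs, 11 of 15 measured genes passed as higher and 0 as lower, and 4 did not pass (11 and 0 when adjusted over the list alone). Over these genes, the median log2 fold change was 0.61 (camera adjusted p = 3.4e-05 and adjusted p = 0.24 with an estimated correlation). Gsr, glutathione reductase (0.61 ± 0.088), and Slc7a11, the cystine transporter (1.51 ± 0.22), were higher. Genes of the integrated stress and unfolded protein responses had 10 higher and 0 lower of 24 in uninfected AMs (10 and 0 when adjusted over the list alone). The list had a median log2 fold change of 0.37 (camera adjusted p = 0.0040 and adjusted p = 0.59 with an estimated correlation). The higher genes included Phgdh, of serine synthesis (1.91 ± 0.17), and Gdf15, a stress cytokine (2.06 ± 0.26). Without AdipoRon uninfected replicate 12 the median of the stress list was 0.23. For the ribosomal proteins in uninfected AMs, 23 of 76 measured genes passed as higher and 0 as lower, and 53 did not pass (33 and 0 when adjusted over the list alone). Its median log2 fold change was 0.34 (camera adjusted p = 7.7e-10 and adjusted p = 0.59 with an estimated correlation). Rpsa (0.57 ± 0.11) and Rps2 (0.48 ± 0.098) rose.

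In uninfected AMs the counts of higher genes were, for ribosomal proteins, 4 without vehicle uninfected replicate 1, 10 without vehicle uninfected replicate 2, 14 without vehicle uninfected replicate 3, 46 without AdipoRon infected replicate 8, 15 without AdipoRon uninfected replicate 10, 5 without AdipoRon uninfected replicate 11, 36 without AdipoRon uninfected replicate 12 and 6 among females alone. For the cell cycle they were 10 without vehicle uninfected replicate 2, 6 without vehicle uninfected replicate 3, 36 without AdipoRon uninfected replicate 10, 7 without AdipoRon uninfected replicate 11, 9 without AdipoRon uninfected replicate 12 and 5 among females alone. For NRF2 targets they were 7 without vehicle uninfected replicate 1, and for fungal recognition 7 without AdipoRon uninfected replicate 11. The lower genes of fungal recognition numbered 0 without vehicle uninfected replicate 2, 0 without vehicle uninfected replicate 3, 1 without AdipoRon uninfected replicate 11 and 0 without AdipoRon uninfected replicate 12 in uninfected AMs. The lower AM markers numbered 1 without vehicle uninfected replicate 1, 3 without vehicle uninfected replicate 2, 8 without AdipoRon uninfected replicate 10, 1 without AdipoRon uninfected replicate 11, 2 without AdipoRon uninfected replicate 12 and 1 among females alone in uninfected AMs, and the median of the list ran from 0.066 to 0.19 with each library left out in turn. The lower cell cycle genes were 9 without vehicle infected replicate 5, 9 without AdipoRon infected replicate 9 and 9 among males alone in infected AMs. Without vehicle infected replicate 4, 0 genes of the cell cycle and 0 of fungal recognition were higher in infected AMs. In infected AMs the NRF2 list did not pass by fgsea (adjusted p = 0.066), without vehicle infected replicate 4 (adjusted p = 0.061) or without AdipoRon infected replicate 7 (adjusted p = 0.059), and its lowest adjusted p over the alternatives was 0.0077.

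**Figure D4:**
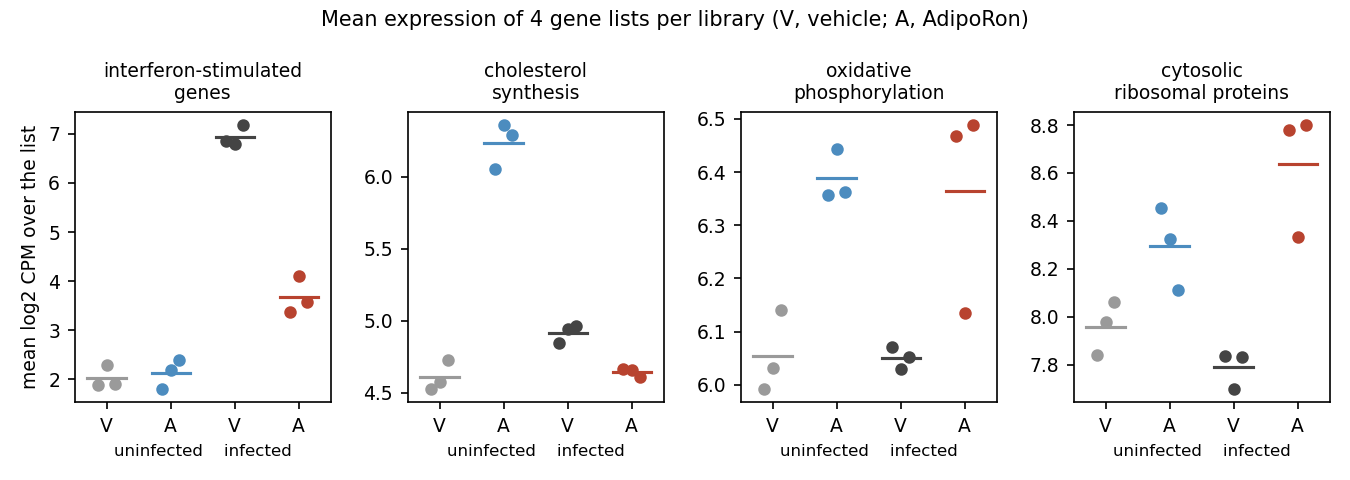
Mean level in log2 CPM of the interferon-stimulated, cholesterol synthesis, oxidative phosphorylation and ribosomal protein genes in each of the 12 libraries, with the mean of each group. Among infected libraries, ribosomal proteins lie at 8.78, 8.33 and 8.80 with AdipoRon and at 7.84, 7.70 and 7.83 with vehicle.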

(TIF)

S4 Fig Evaluation of lung histopathology in mice with IA after treatment with vehicle or AdipoRon . Lung tissues were harvested 3 days post-infection with conidia from vehicle or AdipoRon-treated mice. Histological sections of lungs were stained with H&E. Results were summarized as the average of the combined scores for the distinct parameters evaluated.
(TIF)

S5 Fig Evaluation of AM phenotype . AMs were grown as described in *Materials and Methods* and stained for Siglec-F, CD11c, F4/80 and CD11b or tested by qRT-PCR for expression of AM-associated genes. A. Representative flow cytometric dot plots. B. % cells Siglec-F+CD11c+ and F4/80+CD11b- was calculated from the data in S5A Fig. C. On day 15 of alveolar macrophage culture, the RNA was extracted followed by qRT-PCR analysis for the AMs markers: *Pparγ* and *Car4*. The relative fold change was calculated.
(TIF)

S6 Fig Effects of Chloroquine, A. fumigatus infection, and AdipoRon treatment on LC3 expression in WT and *Adipoq-/-* AMs . AMs were cultured in ex vivo from WT, without and with Chloroquine, infection, or AdipoRon treatment. A. Microscopy of LAP-dsRed conidia and LC3+ AMs at a magnification of 20X. The images from DsRed, FITC, DAPI channels are presented followed by the merged image. Scale bar: 35µm. B. Microscopic quantification of % co-localization of LC3+ phagosome and DsRed+ conidia in *ex vivo* cultured AMs from WT infected group, without and with chloroquine treatment. C. Microscopy of LAP-AF293 conidia and LC3+ AMs at a magnification of 20X in *ex vivo* cultured AMs from WT uninfected group and WT infected group. The images from FITC, DAPI channels are presented followed by the merged image. Scale bar: 35µm. D. Mean Fluorescent Intensity of LC3 obtained from S6C Fig is graphed indicating the expression of LC3 without and with AF293 infection. E. LC3-II is quantified at the protein level using the ex-vivo cultured AMs by ELISA from cell lysates. Data are a summary of two independently performed experiments. *p < 0.05, **p < 0.01.d
(TIF)

S1 Video Time course of uptake and killing in WT and APN-deficient AMs. AMs were plated and infected as mentioned in the methods. Cells were live imaged by confocal microscopy for T= 8min under 40X water immersion lens. The black arrows indicate the live conidia at T=0 min and the white arrows indicate the conidia at T=8min.
(MP4)

S1 Table Key Resources. Resources and reagents used in this study.
(DOCX)

S1 Data Minimal Data Set. All data tables have been exported into the supporting pdf file, with tables appearing in the order they are presented.
(PDF)

S1 Text Supporting Methods. Methods for supporting data figures.
(DOCX)

# Supplementary material for: Adiponectin pathway activation dampens inflammation and enhances alveolar macrophage fungal killing via LC3-associated phagocytosis
**Source:** PLoS Pathog. 2025 Mar 17;21(3):e1012363. doi: 10.1371/journal.ppat.1012363
**Supplement:** S1 Table — Resources and reagents used in this study.

**S8 Table. Key Resources**

# Supplementary material for: Adiponectin pathway activation dampens inflammation and enhances alveolar macrophage fungal killing via LC3-associated phagocytosis
**Source:** PLoS Pathog. 2025 Mar 17;21(3):e1012363. doi: 10.1371/journal.ppat.1012363
**Supplement:** S1 Data — All data tables have been exported into the supporting pdf file, with tables appearing in the order they are presented.

	X	Group A	Group B	Group C	Group D
	Days	WT (n=16)	APN ^{-/-} (n=15)	AdipoR1 ^{-/-} (n=9)	AdipoR2 ^{-/-} (n=8)
	X	Y	Y	Y	Y
1	3				1
2	4				1
3					
4	5				
5	5				
6	5				
7					
8	3				
9	3				
10	4				
11	6				
12					
13	2		1		
14	3		1		
15	3		1		
16	3		1		
17	3		1		
18	3		1		
19	4		1		
20					
21	4	1			
22	3	1			
23	5	1			
24	3	1			
25	6	0			
26	6	0			
27	6	0			
28	2	1			
29	2	1			
30	4	1			
31					
32	8	0			
33	2	1			
34	3	1			
35	4	1			
36	8	0			
37	8	0			
38	2			1	
39	2			1	
40	2			1	
41	2			1	
42	2			1	

	X	Group A	Group B	Group C	Group D
	Days	WT (n=16)	APN ^{-/-} (n=15)	AdipoR1 ^{-/-} (n=9)	AdipoR2 ^{-/-} (n=8)
	X	Y	Y	Y	Y
43	3			1	
44	2				1
45	3				1
46	3				1
47	4				1
48	3				1
49	3		1		
50	3		1		
51	2		1		
52	3		1		
53	3		1		
54					
55	4		1		
56					
57	5		1		
58	6		1		
59	2			1	
60	2			1	
61	2			1	
62	3				1

	Group A	Group B	Group C	Group D
	WT	<i>APN</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}
1	1572	1879	46081	1570
2	476	1163	16192	574
3	247	3910	401179	95752
4	279	2867	176768	114
5		2067	87037	627
6	729	1966		117
7	1576		94673	

	Group A	Group B	Group C	Group D
	WT	<i>APN</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}
1	0.7	23.2	46.0	11.4
2	3.4	22.1	25.1	9.3
3	3.7	25.6	18.4	13.8
4	1.4	16.7	11.5	3.5
5	4.5	25.8	9.0	9.1
6	0.9	22.3	16.9	1.8
7	1.1	11.9	17.4	5.1
8	5.2	18.7	23.0	3.8
9	4.0	21.8	27.4	14.7
10	3.1	18.2	9.8	5.6

	Group A	Group B	Group C	Group D
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}
1				
2				
3				
4				
5				
6	911049	4935000	4535553	3607135
7	1798291	7696192	3810021	2513073
8	1356979	5681910	1768998	2403968
9	774434	4742181	4478653	2109783
10	890174	3081682	5311872	3180283
11	1951824	1090621	3923691	2998105

	Group A	Group B	Group C	Group D
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}
1				
2				
3				
4				
5	96593	1327120	789753	1101626
6	109283	1213566	273923	667236
7	573259	132974	152518	349383
8	278269	1129373	416215	529743
9	164016	629113	391837	815383
10	114982	1037924	102735	410389

	Group A	Group B	Group C	Group D
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}
1				
2				
3				
4				
5				
6	22400	178967		
7	31801	433197	224741	319273
8	211932	523915	72918	446318
9	174399	619379	46281	360405
10	115254	207058	123438	159347
11	191739	99932	112937	292730
12			152983	610837

	Group A	Group B	Group C	Group D	Group E
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title
1	40719	879832	780727	417980	
2	200182	951970	383691	311702	
3	199772	1619273	184073	318694	
4	197481	219273	677351	529743	
5	110821	485578	592739	129739	
6	51973	719281	319374	429710	

	Group A	Group B	Group C	Group D	Group E
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title
1	672821	2324918	2721264	1576282	
2	219374	4777457	5923803	1095826	
3	750448	3792013	1370906	1534453	
4	630914	1927374	3239701	1937364	
5	348718	1731588	2137993	2018363	
6	810383	816391	1138793	1130283	

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title	Title
1		4.915601	2.160978	1.895419		
2		2.220454	3.493032			
3	0.937071	4.897445	11.892496	1.066926		
4	0.376567		5.468126	0.886438		
5	1.073859		2.120901	3.211000		
6	0.759134	1.064973	5.670983	12.298000		
7	1.024000	1.416073	0.150463	0.737000		
8						
9	0.611000	3.783000				
10						
11		4.627000				
12	1.287000					

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title	Title
1	1.297844			1.960000		
2	2.128725			6.729000		
3	0.703386			0.456000		
4	0.700927					
5	1.768002					
6	0.415249					
7	0.628000					
8						
9	0.599500	3.779221	3.738856	7.886931		
10		9.344833	4.704017	1.472057		
11	1.105500	24.884934	54.346065	2.344151		
12		16.060123	81.857428	1.764828		
13		2.441123	55.259263			
14		2.385674	50.911976			
15		2.417139				
16						
17		2.361500				
18						
19		0.797000				

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title	Title
1	0.264000	1.291500		2.798000		
2				2.173000		
3	0.739000	0.367000		0.251000		
4						
5	0.597000		79.236293			
6						
7			1.882872			
8						
9	1.962590	1.950686	4.422860	2.744325		
10	0.487135	2.416995		0.993194		
11	0.819147		7.384090	0.907916		
12		3.123866	15.328966	1.264784		
13	1.729635	2.331922				
14	1.432317	3.496780	6.085654			
15	0.515425	4.234569				

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title	Title
1	1.468000	1.719500		0.736000		
2				0.874000		
3	0.660500	1.242000		1.602000		
4						
5	1.501000					
6						
7						
8						
9	1.268388	3.317237	0.519350	1.195783		
10	1.712153	1.257226	1.295507	0.254869		
11	2.026048	2.532086	3.201817	1.090031		
12	0.307386	0.257239	4.207240	0.337642		
13	1.146521	0.689487	2.851521			
14	0.644896	0.549204	1.180896			
15		0.733627				

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title	Title
1	0.457000	1.250000		6.370000		
2	0.470000	1.577000		13.120000*		
3	1.348000			0.495000		
4	0.489000	1.581000		27.528507		
5	1.380000					
6						
7	2.351000					
8						
9	0.913787	5.077537	10.675808			
10		28.320033		10.319134		
11	2.821161	110.582255	280.232202	5.152013		
12	0.021212	14.085432	206.021387	2.048865		
13		6.666983	271.472059			
14	2.803698	2.856929	40.106396			
15		2.852206	50.743000			

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title	Title
1	0.463500	1.413500		6.370000		
2						
3	0.918500	1.281000		0.495000		
4						
5	1.865500					
6						
7						
8						
9	1.396570	3.191470	1.985347	1.917220		
10	1.125677	2.028949	2.169034	0.647953		
11	1.149269	4.106804	4.406028	1.083342		
12	0.831232	1.784184	7.394866	0.870920		
13	1.171733	1.414907	3.500630			
14	0.568265	1.220121	3.702396			
15		1.184022				

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	<i>AdipoR1</i> ^{-/-}	<i>AdipoR2</i> ^{-/-}	Title	Title
1		994.000000	4913.000000	881.0000000		
2	994.000000	13748.00000		212.0000000		
3		1260.000000	25740.00000	740.0000000		
4	1872.000000	6997.000000	22108.00000	199.0000000		
5		10373.00000	3713.000000	16564.00000		
6		2813.000000		466.0000000		
7	1631.000000	342.000000	9260.000000	11096.00000		
8			8710.000000	4543.000000		
9				69.9109792		
10	1615.000000			456.2611280		
11				353.2344210		
12	437.000000					
13	54.000000					
14						
15	1863.000000					
16	6421.000000					
17						
18						
19						
20	353.234421	198.694362	5401.543030			
21	224.451039					
22			4809.139470			
23						
24						
25						
26						
27						
28	662.314540					
29						
30		4989.436200				
31		636.557864				

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	1.000000	1.000000	1.00000	1.0000	1.00000	1.00000	1.450	2.21000
2	<i>Adipoq</i> ^{-/-}	35.382240	39.383040	32.38300	36.2847	35.29000	37.13500	500.373	505.28434
3	<i>AdipoR1</i> ^{-/-}	2.192790	1.237900	4.28823	3.2730	1.92746	1.13874	281.287	219.28710
4	<i>AdipoR2</i> ^{-/-}	28.443000	29.474000	25.49840	25.3957	30.29746	21.39470	222.861	215.38300

Group B				
Infected				
	B:3	B:4	B:5	B:6
1	1.890	1.93794	2.18370	1.1847
2	501.383	520.29470	489.93740	510.2973
3	214.387	250.29470	267.39730	220.1928
4	220.383	211.29370	242.93824	201.2937

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	1.000000	1.0000000	1.0000000	1.000000	1.00000	1.0000000	7.8900	5.2100
2	<i>Adipoq</i> ^{-/-}	7.340484	8.3704000	10.3834000	12.197300	5.93791	6.1383000	204.3739	210.3830
3	<i>AdipoR1</i> ^{-/-}	5.746200	8.4462000	4.4892000	10.237000	4.68300	15.3745283	230.4720	240.2974
4	<i>AdipoR2</i> ^{-/-}	4.112455	8.3740000	3.3984840	10.329746	4.29472	6.9372084	155.8770	158.4743

	Group B			
	infected			
	B:3	B:4	B:5	B:6
1	2.34000	6.3850	8.39475	3.2937465
2	209.43874	196.3957	221.39470	211.3847000
3	234.46828	241.3470	216.38400	200.2947000
4	155.37300	156.3850	169.39750	132.3987500

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	1.000000	1.0000000	1.0000000	1.000000	1.00000	1.0000000	7.8900	5.2100
2	<i>Adipoq</i> ^{-/-}	7.340484	8.3704000	10.3834000	12.197300	5.93791	6.1383000	204.3739	210.3830
3	<i>AdipoR1</i> ^{-/-}	5.746200	8.4462000	4.4892000	10.237000	4.68300	15.3745283	230.4720	240.2974
4	<i>AdipoR2</i> ^{-/-}	4.112455	8.3740000	3.3984840	10.329746	4.29472	6.9372084	155.8770	158.4743

	Group B			
	infected			
	B:3	B:4	B:5	B:6
1	2.34000	6.3850	8.39475	3.2937465
2	209.43874	196.3957	221.39470	211.3847000
3	234.46828	241.3470	216.38400	200.2947000
4	155.37300	156.3850	169.39750	132.3987500

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	1.000000	1.000000	1.000000	1.000000	1.000000	1.000000	101.125000	105.383000
2	<i>Adipoq</i> ^{-/-}	500.340480	510.374600	496.474000	551.297300	498.294740	521.394600	100.380470	105.373030
3	<i>AdipoR1</i> ^{-/-}	150.237000	148.392700	143.294700	156.274000	141.286000	159.397400	129.386000	131.381000
4	<i>AdipoR2</i> ^{-/-}	243.496000	240.474700	239.487400	250.297400	231.864000	278.919740	268.727000	261.837000

Group B				
Infected				
	B:3	B:4	B:5	B:6
1	120.373900	110.309740	132.108400	121.297400
2	102.438300	131.294000	105.294000	111.724170
3	128.381000	120.397400	139.297400	116.298500
4	260.383000	271.297000	275.297500	281.397300

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	1.000000	1.000000	1.000000	1.000000	1.000000	1.000000	2.100000	1.100000
2	<i>Adipoq</i> ^{-/-}	274.487400	273.495700	278.484000	280.540000	250.287000	472.397000	1843.394000	1849.383000
3	<i>AdipoR1</i> ^{-/-}	281.193700	251.281000	259.202800	340.970000	450.398400	523.274000	1382.293700	1298.389170
4	<i>AdipoR2</i> ^{-/-}	263.197000	261.387400	267.596000	482.984000	692.274000	350.274000	1663.493000	1663.393700

Group B				
Infected				
	B:3	B:4	B:5	B:6
1	2.450000	6.394700	1.588700	1.549000
2	1830.386000	1587.759000	1675.865000	1843.754000
3	1182.018200	1532.754000	980.847000	1965.865400
4	1659.398300	1432.557000	985.589900	1854.754000

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	1.000000	1.000000	1.000000	1.000000	1.000000	1.000000	13.269000	12.384000
2	<i>Adipoq</i> ^{-/-}	30.383000	28.474000	34.484700	176.865000	210.968900	121.865000	1327.380300	1329.383000
3	<i>AdipoR1</i> ^{-/-}	5.287490	4.289740	8.283800	9.135700	3.158600	10.749000	1092.283700	1021.625710
4	<i>AdipoR2</i> ^{-/-}	41.642940	45.584000	40.339000	67.865000	21.646900	48.858000	1192.687000	1199.383700

Group B				
Infected				
	B:3	B:4	B:5	B:6
1	15.387360	5.744000	2.136000	8.176000
2	1340.383000	1754.432000	1213.644300	1100.754000
3	1187.273600	1324.750000	1098.754000	1436.750000
4	1189.383000	1326.646000	1254.754300	1021.754000

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	1.000000	1.000000	1.000000	1.000000	1.000000	1.000000	17.270000	20.376430
2	<i>Adipoq</i> ^{-/-}	8.348404	7.448000	9.474030	10.740000	5.742200	6.532000	649.870800	650.393700
3	<i>AdipoR1</i> ^{-/-}	9.862000	11.372000	7.203000	10.854000	15.643000	21.743000	875.297000	763.297000
4	<i>AdipoR2</i> ^{-/-}	2.949000	5.473700	3.474000	8.853000	4.426000	2.632000	552.600000	559.383900

	Group B			
	Infected			
	B:3	B:4	B:5	B:6
1	18.379032	25.283000	19.273000	32.186300
2	658.380300	732.186300	425.297300	693.283000
3	812.376000	657.287400	710.823000	821.973400
4	554.383700	450.283000	599.183400	421.729000

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	50.15	79.740000	49.84	72.37	45.93	56.71	156.28	124.25
2	<i>Adipoq</i> ^{-/-}	52.48	71.190000	54.98	79.74	61.67	68.32	114.77	167.71
3	<i>AdipoR1</i> ^{-/-}	60.13	61.430000	61.28	62.06	59.91	65.45	148.23	102.85
4	<i>AdipoR2</i> ^{-/-}	58.19	52.750000	55.75	53.62	59.12	55.88	126.62	132.33

	Group B			
	Infected			
	B:3	B:4	B:5	B:6
1	144.36	126.31	150.34	138.77
2	135.37	195.82	178.43	123.77
3	156.09	133.84	110.65	140.21
4	128.39	140.76	144.21	120.49

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	9.397	3.7394	17.3297	4.92	21.210	7.900	48.240	31.3730
2	<i>Adipoq</i> ^{-/-}	13.264	20.2746	7.3794	10.38	15.340	15.230	63.374	74.3874
3	<i>AdipoR1</i> ^{-/-}	3.374	9.3840	19.7300	15.39	18.320	12.680	44.370	53.2700
4	<i>AdipoR2</i> ^{-/-}	18.340	6.3750	8.3730	10.38	5.245	15.210	56.375	46.2824

Group B				
Infected				
	B:3	B:4	B:5	B:6
1	51.37300	40.297	55.283	39.780
2	59.19000	60.297	75.240	66.210
3	63.47900	51.470	49.560	54.230
4	60.38648	54.280	47.840	61.110

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	10.3692	6.2739	19.3830	7.3974	21.8700	7.1290	5.3975	17.3759
2	<i>Adipoq</i> ^{-/-}	15.2490	5.2974	12.3840	7.2300	10.3240	12.7760	62.3800	71.3790
3	<i>AdipoR1</i> ^{-/-}	16.2736	28.3746	6.9370	10.3847	30.1930	9.1100	61.3400	42.8400
4	<i>AdipoR2</i> ^{-/-}	8.3819	5.2940	17.3900	12.3804	16.3300	23.1380	10.3930	29.3794

Group B				
Infected				
	B:3	B:4	B:5	B:6
1	46.38490	39.3847	26.2480	22.1937
2	46.00000	50.3895	67.2874	48.2890
3	50.28400	47.3900	55.2940	60.1730
4	38.20180	32.7230	41.2970	18.2260

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	Control	22.9	22.60	22.70	23.67	23.19	23.44	34.9	34.1

Group B				
<i>Adipoq^{-/-}</i>				
	B:3	B:4	B:5	B:6
1	34.7	35.68	35.13	35.22

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	Control	5.19	5.10	5.94	5.60	5.73	5.46	4.38	4.31

Group B				
<i>Adipoq^{-/-}</i>				
	B:3	B:4	B:5	B:6
1	4.28	4.20	4.11	3.80

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	Control	34.8	34.1	35.1	33.65	34.19	33.7	33.5	33.1

Group B				
<i>Adipoq^{-/-}</i>				
	B:3	B:4	B:5	B:6
1	33.6	32.91	33.76	34.1

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	Control	19.9	21.4	22.4	22.1	21.9	22.5	27.4	27.1

Group B				
<i>Adipoq^{-/-}</i>				
	B:3	B:4	B:5	B:6
1	27.9	27.8	27.0	27.7

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	Control	0.84	1.00	0.91	0.79	1.10	0.69	0.94	1.00

Group B				
<i>Adipoq^{-/-}</i>				
	B:3	B:4	B:5	B:6
1	1.48	1.43	1.21	0.78

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	Control	16.90	16.3	17.10	16.58	17.21	16.80	21.70	21.9

Group B				
<i>Adipoq^{-/-}</i>				
	B:3	B:4	B:5	B:6
1	21.60	22.10	21.50	21.30

	Group A	Group B
	WT	<i>Adipoq</i> ^{-/-}
1	9.1019000	65.8462000
2	10.4732000	40.5278000
3	10.4732000	43.1894000
4	9.1397400	56.2750000
5	8.5297500	45.2826500
6	11.2467000	60.9570000

	Group A	Group B
	WT	<i>Adipoq</i> ^{-/-}
1	75.3940000	89.7000000
2	80.1500000	87.0300000
3	82.9800000	89.0500000
4	71.5200000	92.1974000
5	88.1900000	90.1800000
6	78.2400000	84.2947000

	Group A	Group B
	WT	<i>Adipoq</i> ^{-/-}
1	59.1200	54.210
2	61.2930	56.220
3	53.2900	48.282
4	70.2400	51.397
5	55.2740	45.294
6	65.2900	60.290

	Group A	Group B	Group C	Group D
	WT	<i>Adipoq</i> ^{-/-}	WT	<i>Adipoq</i> ^{-/-}
1		29	12	
2		27	7	
3	27	38	17	
4	35	42	17	
5				24
6				20
7	36	40		32
8	41	40		64
9	28	29		52
10	28			
11	36		28	38
12			18	14
13			8	

	Group A	Group B	Group C	Group D
	WT	<i>Adipoq</i> ^{-/-}	WT	<i>Adipoq</i> ^{-/-}
1		70.70	71.45	
2		78.30	79.09	
3	52.00	50.70	80.80	
4	63.00	70.40	74.30	
5				65.50
6	89.50	71.00		75.20
7	78.80	72.80		76.20
8	80.70	55.60		83.50
9	67.10			69.90
10	66.30			
11			79.40	
12				60.00
13			86.80	80.30
14			85.73	

	Group A	Group B	Group C	Group D
	WT	<i>Adipoq</i> ^{-/-}	Title	Title
1		34.60		
2		31.60		
3	30.80	23.30		
4	42.40	25.30		
5	36.80	33.00		
6	45.50	38.40		

	X	Group A	Group B	Group C	Group D
	Days	NT Veh (n=10)	WT Ron (n=9)	Title	Title
	X	Y	Y	Y	Y
1	2	1	1		
2	2				
3	2				
4	3	1	1		
5	3		1		
6					
7	4	1	1		
8	5				
9	6				
10	7	0	0		
11	7	0			
12	7	0			
13	2	1	1		
14	2		1		
15	2				
16	3	1	1		
17	3	1	1		
18	3	1			

	X	Group A	Group B	Group C	Group D
	Days	Title	Title	<i>poq</i> ^{-/-} Veh (n=	<i>poq</i> ^{-/-} Ron (n=
	X	Y	Y	Y	Y
1	2			1	1
2	2			1	
3	2			1	
4	3			1	1
5	3				1
6					
7	4				1
8	5			1	
9	6				1
10	7			0	0
11	7				0
12	7				
13	2			1	1
14	2			1	1
15	2			1	
16	3			1	1
17	3			1	
18	3				

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1					
2					
3	72.100000	5.30000000		945.2000000	79.90000000
4	70.300000	1.50000000		3748.000000	130.7000000
5	68346.00000	13.30000000		1419.000000	19.80000000
6					
7	0.400000	6.00000000		2.2100000*	0.30000000
8	24.900000	119.4000000			13.50000000
9		0.80000000		48.5000000	2.90000000
10		125.8000000		35.1000000	5.40000000
11					
12	'454.000000*	27.80000000		550.6000000	10.90000000
13	9.300000	218.5000000		37.9000000	41.70000000
14		1100.000000			

Table format:<br>Grouped		Group A							
		Title							
		A:1	A:2	A:3	A:4	A:5	A:6	A:7	A:8
1	WT								
2	<i>Adipoq</i> ^{-/-}								

Group B									
Veh									
	B:1	B:2	B:3	B:4	B:5	B:6	B:7	B:8	C:1
1	0.287	1.009	1.1950	1.439	1.6900	1.460	2.0170	2.71538	1.847
2	11.533	37.879	11.9810	15.826	16.1937	13.927	18.1837	12.39080	1.507

Group C							
Ron							
	C:2	C:3	C:4	C:5	C:6	C:7	C:8
1	3.504	5.757	4.485	1.518	5.463	0.1620	1.4910
2	3.377	1.275	3.126	3.138	2.654	3.9173	2.3819

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	211765.0000	189880.0000		158212.0000	210101.0000
2	274847.0000	248884.0000		303195.0000	268268.0000
3	273289.0000	169942.0000		265758.0000	248972.0000
4	229037.0000	239877.0000		119140.0000	281148.0000
5	219283.0000	230325.0000		258271.0000	251038.0000
6	261088.0000	214497.0000		280838.0000	221038.0000

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	29631.00000	15988.00000		32021.00000	18426.00000
2	53290.00000	44220.00000		87627.00000	20603.00000
3	31937.00000	8971.000000		21025.00000	21917.00000
4					
5	10397.00000	22345.00000		27620.00000	23167.00000
6	43319.00000	31313.00000		62363.00000	18705.00000
7	31830.00000	13597.00000		15939.00000	15298.00000

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	39552.00000	81161.00000		13583.00000	127510.0000
2	56792.00000	133737.0000		72065.00000	152201.0000
3	41972.00000	83642.00000		130791.0000	88312.00000
4		104752.0000		8187.000000	105956.0000
5	68864.00000	185837.0000		36441.00000	110833.0000
6	37508.00000	107424.0000		85896.00000	71359.00000
7	35183.00000				

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	70613.00000	126087.0000		17115.00000	235408.0000
2	99004.00000	72732.00000		111599.00000	149409.0000
3	139049.0000	127367.0000		144639.0000	207291.0000
4	78859.00000	115432.0000		29479.00000	120533.0000
5	92739.00000	91742.00000		105948.0000	162937.0000
6	102837.0000	114782.0000		114221.0000	197392.0000

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	284172.0000	122341.0000		142029.0000	240393.0000
2	605826.0000	420260.0000		448415.0000	210317.0000
3	253224.0000	104778.0000		261370.0000	314513.0000
4	454077.0000	185233.0000		247934.0000	227155.0000
5	192703.0000	360542.0000		622041.0000	301379.0000
6	592129.0000	159612.0000		231195.0000	231937.0000

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	0.960000	0.46000000		1.7700000	0.54000000
2	1.040000	0.44000000			0.29000000
3	0.960000	0.48000000		2.4300000	0.28000000
4	1.040000	0.16000000			0.27000000
5	1.030000	0.18000000		1.9300000	0.29000000
6	1.010000	0.14000000			
7	0.710000	0.15000000		1.9200000	0.53000000
8	1.190000	0.57000000			
9		0.78000000		0.8950000	0.52500000
10					
11				0.8950000	0.28500000
12					
13				2.8900000	
14				2.2800000	
15				1.0700000	0.33000000

	Group A	Group B	Group C	Group D	Group E	Group F
	Veh	AdipoRon	Title	Veh	AdipoRon	Title
1	0.950000	2.57000000		8.6000000	0.69000000	
2	1.060000	2.60000000		6.9800000	0.68000000	
3	0.950000	2.43000000		2.1900000	0.51000000	
4	1.060000	0.77000000		26.9500000	0.65000000	
5	1.005000	0.70000000		13.3200000	1.98000000	
6	1.005000	0.56000000		3.8400000	1.71000000	
7	1.720000	0.60000000		10.5350000	1.86000000	
8	0.340000	1.19000000		15.6600000	1.94000000	
9		1.13000000		7.8000000		

	Group A	Group B	Group C	Group D	Group E	Group F
	Veh	AdipoRon	Title	Veh	AdipoRon	Title
1	1.080000	0.32500000		0.5850000	0.78000000	
2	0.930000				0.58000000	
3	1.080000	0.28000000		0.7100000	0.68000000	
4	0.930000					
5	1.005000	0.13500000		0.6900000	0.61000000	
6						
7	1.005000	0.10000000		0.6450000	0.11000000	
8	0.950000					
9	1.120000	0.24500000		1.3650000		
10	1.210000				0.58000000	
11	0.940000	0.56500000		1.3950000	0.11000000	
12		0.26000000		0.6700000	0.55000000	
13		0.09000000		0.6100000		
14		0.54000000		1.3200000		

	Group A	Group B	Group C	Group D	Group E	Group F
	Veh	AdipoRon	Title	Veh	AdipoRon	Title
1	1.060000	9.02500000		6.4850000	2.07000000	
2	1.180000					
3	0.800000	8.82500000		6.3350000	1.42500000	
4	1.000000					
5	1.120000	9.24500000		4.6250000	8.00000000	
6	0.900000					
7		8.04500000		4.6450000	6.53500000	
8						
9		5.91000000		1.6150000		
10						
11		6.10500000		1.5750000		
12		9.03000000		6.4900000	2.07000000	
13		9.25000000		4.6300000	8.00000000	
14		5.91000000		1.6100000*		

	Group A	Group B	Group C	Group D	Group E	Group F
	Veh	AdipoRon	Title	Veh	AdipoRon	Title
1	0.950000	4.03000000		37.0350000	0.92000000	
2	1.250000					
3	0.980000	3.98500000		38.2850000	0.71000000	
4	0.860000					
5	1.100000	1.70500000		34.5400000	2.64000000	
6	0.920000					
7		1.38500000		38.8500000	1.87000000	
8						
9		1.91500000		2.1850000		
10						
11		1.71000000		1.4800000		
12		4.03000000		36.9400000	0.98000000	
13		1.71000000		34.8300000	2.84000000	
14		1.91000000				

	Group A	Group B	Group C	Group D	Group E	Group F
	Veh	AdipoRon	Title	Veh	AdipoRon	Title
1	0.950000	0.96000000		1.3450000	0.83500000	
2	1.020000					
3	1.030000	0.98500000		1.5250000	0.45500000	
4	0.990000					
5		0.53500000		1.7500000	0.59500000	
6						
7		0.47500000		1.7300000	0.50500000	
8						
9		1.05000000		1.3400000		
10						
11		1.22000000		1.2250000		
12	0.990000	0.96000000		1.3500000	0.84000000	
13	1.010000	0.54000000		1.7500000	0.60000000	
14		1.05000000				

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon	Title	Veh	AdipoRon
1	4631.000000	3656.000000		3662.000000	2628.000000
2	3427.000000	3394.000000		2195.000000	592.0000000
3	8540.000000	4568.000000		6002.000000	3595.000000
4	10408.00000	5847.000000		5458.000000	5989.000000
5	9922.000000	915.0000000		9894.000000	587.0000000
6	6741.029000	5743.000000		10152.00000	3654.000000
7				11055.00000	112.0000000

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	15.2974000	29.2974000	5.2974000	11.3110000	27.5630000	10.0020000	13.8010000	3.1690000
2	Adipoq ^{-/-}	56.2875000	72.9734000	67.2974000	71.2010000	50.3320000	60.0020000	14.1340000	13.3794000

Group B				
<i>Adipoq^{-/-}</i>				
	B:3	B:4	B:5	B:6
1	23.2940000	28.1120000	11.2120000	16.2790000
2	30.2740000	10.4340000	25.5560000	22.1102000

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	88.79954	84.78002	72.75676	77.21220	85.3340	81.65000	80.7359300	80.15436
2	<i>Adipoq</i> ^{-/-}	92.54530	93.55411	93.27897	94.21120	92.9980	91.22670	89.7024700	87.03297
3	<i>AdipoR1</i> ^{-/-}	94.96311	94.45683	92.74765	93.52134	95.1844	92.31150	86.6451800	86.70624
4	<i>AdipoR2</i> ^{-/-}	91.11496	89.70239	88.98521	90.28370	89.0306	87.93234	83.1556500	84.74576

Group B				
Ron				
	B:3	B:4	B:5	B:6
1	82.98109	79.4660000	86.0129000	75.8832000
2	89.05013	88.2134000	88.4311000	86.9910000
3	90.95411	87.4660000	91.1825000	86.4921000
4	84.42105	82.5653000	85.9031000	84.1131000

Table format:<br>Grouped		Group A			Group B		
		Veh			Ron		
		A:1	A:2	A:3	B:1	B:2	B:3
1	WT	88.79954	84.78002	72.75676	80.73593	80.15436	82.98109
2	<i>Adipoq</i> ^{-/-}	92.54530	93.55411	93.27897	89.70247	87.03297	89.05013
3	<i>AdipoR1</i> ^{-/-}	94.96311	94.45683	92.74765	86.64518	86.70624	90.95411
4	<i>AdipoR2</i> ^{-/-}	91.11496	89.70239	88.98521	83.15565	84.74576	84.42105

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	1.35000	2.09100	1.90000	5.287101	8.19370	15.2846293	1.578	2.320
2	<i>Adipoq</i> ^{-/-}	505.75496	511.28434	450.78000	472.172800	440.23740	428.6173000	265.142	289.317
3	<i>AdipoR1</i> ^{-/-}	412.38000	491.29300	371.28000	453.276390	392.13745	474.2738100	121.380	162.130
4	<i>AdipoR2</i> ^{-/-}	351.28000	421.28300	302.13000	410.389230	319.83740	394.2837640	130.293	121.382

Group B				
Ron				
	B:3	B:4	B:5	B:6
1	1.800	14.286492	7.29740	3.293749
2	242.167	321.286300	315.27450	256.242314
3	200.130	184.286210	146.27340	251.383640
4	110.293	151.837390	201.28374	193.283600

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	7.89000	5.21000	2.34000	1.34748	10.36480	15.29740	8.9860	6.987
2	<i>Adipoq</i> ^{-/-}	204.37390	210.38300	209.43874	215.23560	162.28360	179.28730	132.7650	125.643
3	<i>AdipoR1</i> ^{-/-}	179.39740	201.28300	163.27300	193.36820	171.28370	210.18373	109.3800	153.280
4	<i>AdipoR2</i> ^{-/-}	110.39000	89.32000	156.29830	131.23700	146.21700	95.27420	83.2973	74.293

Group B				
Ron				
	B:3	B:4	B:5	B:6
1	9.7540	12.46482	17.37927	2.26380
2	150.8643	193.29730	121.38690	204.28460
3	191.2830	215.28370	183.12370	174.29370
4	54.2740	69.39270	148.29340	91.13794

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	50.63500	58.08700	35.78600	47.28460	74.28640	45.27500	68.8530	54.7740
2	<i>Adipoq</i> ^{-/-}	739.37300	740.38000	746.48300	763.27400	667.29740	681.39740	328.2974	400.2937
3	<i>AdipoR1</i> ^{-/-}	621.28300	739.19000	681.30000	657.29740	721.37300	612.97170	271.2830	181.2380
4	<i>AdipoR2</i> ^{-/-}	982.18300	969.27390	821.38000	810.19340	881.36100	950.37290	421.3000	321.3400

Group B				
Ron				
	B:3	B:4	B:5	B:6
1	40.85460	69.29745	42.19745	28.19745
2	363.29748	430.18734	392.29740	482.19740
3	241.38300	194.18730	210.17300	159.19840
4	289.13400	317.38100	250.14980	350.09200

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	110.38300	91.12398	82.93700	86.39740	122.19730	95.29450	140.2930	130.7500
2	Adipoq ^{-/-}	97.78000	121.86000	101.30000	118.37190	128.17390	110.38700	136.5770	135.2830
3	AdipoR1 ^{-/-}	92.29840	56.38490	78.38200	67.27100	83.13790	121.38300	131.2730	62.2840
4	AdipoR2 ^{-/-}	131.38400	69.29400	82.18300	72.13840	84.29470	113.29470	100.3830	82.2840

Group B				
Ron				
	B:3	B:4	B:5	B:6
1	140.83000	81.3984	91.3479	100.31398
2	137.38460	119.2740	102.1733	92.13830
3	84.29400	107.2973	75.4528	93.36450
4	93.82000	126.2133	77.2368	66.17340

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	156.28000	124.25000	144.36000	126.31000	134.11000	104.28000	107.22000	108.58000
2	<i>Adipoq</i> ^{-/-}	156.28400	167.71000	135.37000	195.82000	178.23000	129.18300	100.93000	93.82000
3	<i>AdipoR1</i> ^{-/-}	148.23000	102.85000	156.09000	133.84000	127.47000	99.18800	89.54000	107.22000
4	<i>AdipoR2</i> ^{-/-}	126.62000	132.33000	128.39000	140.76000	120.08100	110.28100	91.48000	104.69000

Group B					Group C				
Ron					Title				
	B:3	B:4	B:5	B:6	C:1	C:2	C:3	C:4	C:5
1	127.43000	147.67000	129.13000	108.12000					
2	113.19000	100.80000	118.39800	90.44800					
3	95.49000	121.31000	138.28000	124.77100					
4	115.21000	90.12110	99.17300	87.19300					

	C:6
1	
2	
3	
4	

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	44.29740	37.39750	48.39700	46.39750	29.13790	56.19830	30.39740	26.39740
2	<i>Adipoq</i> ^{-/-}	66.43000	70.29400	55.35000	65.34000	74.29700	69.33700	50.39850	43.93700
3	<i>AdipoR1</i> ^{-/-}	49.29400	48.39500	68.39500	47.35000	56.29872	54.29180	36.97500	41.39700
4	<i>AdipoR2</i> ^{-/-}	59.38500	42.93400	66.37500	50.37500	44.28871	58.82730	40.37500	48.49500

Group B					Group C				
Ron					Title				
	B:3	B:4	B:5	B:6	C:1	C:2	C:3	C:4	C:5
1	44.93740	39.37490	51.28300	22.19830					
2	36.37400	30.49500	50.18200	33.19380					
3	27.39750	50.37500	49.19000	55.54100					
4	45.47650	33.27400	49.11200	53.31300					

	C:6
1	
2	
3	
4	

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	51.38300	40.82000	58.07300	43.24000	37.23300	49.01200	32.28490	40.48390
2	<i>Adipoq</i> ^{-/-}	75.38400	69.79400	76.24200	69.12000	59.32200	73.36740	31.57000	46.47590
3	<i>AdipoR1</i> ^{-/-}	56.39750	49.38750	71.37930	63.29740	49.19180	51.27300	50.37400	60.38500
4	<i>AdipoR2</i> ^{-/-}	42.47900	59.37590	45.35900	48.38470	55.21100	39.47200	51.37480	39.49350

Group B					Group C				
Ron					Title				
	B:3	B:4	B:5	B:6	C:1	C:2	C:3	C:4	C:5
1	49.37490	45.39750	44.29300	39.97100					
2	35.38560	40.49370	45.81100	29.92800					
3	39.29740	40.37500	58.29820	45.21900					
4	47.74800	49.37500	46.28010	53.19830					

	C:6
1	
2	
3	
4	

	Group A	Group B	Group C	Group D
	NC	Sample	PC	IgG
1	779	610	603	204
2	739	581	579	216
3	756	621	590	198
4	762	600	587	187
5	770	619	595	203
6	745	590	573	220

	Group A	Group B	Group C	Group D	Group E
	<i>WT</i>	<i>Si rna WT</i>	<i>Adipor2^{-/-}</i>	<i>Adipor2^{-/-}</i>	<i>Adipor1^{-/-}</i>
1	5.54	0.293922427	1.28	0.120790330	0.18
2	5.93	0.313300000	1.49	0.218340000	0.28
3	6.03	0.419730000	2.19	0.161973400	0.22
4	5.78	0.278000000	2.78	0.319379000	0.12
5	6.09	0.438460000	1.83	0.286680000	0.33
6	5.24	0.355800000	1.59	0.188270000	0.21

Table format:<br>Grouped		Group A							
		Ctr							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	67.15953	68.10000	67.99000	68.23300	68.98800	67.54400	68.68867	67.42000
2	<i>Adipoq</i> ^{-/-}	58.47201	58.93790	57.19830	58.22100	57.92000	58.51398	55.01066	54.97200
3	<i>AdipoR2</i> ^{-/-}	73.59263	74.28600	73.13400	73.11200	75.93700	72.91100	68.56148	68.92740
4	<i>AdipoR1</i> ^{-/-}	54.71600	55.13874	54.92730	55.58270	54.91710	54.33890	50.28360	52.82630

	Group B				Group C				
	AdipoRon				Title				
	B:3	B:4	B:5	B:6	C:1	C:2	C:3	C:4	C:5
1	68.12830	68.927420	67.22460	67.14800					
2	55.39200	55.177000	54.22865	55.11420					
3	69.13974	68.944200	69.22480	68.82361					
4	51.13100	50.297287	51.99283	52.61930					

	L:6
1	
2	
3	
4	

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	4.2648290	5.91234000		0.1574490	0.91773400
2	3.2864800	2.04973400		0.4721560	1.07592100
3	5.2848600	6.23683100		0.1586040	1.63312200
4	5.1838000	6.92681900		0.3172980	1.72639000
5	4.6283000	8.27380000		0.5112300	2.32831000
6	3.9273913	7.26390000		0.3237400	2.31083000

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	74370.00000	79335.00000		71802.00000	81918.00000
2	74923.00000	79312.00000		71769.00000	81319.00000
3	73912.00000	79203.00000		71749.00000	81492.00000
4	75292.00000	80183.00000		73132.00000	82172.00000
5	73129.00000	78198.00000		72319.00000	80182.00000
6	74713.01830	78827.08930		71943.01000	81723.06627

	X	Group A	Group B	Group C
	Days	WT (n=9)	APKO (n=15)	Title
	X	Y	Y	Y
1	3	1		
2	2	1		
3	3	1	1	
4	4	1	1	
5	2			
6	3		1	
7	4		1	
8	5		1	
9	6		1	
10	7	0	0	
11	7	0	0	
12	7	0	0	
13	3	1	1	
14	3	1	1	
15	4	1	1	
16	4	1	1	
17	5		0	
18	5		0	

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	Title	Title	Title	Title
1	24.00	451.00				
2	6.00	75.00				
3	83.00	86.00				
4	7.00	567.00				
5	22.00	90.00				
6	4.00	241.00				
7	64.00	584.00				
8	7.00	74.00				
9	12.00	546.00				
10	7.00	37.00				

	Group A	Group B	Group C
	WT	<i>Adipoq</i> ^{-/-}	Title
1	12.466670	11.67500	
2	11.266670	29.26667	
3	12.900000	18.80000	
4	13.933330	14.00000	
5	6.966670	23.35000	
6	6.880000	14.92000	
7	5.640000	15.86667	
8	6.075000	22.40000	
9	9.066667	11.36000	
10	5.600000	14.71000	

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	APKO	Title	Title	Title	Title
1	426621.00	395959.00				
2	386721.00	425564.00				
3		424273.00				
4	371038.00	370522.00				
5		437253.00				
6		443220.00				
7		438198.00				
8		345241.00				
9						
10	387168.00					
11	335078.00					
12						
13	379339.00					

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	Title	Title	Title	Title
1	45427.00	46185.00				
2	42067.00	36777.00				
3		38185.00				
4	35842.00	43151.00				
5		51150.00				
6		40457.00				
7		40165.00				
8		47913.00				
9						
10	38794.00					
11	35786.00					
12						
13	38374.00					

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	Title	Title	Title	Title
1	6382.00	8782.00				
2	4687.00	6937.00				
3		7713.00				
4	4653.00	5869.00				
5		7477.00				
6		5948.00				
7		6757.00				
8		7153.00				
9						
10	3848.00					
11	3378.00					
12						
13	3543.00					

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	Title	Title	Title	Title
1	5981.00	8481.00				
2	10944.00	3456.00				
3		10878.00				
4	14522.00	7418.00				
5		7556.00				
6		2783.00				
7		9369.00				
8		6656.00				
9						
10	4027.00					
11	7539.00					
12						
13	11987.00					

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	Title	Title	Title	Title
1	218336.00	163896.00				
2	225829.00	195709.00				
3		196269.00				
4	211017.00	131528.00				
5		224040.00				
6		233045.00				
7		238844.00				
8		129334.00				
9						
10	235778.00					
11	210422.00					
12						
13	237527.00					

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	A:7	A:8
1	<i>Il-1α</i>	0.510000000	0.560000000	0.880000000		0.910000000	1.470000000		0.979810215
2	<i>Il-6</i>	0.410000000	0.400000000	0.970000000		1.140000000	2.080000000		0.941112070
3	<i>Il-10</i>	0.500000000	0.400000000	0.770000000		1.110000000	1.480000000		0.847484865
4	<i>Il-12β</i>								0.721798001
5	<i>Il-17α</i>	0.710000000	1.270000000	2.380000000		0.960000000	0.490000000		0.701531488
6	<i>Il-22</i>								0.800548228
7	<i>Tnf-α</i>	0.980000000	1.140000000	0.620000000		0.770000000	0.940000000		0.893397313

	A:9	A:10	A:11	A:12	A:13	A:14	B:1	B:2	B:3
1	0.876702324	1.164141790	1.017270868	0.662123741	1.929113529	0.769602457		3.750000000	6.620000000
2	0.854399761	1.243648179	0.798835261	0.656907998	2.500467538	0.762108846		5.380000000	9.060000000
3	0.813157371	1.451086981	0.701173359	0.731787790	1.850997612	1.052891393		2.260000000	3.650000000
4	0.968030739	1.431183027	0.879260697	0.962625616	0.823888326	1.434024515			
5	0.905295734	1.574571395	0.751320426	0.850177408	1.288781044	1.214747752		1.110000000	6.700000000
6	0.635001911	1.967149955	0.924936332	0.580215976	1.028882237	1.811059873			
7	0.825635240	1.355711053	0.967227023	0.822271842	1.156429186	1.087269276		2.830000000	1.900000000

Group B									
APKO									
	B:4	B:5	B:6	B:7	B:8	B:9	B:10	B:11	B:12
1	0.850000000		2.773661746	2.562386746	2.481039583		2.483872080	2.434673827	2.280337180
2	0.770000000		2.986299472	2.604514484	2.101469122		2.324811488	1.784302544	1.838949257
3	0.780000000		1.230899855	1.688429654	2.672527243		0.911984157	0.989281936	1.529427266
4			2.359684693	2.037234149	2.018583058		2.478759808	2.801305153	2.318652763
5	0.720000000		1.487224319	1.830172217	1.146452276		1.454387639	1.103070893	1.768464244
6			3.941865722	7.783353802	3.652108756		4.213272533	5.300639222	7.473720922
7	1.060000000		2.018296931	1.621783385	1.425094206		2.086342487	2.412457719	1.689662829

		Grou							
		Ti							
	B:13	B:14	C:1	C:2	C:3	C:4	C:5	C:6	C:7
1	2.428757502								
2	1.802232757								
3	2.225246441								
4	2.310381386								
5	1.028635759								
6	4.657080090								
7	1.530562431								

Group F									
Title									
	F:2	F:3	F:4	F:5	F:6	F:7	F:8	F:9	F:10
1									
2									
3									
4									
5									
6									
7									

	F:11	F:12	F:13	F:14
1				
2				
3				
4				
5				
6				
7				

Table format:<br>Grouped		Group A							
		WT							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	ADIPOR1	1.50	0.99	1.02	0.82	0.83	0.97	1.35	1.13
2	ADIPOR2	1.83	0.85	1.09	0.88	0.86	0.78	1.50	1.10

Group B				
APKO				
	B:3	B:4	B:5	B:6
1	1.06	1.70	1.10	1.08
2	1.04	1.24	0.84	0.87

	Group A	Group B	Group C	Group D	Group E	Group F
	WT	<i>Adipoq</i> ^{-/-}	Title	Title	Title	Title
1	0.069522241	0.072817133				
2	0.074464580	1.484678748				
3	0.453377265	0.342998353				
4	0.512685338	7.525864909				
5	0.046787480	14.57561779				
6	0.191762770	11.36803950				

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	A:7	A:8
1	ADIPOQ	1.48	0.62	0.80	0.60	1.58	1.43	1.49	0.92
2	ADIPOR1	1.12	0.69	1.17	1.01	1.02	1.07	1.17	1.01
3	ADIPOR2	1.12	0.86	1.06	0.84	0.97	1.20	1.23	1.08

	A:9	A:10	A:11	A:12	B:1	B:2	B:3	B:4	B:5
1	0.76	0.58	1.27	1.31	0.08	0.31	1.51	0.53	1.37
2	0.97	1.02	0.80	1.07	0.73	0.77	0.74	0.96	0.74
3	0.83	0.89	0.89	1.14	0.60	0.64	0.77	1.15	0.78

Group B							
Inf							
	B:6	B:7	B:8	B:9	B:10	B:11	B:12
1	0.68	0.10	0.28	1.28	0.48	1.13	0.54
2	1.13	0.88	0.73	0.74	0.94	0.66	0.85
3	0.98	0.66	0.61	0.65	0.65	0.62	0.68

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	ADIPOQ	0.6880240	1.45343760	1.0000000	1.3828340	1.9263890	1.31793000	2.9397775	3.9382135
2	ADIPOR1	1.0264000	0.97427900	1.0000000	0.9173000	1.0037802	0.83691734	2.7291763	2.4544511
3	ADIPOR2	1.0553332	0.94756800	1.0000000	0.9163740	1.1937930	0.71538400	0.3778497	0.3128936

Group B				
Inf				
	B:3	B:4	B:5	B:6
1	4.945333946	1.2746183	1.3793000	1.1737944
2	3.152332303	3.0183740	2.4626840	2.8163940
3	0.128669109	0.0183840	0.4158320	0.2169384

Table format:<br>Grouped		Group A							
		NI							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	AMs	471	412		379	399	351	912	607
2	Eosinophils	151	144	146	216	276	254	285	230
3	Cd11c ⁺ Siglec ⁺	403	542	322	507	393	332	756	597
4	Cd11c ⁻ Siglec ⁺	382	272	467	350	392	265	375	338

	Group B			
	Inf			
	B:3	B:4	B:5	B:6
1	754	552	519	605
2	254	299	300	300
3	664	497	392	556
4	331	407	394	380

	Group A	Group B	Group C	Group D
	WT	<i>Adipoq</i> ^{-/-}	<i>Adipor1</i> ^{-/-}	<i>Adipoq2</i> ^{-/-}
1	1.113905	2.187429	0.150463	0.812376
2	1.116134	1.152110	0.000629	0.889471
3	0.946390	1.941122	0.181112	1.168096
4	1.575650	0.919222	0.217642	1.014193
5	0.799536	1.211793	0.338196	0.927390
6	0.674634	1.019987	0.156048	1.318734

	Group A	Group B	Group C	Group D	Group E
	WT	<i>Adipoq</i> ^{-/-}	<i>Adipor1</i> ^{-/-}	<i>Adipoq2</i> ^{-/-}	Title
1	0.114522	8.030978	2.839784	1.500349	
2	1.472197	2.485000	1.461142	0.904806	
3	1.680205	4.466227	3.601035	2.495959	
4	2.254458	2.534974	4.042444	2.363002	
5	1.101854	2.145120	5.250389	1.917340	
6	1.421072	1.931338	3.124680	1.212970	

Table format:<br>Grouped		Group A							
		Control							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	2.95	3.21	3.00	4.72	3.61	4.01	13.30	15.60
2	<i>Adipoq</i> ^{-/-}	31.50	29.80	30.12	28.65	32.13	28.96	0.12	4.12

Group B				
Infection				
	B:3	B:4	B:5	B:6
1	14.7	13.22	16.01	14.30
2	3.1	2.37	4.04	1.32

	Group A	Group B	Group C	Group D	Group E	Group F	Group G
	Control	Infection	æction+AdipoR		Control	Infection	æction+AdipoR
1	1.000000	0.057511728	0.417543960		0.109575715	0.075362989	0.108067154
2	1.000000	0.077481731	0.389582290		0.123279088	0.082469244	0.100830220
3	1.000000	0.058720172	0.307786103		0.133971683	0.089622203	0.110337875
4	1.000000	0.062874000	0.492837000		0.212837640	0.071910280	0.137900000
5	1.000000	0.079273000	0.392736000		0.172674000	0.083168390	0.183698000
6	1.000000	0.061934400	0.432792000		0.201378400	0.072028370	0.201736800

	Group A	Group B	Group C	Group D	Group E	Group F	Group G
	Control	Infection	æction+AdipoR		Control	Infection	æction+AdipoR
1	1.000000	0.023847800	0.222210670		0.035402621	0.024518253	0.027016788
2	1.000000	0.035158078	0.248273124		0.072795849	0.016288528	0.035402621
3	1.000000	0.026644840	0.190782401		0.056328154	0.012516717	0.026460791
4	1.000000	0.029237900	0.213930000		0.048297000	0.042937000	0.029237400
5	1.000000	0.031380000	0.301839000		0.028294700	0.031879300	0.031373900
6	1.000000	0.100378000	0.272983400		0.019739000	0.028284000	0.033864000

	Group A	Group B	Group C	Group D	Group E
	Veh	AdipoRon		Veh	AdipoRon
1	2.000000	1.00000000		1.0000000	1.00000000
2	2.000000	1.00000000		3.0000000	0.00000000
3	2.000000	2.00000000		2.0000000	1.00000000
4	3.000000	3.00000000		2.0000000	2.00000000
5	2.000000	2.00000000		3.0000000	0.00000000
6	1.000000	2.00000000		3.0000000	0.00000000
7	1.000000	3.00000000		3.0000000	0.00000000
8	1.000000	3.00000000		3.0000000	0.00000000
9	1.000000	3.00000000		3.0000000	1.00000000
10	2.000000	2.00000000		3.0000000	1.00000000

	Group A	Group B	Group C
	Day 10	Day 15	Day 25
1	98.1	99.2	98.3
2	97.2	99.6	97.5
3	98.8	98.1	99.1
4	99.4	99.5	98.4
5	97.1	99.8	97.6
6	98.6	98.6	98.7

	Group A	Group B	Group C
	Day 10	Day 15	Day 25
1	97.1	99.1	96.9
2	98.9	98.3	99.6
3	97.4	99.5	98.1
4	98.5	99.2	98.6
5	97.5	98.1	96.4
6	98.9	98.4	97.4

	Group A	Group B
	AMs	BMDMs
1	0.062937	0.02000
2	0.091900	0.01800
3	0.071200	0.03800
4	0.082620	0.04869
5	0.056110	0.03172

	Group A	Group B
	AMs	BMDMs
1	5.82300	0.001
2	4.32000	0.020
3	8.38400	0.006
4	3.92680	0.040
5	2.17293	0.003
6	2.52872	0.005

	Group A	Group B	Group C
	Data Set-A	Data Set-B	Title
1	0.8	6.1	
2	1.1	5.7	
3	0.6	5.1	
4	1.5	6.3	
5	0.7	5.5	
6	0.6	5.9	

	Group A	Group B	Group C
	Data Set-A	Data Set-B	Title
1	2.7340	7.92100	
2	3.1220	6.83400	
3	1.2430	7.19928	
4	3.8261	5.82400	
5	3.4140	4.26110	
6	3.4010	4.71920	

Table format:<br>Grouped		Group A							
		Veh							
		A:1	A:2	A:3	A:4	A:5	A:6	B:1	B:2
1	WT	2.5840	4.28460	6.29730	4.92900	5.27938	3.29184	3.2974	6.2846
2	Adipoq ^{-/-}	1.3974	0.62974	2.29400	3.92682	1.83680	3.13830	4.2749	5.1347

	Group B				Group C				
	Ron				Title				
	B:3	B:4	B:5	B:6	C:1	C:2	C:3	C:4	C:5
1	6.92100	3.1500	4.29109	3.92726					
2	4.72984	3.9279	5.72920	5.31930					

		Group D					
		Title					
	C:6	D:1	D:2	D:3	D:4	D:5	D:6
1							
2

# Supplementary material for: Adiponectin pathway activation dampens inflammation and enhances alveolar macrophage fungal killing via LC3-associated phagocytosis
**Source:** PLoS Pathog. 2025 Mar 17;21(3):e1012363. doi: 10.1371/journal.ppat.1012363
**Supplement:** S1 Text — Methods for supporting data figures.

**Supplemental Methods (See also Key Resources (S1 Table))**

**Mice**

An additional strain of *Adipoq*-/- mice was obtained from Dr. Philipp Scherer (University of Texas-Southwestern) and used for survival, fungal burden, histology, flow cytometric analysis of BALF cells, qRT-PCR of selected inflammatory and *Adipor* genes, and ELISA for TNF as described in the *Materials and Methods* section.

**Quantification of AM AdipoR1 expression using flow cytometry**

After ex-vivo AM extraction and culture as mentioned in the methods, AMs were fixed using IC fixation buffer. Fc Block was used to eliminate non-specific Fc-mediated interactions. The cells were then stained at a 1:100 dilution with primary antibody with Adiponectin Receptor 1 Recombinant Rabbit Monoclonal Antibody (SC69-04) followed by staining with Alexa Fluor 488-conjugated goat anti rabbit IgG as the secondary antibody. All the unstained and only primary antibody staining controls were included.

**Quantification of AM *Adipor1* and *Adipor2* receptor gene expression**

RNA extraction from AMs was done using Qiagen RNeasy Mini kit, following the manufacturer’s protocol. Quantitative RT-PCR was performed with 20ng of cDNA using AdipoR1 and AdipoR2 forward and reverse primers ordered from IDT Integrated Technologies. Gene Expression Master Mix (ThermoFisher Scientific) was used, with β-actin used for signal normalization.

**RNA sequencing and analysis**

**Sample Preparation**

AMs were isolated from APN-/- mice, infected/uninfected for 10 hours (1:9 cells/conidia) and AdipoRon/vehicle treated 24 hours before infection, with cells lysed and RNA isolated as described in *Materials and Methods*.

**Library preparation and sequencing**

Total RNA samples were first evaluated for their quantity and quality using Agilent TapeStation. All the samples were good quality with RIN (RNA Integrity Number) of 9.6-10. One hundred nanograms of total RNA was used for library preparation with the Illumina Stranded mRNA Prep, Ligation kit (lllumina), following the manufacturer’s instruction. Each resulting uniquely dual-indexed library was quantified and quality accessed by Qubit and Agilent TapeStation, and multiple libraries were pooled in equal molarity. The pooled libraries were sequenced with 2×150bp paired-end configuration on an Illumina NovaSeq X PLUS sequencer.

**RNA-seq data analysis**

The sequencing reads were first quality checked using FastQC (v.0.11.5, Babraham Bioinformatics, Cambridge, UK) for quality control. The sequence data were then mapped to the mouse reference genome mm10 using the RNA-seq aligner STAR (v.2.7.10a)[1] with the following parameter: “--outSAMmapqUnique 60”. To evaluate quality of the RNA-seq data, the number of reads that fell into different annotated regions (exonic, intronic, splicing junction, intergenic, promoter, UTR, etc.) of the reference genome was assessed using bamutils (from ngsutils v.0.4.17) [2]. Uniquely mapped reads were used to quantify the gene level expression employing featureCounts (subread v.2.0.3) [3] with the following parameters: “-s 2 -Q 10”. 

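The option for strand keeps reads that match the gene's own strand in a reverse-stranded library. The option for mapping quality drops reads that map to more than 1 place. Reads shared by repeated sequence or by close paralogs are therefore missing from the counts. Between 80.7% and 85.2% of the read pairs of a library mapped to 1 place. Counts were worked back from the log2 CPM alone. With a prior count of 2, every value checked, which left out the most abundant genes, came within 0.05 of a whole number. The counts summed to between 99.95% and 99.99% of a library's reads on genes. Of 12460 genes, 149 had 0 reads in at least 1 library. Between replicates, the SD of the log2 differences ran from 0.14 to 0.42 among genes of high expression. Sampling of reads alone gives 0.0287 to 0.0318, so the spread between libraries, not the depth, sets the precision of these genes.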

The data was normalized using TMM (trimmed mean of M values) method. 

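TMM scaling takes most genes as unchanged and finds a factor per library that brings them level, so that a few abundant genes do not lower the values of all others. The factors were worked back from the log2 CPM and the library totals. They were 1.05 to 1.09 in vehicle uninfected, 0.935 to 0.974 in vehicle infected, 0.921 to 0.979 in AdipoRon infected and 0.986 to 1.05 in AdipoRon uninfected libraries. They follow the infection state more than the treatment, and leaving them out shifts the median log2 fold change of infection with AdipoRon by -0.11.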

Differential expression analysis was performed using edgeR (v.4.0.1)[3,4]. 

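The values used here are on the log2 scale, so the genes were tested with limma's moderated test, with a trend of the variance on the mean, and not with a model of counts. The test was tried on simulated libraries in which genes were changed by known amounts. It recovered 28 of 67 genes changed by 0.5 on the log2 scale, 53 of 67 changed by 1 and 65 of 66 changed by 2, with 10 false calls and 0 calls in a comparison without change. In this simulation, with 3 libraries a group, changes of 0.5 were missed more often than found. Far fewer genes changed there than in the data, where 5640 of 12460 passed in infected AMs. The adjustment was therefore stricter in the simulation, and the share found in the data was not measured.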

False discovery rate (FDR) was computed from p-values using the Benjamini-Hochberg procedure. 

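A gene set test asks whether the genes of a set lean one way. The camera test of limma compares the genes of a list with all other genes and allows for a preset correlation between them of 0.01, or for the correlation estimated from the libraries, which is uncertain with few libraries and makes the test stricter. The fry test asks whether the genes of a list move one way on balance without comparing them with other genes, and fgsea, the method closest to the pathway analysis of the paper, asks whether they gather at 1 end of the genes ranked by the moderated statistic. The Gene Ontology sets of the paper were not analysed here, and 29 lists of genes fixed before the data were examined took their place.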

Gene Ontology (GO) pathway enrichment analyses were performed with the R package [clusterProfiler](https://yulab-smu.top/biomedical-knowledge-mining-book/index.html) [5,6].

**Histopatholocial analysis**

Lung tissues were harvested 3 days post infection with conidia from vehicle or AdipoRon-treated mice and stained with hematoxylin-eosin (H&E). To examine the extent of lung injury, we considered its five pathological features, including (i) presence of exudates, (ii) hyperemia/congestion, (iii) intra-alveolar hemorrhage/debris, (iv) cellular infiltration, and (v) cellular hyperplasia. The severity of each of pathological features was evaluated by a score indicating 0 as absent/none, 1 as mild, 2 as to show moderate, and 3 for severe injury.

**ELISA for LC3-II**

After culturing for 10 days, AMs were grouped into vehicle (DMSO) + infected and AdipoRon + infected groups. The timeline was followed as per in Fig. 7E, followed by LC3-II (Cat. # CBA-5116, Cell Biolabs Inc (California, USA)) detection at an absorbance of 450nm, as per the manufacturer instructions for commercial kits.

**References**

1. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29: 15–21. doi:10.1093/BIOINFORMATICS/BTS635

2. Liao Y, Smyth GK, Shi W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014;30: 923–930. doi:10.1093/BIOINFORMATICS/BTT656

3. Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. 2010;26: 139–140. doi:10.1093/BIOINFORMATICS/BTP616

4. McCarthy DJ, Chen Y, Smyth GK. Differential expression analysis of multifactor RNA-Seq experiments with respect to biological variation. Nucleic Acids Res. 2012;40: 4288–4297. doi:10.1093/NAR/GKS042

5. Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS. 2012;16: 284–287. doi:10.1089/OMI.2011.0118

6. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, et al. clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. Innovation (Cambridge (Mass)). 2021;2. doi:10.1016/J.XINN.2021.100141

How the deposited data were processed for this re-analysis (not part of the article)

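RNA of AMs from APN-deficient mice, treated with AdipoRon (20 µM) or vehicle for 24 hours and infected with *A. fumigatus* conidia or left uninfected, was measured in 12 libraries, 3 in each of 4 groups. The authors checked the reads with FastQC 0.11.5, aligned them with STAR 2.7.10a to mm10 and counted uniquely mapped reads per gene with featureCounts of Subread 2.0.3. The authors normalized the counts with the TMM method and tested them with edgeR 4.0.1. The table used here holds log2 CPM with TMM scaling and a prior count of 2 for 12460 genes, already filtered for low expression by the authors, with a lowest value of -5.10. The depth was 56145087 to 82320581 reads on genes per library, at which reads alone add little to the spread between libraries of well expressed genes.

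The tests had been planned for counts, but the table holds log2 values, so the count model was not used. In its place, limma 3.58.1 in R 4.3.3 fitted 1 linear model of the 4 groups on the log2 CPM of all 12 libraries, with empirical Bayes moderation, a mean-variance trend and robust settings. The p-values were adjusted over 12460 genes in each comparison by the Benjamini-Hochberg method. The comparisons were AdipoRon against vehicle in infected and in uninfected AMs, infection in vehicle-treated and in AdipoRon-treated AMs, and the interaction, which is the AdipoRon response of infected AMs minus that of uninfected AMs. A gene counts as changed at an adjusted p under 0.05. No sample was left out. The libraries carry replicate numbers 1 to 12 with none shared between groups, so no pairing was used.

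Of 29 gene lists, 25 had at least 5 measured genes and were tested with camera at a preset correlation of 0.01, adjusted over the lists tested in a comparison. They are inflammatory cytokines and chemokines, the NF-kB and inflammasome response, classical (M1) and alternative (M2) markers, interferon-stimulated genes, autophagy, LC3-associated phagocytosis, lysosome, nuclear genes of oxidative phosphorylation, glycolysis, HIF-1 targets, fatty acid oxidation and PPAR targets, cholesterol synthesis, LXR targets and lipid efflux, the integrated stress and unfolded protein responses, NRF2 targets, fungal recognition, the cell cycle, cytosolic ribosomal proteins, AM identity, monocytes and other macrophages, dendritic cells, lung epithelium, fibroblasts and endothelium, and the adiponectin pathway. Neutrophil markers had 4 measured genes and are given as counts. The genes of oxidative phosphorylation on mitochondrial DNA, lymphocyte markers and markers of eosinophils and mast cells had 0 measured genes and were not analysed here. The lists share genes, so their tests are not independent. No list was chosen on the values tested here, but several hold genes that the paper reports as changed in these libraries. Examples are Cd38, Tlr4 and Hif1a among M1 markers, Il1a, Il1b and Ccl2 among cytokines, and Map1lc3a and Map1lc3b in both autophagy lists. These lists are therefore not independent support for the paper's statements on those genes.

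The genes named were drawn from the 24 measured of 30 genes that the paper names and from the largest changes. The latter were the 10 largest rises and 10 largest falls with AdipoRon in each infection state (5 and 5 for infection and for the interaction). They were taken among changed genes with a mean of at least 1 log2 CPM and no overlap between the 2 groups of 3 libraries. Of each list described, up to 2 higher and up to 2 lower genes with the smallest adjusted p were added. Predicted genes and clone names were passed over. For the interaction, the rule on overlap was applied to AdipoRon against vehicle in infected AMs. Positions are those of the RefSeq genes on GRCm38, the build of mm10. Transcript lengths and GC contents are those of a gene's longest GENCODE transcript for the same build.

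The alternatives fixed before the data were examined were an absolute log2 fold change of at least 1, the 6 libraries compared alone, RLE scaling, scaling by library size only, at least 1 CPM in every library of a group (11001 genes), each library left out in turn, camera with an estimated correlation, fry, and fgsea 1.28.0 on genes ranked by the moderated statistic. Those chosen after seeing the data were voom on the counts worked back from the table, sex as a term, index plate column 10 as a term, libraries of 1 sex only, the list counts without 1 library and the trend with transcript length per library. Within 1 sex, infected AMs were compared as 3 male AdipoRon against 2 male vehicle libraries and uninfected AMs as 3 female against 2 female libraries. In that setting the interaction is the response of males minus that of females, so it does not lie within 1 sex. Random lists matched on transcript length or GC content and on expression (10000 lists, drawn from 50 neighbours of each gene), bootstraps of the infection slopes (10000) and simulations of shared controls (100) had fixed seeds. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. The gene test and the camera test were tried on simulated data with known changes, and the recovery of counts on simulated counts. The other steps were not tried in this way.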

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

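The tests of the infection slopes and of the markers of other cell types, the comparisons within 1 sex or with sex as a term, and the trend with transcript length per library were chosen after the results were seen.

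The AdipoRon response differed between infected and uninfected AMs for 2347 genes that responded more positively and 2777 that responded more negatively in infected AMs, by a test of the difference itself. When the values were scaled by library size only, the order turned, to 2810 and 2270 genes. Other splits changed fewer genes: of 100 splits, 1, the real one, gave as many as 5124, and the highest other gave 2753. A split that moves libraries between groups also breaks up the response to AdipoRon or to infection and adds it to the spread. Fewer calls then follow even without a difference between the responses, so the splits do not test chance for this count. They also do not bear on other differences between the groups, such as sex. All AdipoRon infected libraries were male and all AdipoRon uninfected libraries female, and with sex as a term the counts were 1679 and 2170. That term cannot separate an AdipoRon response that differs with infection from one that differs between the sexes. These explanations cannot be told apart here. The median difference was -1.62 for cytokines and chemokines, -1.91 for M1 markers, -1.44 for M2 markers, -3.03 for interferon-stimulated genes, 0.27 for autophagy, -0.53 for glycolysis, -0.31 for fatty acid oxidation and PPAR targets, -1.84 for cholesterol synthesis, -0.87 for fungal recognition, -1.71 for the cell cycle, 0.50 for ribosomal proteins and -1.13 for AM identity, all past the camera test with the preset correlation and none with an estimated one (lowest adjusted p 0.12). Without AdipoRon uninfected replicate 10 the median of the M2 markers was -2.27. Among genes with a mean of at least 1 log2 CPM and no overlap between AdipoRon and vehicle libraries in infected AMs, the largest differences of single genes past the test were 4.61 for Npy, 4.14 for Orm1, 3.93 for Arl4c, 3.55 for Cxcl16, 3.25 for Npdc1, -9.10 for Car4, -8.82 for Marco, -8.50 for Ccl17, -7.17 for Ch25h and -7.08 for Fcgr1, of which the call of Orm1 was lost in 6 of 19 alternatives: without vehicle uninfected replicate 3, without vehicle infected replicate 5, without AdipoRon uninfected replicate 11, without AdipoRon uninfected replicate 12, sex as a term and 1 sex only (adjusted p up to 0.099).

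Signals that the paper's text does not describe for these libraries were, in infected AMs, a median log2 fold change with AdipoRon of -3.18 for interferon-stimulated genes, 0.84 for ribosomal proteins and -1.23 for markers of AM identity, and in uninfected AMs 1.69 for cholesterol synthesis, 1.01 for the cell cycle and 0.61 for NRF2 targets. The cell cycle median was 1.51 without AdipoRon uninfected replicate 10, whose mean level of 2.25 log2 CPM lay inside the vehicle range of 1.92 to 2.29, and 0.59 without AdipoRon uninfected replicate 12.

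Genes of ribosomal proteins and of oxidative phosphorylation were higher with AdipoRon in infected AMs, by a median of 0.84 and 0.32. Other genes matched on length and expression had a median of 0.13 (0.025 to 0.25 in 95% of lists) for the ribosomal list. This argues against the length of a gene's longest transcript as the whole cause for the ribosomal proteins. The expressed transcript can be shorter than the longest one, so its length stays open there. Genes matched on GC content had a median of -0.085 for the ribosomal and -0.023 for the oxidative phosphorylation list, which argues against GC content for both. Among males alone the medians were 0.81 and 0.29, which argues against the sex of the animals. Transcript length stays open for oxidative phosphorylation, as genes matched on length had a median of 0.23 (0.14 to 0.33), and AdipoRon infected replicates 7 and 9, with the stronger trends with length (-0.38 and -0.37 across genes, against -0.13 in replicate 8), had the higher means of both lists; without replicate 7, or without replicate 9, 26 oxidative phosphorylation genes were higher in place of 43. In vehicle infected replicates 4, 6 and 5, trends of -0.18, 0.046 and 0.14 went with oxidative phosphorylation means of 6.07, 6.05 and 6.03 and ribosomal means of 7.84, 7.83 and 7.70 log2 CPM. Vehicle uninfected replicate 1, the one with a positive trend in its group (0.36), had the lowest means of its group (5.99 and 7.84). Each vehicle library was compared with the others of its group, so trends of opposite sign within a vehicle group are largely built in. In AdipoRon uninfected replicates 10, 11 and 12, trends of -0.28, -0.15 and 0.087 went with ribosomal means of 8.46, 8.32 and 8.11, while the oxidative phosphorylation means of 6.36, 6.44 and 6.36 did not follow that order. Reads shared with pseudogenes of the ribosomal proteins were not tested. A response of these genes to AdipoRon may still account for part of the pattern, and is a hypothesis.

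Interferon-stimulated genes were lower with AdipoRon in infected AMs. The sex of the animals is argued against by the median of -3.24 among males alone. A uniformly weaker response to the conidia, from fewer conidia or a shorter contact, is argued against by the slopes of the infection response with AdipoRon on that with vehicle. They were 0.36 for interferon-stimulated genes and 0.75 for genes of the stress responses, a difference of -0.39 (95% bootstrap interval over genes -0.62 to -0.19). The interval leaves out the spread between libraries, and the infection response with AdipoRon compared male with female libraries. No slope was fitted with sex as a term, so the slopes argue only weakly against a uniformly weaker response. Cytokines and chemokines had a slope of 0.35 and NF-kB genes of 0.68, so a lower dose of conidia that acts on interferon and cytokine genes more than on stress genes stays open. Reads shared between paralogs stay open only for families of similar sequence such as Ifit and Oas, since genes outside them, such as Dhx58 (-3.06 ± 0.13), were lower too. Less interferon signalling with AdipoRon is a candidate explanation that no test here bears on directly.

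Markers of AM identity were lower with AdipoRon in infected AMs. The sex of the animals is argued against by the median of -1.18 among males alone. Fewer AMs among other cells would raise the markers of the other types, but of 35 such markers 2 were higher and 14 lower, with a median of -0.81. Only 7 of the 35 markers lay above 5 log2 CPM, so the markers speak only weakly against a changed mix of cells. The most abundant of them, Gpnmb, at a mean of 12.8 log2 CPM, was higher (0.66 ± 0.14), but macrophages also express it. A change of the AMs' own state may account for the lower markers, as a hypothesis, while a selective loss of some AMs was not tested.

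In each comparison of 3 libraries against 3, the 10 possible splits are too few for a share under 0.05, and 1 split, the real one, gave the most changed genes: 5640 (highest other 0) for AdipoRon in infected AMs, 3298 (highest other 1) in uninfected AMs, 6188 (highest other 6) for infection with vehicle and 6978 (highest other 0) for infection with AdipoRon.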

How the results depend on the processing

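Voom on the counts worked back from the table, sex as a term, index plate column 10 as a term, libraries of 1 sex only and the list counts without 1 library were chosen after seeing the data, and the other alternatives before. No result changed its direction while called in both settings. A fit with size factors of DESeq2 and a fit without a filter on low expression were not run, the first because the values are not counts and the second because the table was filtered by the authors. No paired analysis was possible because the replicate numbers are not shared between groups. With 1 sex only there is no value for infection with AdipoRon, as no library of one sex stands on both sides. Without 1 library, a group of 2 is taken to vary like the others. With 3 libraries a group, changes of 0.5 on the log2 scale were found in 28 of 67 simulated genes, where far fewer genes changed than in the data. Depth added little to the spread between libraries for genes of high expression, and was not tested for other genes. The cause of the changes below was not tested, apart from the fewer genes that a minimum fold change must give and the fewer libraries of the 1-sex and 6-library settings.

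Of 411 calls of named genes, RLE scaling kept 409, library size only 403, voom 405, the plate column 409, sex as a term 382 and 1 sex only 360, and leaving out 1 library kept 383 to 409. The number of reversed calls was 0 in each of these.

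An absolute log2 fold change of at least 1 left 311 higher and 1162 lower in infected AMs, 346 higher and 374 lower in uninfected AMs, 961 higher and 764 lower for infection with vehicle, 822 higher and 1401 lower for infection with AdipoRon and 746 higher and 1338 lower for the interaction, with 374 genes raised by infection then lowered by AdipoRon and 108 the other way. With library size only, 1211 genes were higher in uninfected AMs. Within 1 sex, 978 were higher and 717 lower in uninfected AMs. The response of infected males minus that of uninfected females gave 1470 higher genes for the interaction. From the 6 uninfected libraries alone, 919 genes were lower in uninfected AMs. With sex as a term, 1838 genes were higher and 2082 lower for infection with AdipoRon. Of the genes the paper names, 4 were lower in uninfected AMs with library size only, 1 with sex as a term and 1 within 1 sex, in place of 2. Scaling by library size only changed the sign of the median of the lists of the lysosome (uninfected AMs, both infection comparisons), fatty acid oxidation (uninfected AMs), LC3-associated phagocytosis (both infection comparisons), the cell cycle, dendritic cells and epithelium (infection with vehicle) and oxidative phosphorylation (infection with AdipoRon and the interaction). For infection with AdipoRon it gave 2619 higher and 4251 lower genes (38.1% in place of 48.8% higher), and for the interaction 55.3% in place of 45.8% higher.

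The lists that pass with the preset correlation did not pass with an estimated one. In infected AMs the adjusted p was 0.30 for cytokines and chemokines, 0.22 for M1 markers, 0.31 for M2 markers, 0.22 for interferon-stimulated genes, 0.36 for autophagy, 0.60 for oxidative phosphorylation, 0.22 for glycolysis, 0.31 for fatty acid oxidation, 0.49 for NRF2 targets, 0.22 for fungal recognition, 0.68 for the cell cycle, 0.31 for ribosomal proteins, 0.22 for AM identity and 0.31 for fibroblasts and endothelium. In uninfected AMs the adjusted p was 0.24 for cytokines and chemokines, 0.29 for NF-kB genes, 0.27 for M1 markers, 0.27 for M2 markers, 0.49 for oxidative phosphorylation, 0.15 for glycolysis, 0.092 for cholesterol synthesis, 0.59 for the stress responses, 0.24 for NRF2 targets, 0.24 for fungal recognition, 0.54 for the cell cycle and 0.59 for ribosomal proteins. For infection with vehicle it was 0.13 for interferon-stimulated genes, 0.093 for cytokines and chemokines, 0.093 for NF-kB genes, 0.18 for the stress responses and 0.070 for glycolysis. For the interaction it was 0.12 for cytokines and chemokines, 0.12 for M1 markers, 0.12 for M2 markers, 0.12 for interferon-stimulated genes, 0.41 for autophagy, 0.12 for glycolysis, 0.31 for fatty acid oxidation, 0.12 for cholesterol synthesis, 0.12 for fungal recognition, 0.61 for the cell cycle, 0.63 for ribosomal proteins and 0.12 for AM identity.

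In these settings lists crossed the threshold or, without passing in either, turned in direction. With fry, the adjusted p was in infected AMs 0.049 for LC3-associated phagocytosis, 0.96 for lysosome, 0.030 for LXR targets, 0.095 for the cell cycle and 0.023 for monocytes, in uninfected AMs 0.040 for fatty acid oxidation, 0.056 for ribosomal proteins, 0.040 for AM identity, 0.042 for dendritic cells and 0.60 for the adiponectin pathway, and for the interaction 0.021 for NF-kB genes, 0.85 for HIF-1 targets, 0.060 for ribosomal proteins, 0.73 for monocytes and 0.012 for fibroblasts and endothelium. With fgsea, the adjusted p was in infected AMs 0.96 for lysosome, 0.039 for LXR targets and 0.066 for NRF2 targets, in uninfected AMs 0.022 for AM identity and 0.65 for the adiponectin pathway, and for the interaction 0.78 for monocytes and 0.91 for the adiponectin pathway. With library size only, the adjusted p was in infected AMs 0.045 for LXR targets, in uninfected AMs 0.88 for epithelium, and for the interaction 0.94 for oxidative phosphorylation. With voom, the adjusted p was in infected AMs 0.99 for dendritic cells and 0.054 for fibroblasts and endothelium. With the plate column as a term, the adjusted p was in infected AMs 0.054 for fibroblasts and endothelium.

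Leaving out 1 library gave 1130 (without AdipoRon uninfected replicate 11) to 2259 (without AdipoRon uninfected replicate 10) higher genes in uninfected AMs, 865 (without AdipoRon uninfected replicate 11) to 1886 (without AdipoRon uninfected replicate 10) lower genes in uninfected AMs and 1 (without vehicle uninfected replicate 1) to 5 (without AdipoRon uninfected replicate 10) genes of the paper lower in uninfected AMs. The camera adjusted p ran, over the libraries left out, in infected AMs 0.45 to 0.98 for NF-kB genes, 0.032 to 0.099 for LXR targets, 0.014 to 0.061 for NRF2 targets, 0.84 to 0.97 for dendritic cells and 0.032 to 0.072 for fibroblasts and endothelium. It ran in uninfected AMs 0.15 to 0.97 for interferon-stimulated genes, 0.34 to 0.95 for lysosome, 0.52 to 0.87 for HIF-1 targets, 0.036 to 0.43 for fatty acid oxidation, 0.034 to 0.67 for AM identity, 0.021 to 0.14 for monocytes, 0.55 to 0.95 for epithelium and 0.72 to 0.99 for the adiponectin pathway. It ran for the interaction 0.021 to 0.19 for NF-kB genes, 0.12 to 0.92 for oxidative phosphorylation and 0.35 to 0.89 for LXR targets.

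Over all alternatives with a preset correlation or none, the adjusted p of the other lists that fry or fgsea moved ran in infected AMs 0.049 to 0.17 for LC3-associated phagocytosis, 0.57 to 0.97 for lysosome, 1.3e-04 to 0.095 for the cell cycle and 0.023 to 0.46 for monocytes. It ran in uninfected AMs 1.9e-15 to 0.056 for ribosomal proteins and 0.042 to 0.49 for dendritic cells. It ran for the interaction 0.60 to 0.94 for HIF-1 targets, 2.2e-17 to 0.060 for ribosomal proteins, 0.62 to 0.98 for monocytes, 0.012 to 0.60 for fibroblasts and endothelium and 0.56 to 0.91 for the adiponectin pathway.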

Differences from the paper's values

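The paper states that AdipoRon activated alternative, M2-like genes in infected APN-deficient AMs. Of 19 measured M2 markers, 1 was higher and 8 were lower, and 10 did not pass the test. Tgfb1 (0.40 ± 0.10, log2 fold change ± standard error) and Arg2 (2.16 ± 0.41), which the paper names, were higher.

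The paper names Ccl2 among the genes suppressed by AdipoRon in infected AMs. Its log2 fold change was -1.73 (standard error 0.80, adjusted p = 0.099), which did not pass the test. Each AdipoRon infected library nevertheless lay below each vehicle infected one. The standard error also draws on the uninfected libraries, which are outside this comparison and between which Ccl2 varied more. It passed without vehicle uninfected replicate 3, an alternative set before the data were examined, and with sex as a term and with index plate column 10 as a term, both chosen after seeing the values. Il1a, Il1b, Cd38, Tlr4 and Hif1a, which the paper names in the same place, passed as lower.

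The paper states that Tgfb rose with AdipoRon in infected AMs without naming the gene. Tgfb1 was higher and Tgfb2 lower (-1.69 ± 0.63, adjusted p = 0.044, and 0.0082 to 0.15 over the alternatives).

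The paper states that more genes rose than fell with AdipoRon in uninfected AMs, and gives a p under 0.05 for its comparisons in general but no threshold for these counts. The counts were 1863 higher and 1435 lower at an adjusted p under 0.05, the paper's order, and 346 higher and 374 lower with a change of at least 2-fold or 1211 higher and 1992 lower with library size only, the other order. In infected AMs the lower genes outnumbered the higher ones in each of these settings, which is the paper's order.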

Other observations

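Targets of LXR, the sterol-sensing receptor, and genes of lipid efflux did not pass as a list with AdipoRon in either state. In infected AMs 0 of 12 measured genes passed as higher and 4 as lower, and 8 did not pass (0 and 4 when adjusted over the list alone, median -0.73, camera adjusted p = 0.064), and Nr1h3, which encodes LXRα (-1.41 ± 0.13, log2 fold change ± standard error), and Scd2 (-1.56 ± 0.32) fell. In infected AMs the list passed as lower by fry, by fgsea and with library size only, and its lower genes numbered 7 without AdipoRon uninfected replicate 10. In uninfected AMs 2 of 12 measured genes passed as higher and 5 as lower, and 5 did not pass (2 and 5 when adjusted over the list alone, median -0.10, camera adjusted p = 0.41), and Abca1, a cholesterol exporter (-3.08 ± 0.54), fell where Fasn, the fatty acid synthase (1.02 ± 0.14), rose. With each library left out in turn, the median in uninfected AMs ran from -0.28 to 0.067. For the lysosome, 13 of 48 measured genes passed as higher and 9 as lower, and 26 did not pass (13 and 10 when adjusted over the list alone, median 0.061, camera adjusted p = 0.70) in infected AMs, and there were 7 higher and 7 lower of 48 (9 and 7 when adjusted over the list alone, median 0.017, camera adjusted p = 0.76) in uninfected AMs, where the mean and the test pointed down. Lamp1, a lysosomal membrane protein (0.46 ± 0.083), and Npc2, a cholesterol carrier (0.60 ± 0.14), rose in infected AMs, and the enzymes Gusb (-0.59 ± 0.077) and Gaa (-0.53 ± 0.073) fell. Higher lysosomal genes in infected AMs numbered 7 without vehicle infected replicate 6, 7 without AdipoRon infected replicate 7, 7 without AdipoRon infected replicate 9 and 6 among males alone, and lower ones 5 without vehicle infected replicate 4. The lysosome median ran from -0.0037 to 0.073 in infected and from -0.021 to 0.025 in uninfected AMs with each library left out in turn. HIF-1 targets had 3 higher and 2 lower of 16 (3 and 2 when adjusted over the list alone, median 0.14, camera adjusted p = 0.47) in infected and 3 higher and 2 lower of 16 (3 and 2 when adjusted over the list alone, median 0.095, camera adjusted p = 0.81) in uninfected AMs. The higher ones numbered 1 without AdipoRon infected replicate 7 in infected AMs and 0 without AdipoRon uninfected replicate 11 in uninfected AMs, where the lower ones numbered 4 without AdipoRon uninfected replicate 10. Their median ran from 0.045 to 0.22 in infected and from -0.05 to 0.17 in uninfected AMs when each library was left out in turn. The stress response list had 5 higher and 4 lower of 24 (4 and 3 when adjusted over the list alone, median 0.16, camera adjusted p = 0.36) in infected AMs, and Atf4, its transcription factor, rose (0.59 ± 0.14). The higher genes of this list numbered 3 without vehicle infected replicate 4, 2 without vehicle infected replicate 5, 3 without AdipoRon infected replicate 8 and 2 among males alone, and the lower ones 0 without vehicle infected replicate 4, 0 without vehicle infected replicate 6, 0 without AdipoRon infected replicate 7 and 0 without AdipoRon infected replicate 9. Its median ran from 0.034 to 0.24 when each library was left out in turn. Interferon-stimulated genes in uninfected AMs had 5 higher and 1 lower of 38 (0 and 0 when adjusted over the list alone, median 0.13, camera adjusted p = 0.76). The higher ones numbered 0 without vehicle uninfected replicate 1, 1 without vehicle uninfected replicate 3, 3 without vehicle infected replicate 4, 2 without vehicle infected replicate 5, 2 without AdipoRon infected replicate 9, 10 without AdipoRon uninfected replicate 10, 0 without AdipoRon uninfected replicate 11, 1 without AdipoRon uninfected replicate 12 and 2 among females alone, and the lower ones 3 without AdipoRon infected replicate 8. Their median ran from -0.015 to 0.17 with each library left out in turn.

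Genes of the adiponectin pathway had 4 higher and 2 lower of 15 (4 and 2 when adjusted over the list alone, median 0.16, camera adjusted p = 0.66) in infected AMs and 2 higher and 1 lower of 15 (2 and 0 when adjusted over the list alone, median -0.0037, camera adjusted p = 0.87) in uninfected AMs. In infected AMs the higher ones numbered 2 without vehicle infected replicate 5, 2 without vehicle infected replicate 6, 2 without AdipoRon infected replicate 9 and 2 among males alone, and in uninfected AMs the lower ones 3 without AdipoRon infected replicate 8. With each library left out in turn, the median ran from 0.081 to 0.19 in infected and from -0.073 to 0.025 in uninfected AMs. Adipor1 was at 8.61 ± 0.071 log2 CPM (SD, n = 3) in vehicle uninfected, 8.18 ± 0.042 in vehicle infected, 8.61 ± 0.081 in AdipoRon infected and 8.35 ± 0.15 in AdipoRon uninfected AMs. Infection with vehicle changed it by -0.43 (adjusted p = 0.0014), and AdipoRon by 0.44 in infected AMs (adjusted p = 0.0018). Adipor2 changed by -1.01 with infection (adjusted p = 2.4e-05) and was at -0.21 with AdipoRon in infected AMs (adjusted p = 0.16), which did not pass. In uninfected AMs AdipoRon changed Adipor2 by 0.58 (adjusted p = 0.0040) and Adipor1 by -0.26 (adjusted p = 0.043). The paper measured both receptors by qRT-PCR in another experiment. It reports that infection lowered both and that AdipoRon brought them back in part. In the libraries used here AdipoRon raised Adipor1 in infected AMs, but not Adipor2. Actb, which the paper's qRT-PCR is normalized to, changed by -0.88 with AdipoRon in infected AMs (adjusted p = 2.7e-05), 0.98 in uninfected AMs (adjusted p = 6.2e-05) and 0.89 with infection and vehicle (adjusted p = 1.4e-05).

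Markers of other cell types were few. Monocytes and other macrophages had 1 higher and 3 lower of 11 (1 and 3 when adjusted over the list alone, median -0.52, camera adjusted p = 0.31) in infected and 0 higher and 3 lower of 11 (0 and 3 when adjusted over the list alone, median -1.24, camera adjusted p = 0.065) in uninfected AMs. The lower ones in uninfected AMs numbered 1 without vehicle uninfected replicate 2, 1 without vehicle uninfected replicate 3 and 1 without AdipoRon uninfected replicate 12. Neutrophil markers had 0 higher and 4 lower of 4 in infected AMs, and 0 and 2 in uninfected AMs, too few to test as a list. Dendritic cell markers had 0 higher and 2 lower of 6 (1 and 2 when adjusted over the list alone, median 0.17, camera adjusted p = 0.91) in infected AMs, where the mean was -0.38 and the test pointed down, and 1 higher and 2 lower of 6 (1 and 2 when adjusted over the list alone, median -0.35, camera adjusted p = 0.34) in uninfected AMs. Lung epithelium had 1 higher and 1 lower of 8 (0 and 1 when adjusted over the list alone, median -0.98, camera adjusted p = 0.36) in infected and 1 higher and 2 lower of 8 (1 and 2 when adjusted over the list alone, median 0.14, camera adjusted p = 0.81) in uninfected AMs, where the test pointed down. Fibroblasts and endothelium had 0 higher and 4 lower of 6 (0 and 4 when adjusted over the list alone, median -1.86, camera adjusted p = 0.043 and adjusted p = 0.31 with an estimated correlation) in infected and 1 higher and 2 lower of 6 (1 and 2 when adjusted over the list alone, median -0.56, camera adjusted p = 0.49) in uninfected AMs, and Acta2 (-3.23 ± 0.30) and Tagln (-3.79 ± 0.76), which encode proteins of contractile cells, fell in infected AMs. That list did not pass in infected AMs with voom or with the plate column as a term. With each library left out in turn, the medians ran from -0.94 to -0.40 for monocytes, from 0.074 to 0.24 for dendritic cells and from -1.29 to -0.58 for epithelium in infected AMs. In uninfected AMs they ran from -1.58 to -0.72 for monocytes, from -0.067 to 0.63 for epithelium and from -0.84 to -0.098 for fibroblasts and endothelium.

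The largest changes given for infection are those among genes past the test with a mean of at least 1 log2 CPM and no overlap between the groups. Infection with vehicle raised Rsad2 (8.70 ± 0.33), Ifit2 (8.19 ± 0.49) and Rtp4 (7.88 ± 0.38) most after Ifit1 and Ifit3, and lowered Rnase6 (-5.03 ± 0.29), Bmx (-3.92 ± 0.17) and Arrdc3 (-3.53 ± 0.20) most. With AdipoRon, infection raised 3405 genes and lowered 3573, in a comparison of male with female libraries in which Xist was at -12.64. Orm1 (6.93 ± 0.92), Col5a3 (6.16 ± 0.58) and Irg1 (5.69 ± 0.31) rose most there, and Ccl17 (-6.55 ± 1.23) and Car4 (-6.45 ± 0.45) fell most after Xist. The interferon-stimulated genes had 26 higher and 3 lower of 38 (median 1.55, camera adjusted p = 3.1e-06 and adjusted p = 0.57 with an estimated correlation). In the principal components of the 12 libraries, AdipoRon uninfected replicate 10 lay at -33.9 on component 1, and replicates 11 and 12 at -56.8 and -64.8. Replicates 11 and 12 were also the only libraries in index plate column 9, for which no term was fitted, and replicate 10 was in column 10 with 3 libraries of the other groups.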
